# Amplification of a broad transcriptional program by a common factor triggers the meiotic cell cycle in mice

**DOI:** 10.7554/eLife.43738

**Published:** 2019-02-27

**Authors:** Mina L Kojima, Dirk G de Rooij, David C Page

**Keywords:** meiosis, germ cells, transcription, cell cycle, Stra8, Mouse

## Abstract

The germ line provides the cellular link between generations of multicellular organisms, its cells entering the meiotic cell cycle only once each generation. However, the mechanisms governing this initiation of meiosis remain poorly understood. Here, we examined cells undergoing meiotic initiation in mice, and we found that initiation involves the dramatic upregulation of a transcriptional network of thousands of genes whose expression is not limited to meiosis. This broad gene expression program is directly upregulated by STRA8, encoded by a germ cell-specific gene required for meiotic initiation. STRA8 binds its own promoter and those of thousands of other genes, including meiotic prophase genes, factors mediating DNA replication and the G1-S cell-cycle transition, and genes that promote the lengthy prophase unique to meiosis I. We conclude that, in mice, the robust amplification of this extraordinarily broad transcription program by a common factor triggers initiation of meiosis.

## Introduction

A key feature of sexual reproduction is meiosis, a specialized cell cycle in which one round of DNA replication precedes two rounds of chromosome segregation to produce haploid gametes. In most organisms, meiotic chromosome segregation depends on the pairing, synapsis, and crossing over of homologous chromosomes during prophase of meiosis I. These chromosomal events are generally conserved across eukaryotes and have been extensively studied (Handel and Schimenti, 2010).

Despite being a critical pivot point in the life cycle, *meiotic initiation* — the decision to embark on the one and only one meiotic program per generation — has been less studied, perhaps because the regulation of meiotic initiation is less conserved (Kimble, 2011). Because dissecting this transition requires access to cells on the cusp of meiosis, meiotic initiation has been studied most in budding yeast, which can be induced to undergo synchronous meiotic entry; there the transcription factor Ime1 upregulates meiotic and DNA-replication genes (Kassir et al., 1988; Smith et al., 1990; van Werven and Amon, 2011). In multicellular organisms with a segregated germ line, cells entering meiosis are difficult to access for detailed molecular study; they are found only within gonads, surrounded by both somatic cells and germ cells at other developmental stages. However, with recent tools enabling purification of large numbers of the specific cell type initiating meiosis, the male mouse now represents a tractable model for studying meiotic initiation in vivo (Hogarth et al., 2013; Romer et al., 2018). We can use pure populations of meiosis-initiating cells for biochemical assays to determine how germ cells transition to the meiotic cell cycle.

For the study of meiotic initiation in multicellular organisms, the mouse also has the advantage of an existing genetic model with clear defects starting from the very first steps of meiosis, including meiotic S phase, which begins in the middle of the preleptotene stage, and the initiation of homolog pairing in the leptotene stage. In mice, the germ cell-specific gene *Stimulated by retinoic acid 8* (*Stra8*) is induced by rising retinoic acid levels at the start of meiosis, resulting in *Stra8* expression from the middle of the preleptotene stage through early in the leptotene stage (Bowles et al., 2006; Endo et al., 2015; Koubova et al., 2006; Oulad-Abdelghani et al., 1996; Zhou et al., 2008). Genetic studies have revealed *Stra8*’s key role in meiotic initiation. First, proper meiotic S phase depends on *Stra8*: on the C57BL/6 background, *Stra8*-deficient germ cells in females show no evidence of meiotic DNA replication; in males, they reach the preleptotene stage and show signs of DNA replication but do not exhibit the hallmark sign of meiotic S phase, which is loading of the meiotic cohesin REC8 (Anderson et al., 2008; Baltus et al., 2006; Dokshin et al., 2013). Furthermore, *Stra8-*deficient cells do not robustly express meiotic factors, or progress to the leptotene stage and begin the chromosomal events of meiosis (Anderson et al., 2008; Baltus et al., 2006; Soh et al., 2015). These genetic studies of *Stra8* deficiency suggest that the decision to initiate meiosis occurs in the middle of the preleptotene stage, upstream of meiotic S phase. [Note that the strict *Stra8* requirement for male meiotic initiation was not observed in mice of mixed genetic background, in which *Stra8-*deficient male germ cells initiated meiosis but could not complete meiotic prophase I (Mark et al., 2008).]

Curiously, however, genes involved in the chromosomal events of meiotic prophase I are often expressed and translated long before initiation of the meiotic cell cycle, in diverse species (Christophorou et al., 2013; Jan et al., 2017; Pasierbek et al., 2001; Soh et al., 2015). For example, REC8 and synaptonemal complex proteins are expressed in mouse spermatogonia, which undertake several mitotic divisions before reaching the preleptotene stage (Evans et al., 2014; Wang et al., 2001). This early expression of meiotic genes must be reconciled with the seemingly contradictory observation that meiosis is only initiated during the preleptotene stage.

Here, we isolate preleptotene stage germ cells — the cells initiating meiosis — to study how meiosis is triggered. We find that meiotic initiation coincides with upregulation of thousands of transcripts. Remarkably, this large ensemble of genes is upregulated by a common factor, STRA8, which we demonstrate is a transcriptional activator that directly binds their promoters. The STRA8-activated program of at least 1,351 genes includes not only canonical meiotic prophase genes but also many genes that have been extensively studied in the context of the mitotic cell cycle, including those critical for the G1-S transition and for DNA replication. We suggest that the robust amplification of such genes, together with factors that maintain the meiosis-specific extended prophase, triggers the one meiotic cell cycle in each generation.

## Results

### Transcriptional changes at the start of the meiotic cell cycle

To better understand how mouse germ cells initiate meiosis, we sought to identify transcriptional changes occurring at meiotic initiation in vivo. For this, we isolated male germ cells entering meiosis using developmental synchronization of spermatogenesis (Romer et al., 2018). By chemically modulating the levels of retinoic acid, which is required for spermatogonial differentiation (Endo et al., 2015; van Pelt and de Rooij, 1990), we can induce synchronous progression of germ cells through spermatogenesis and collect testes enriched for preleptotene cells (Figure 1A) (Hogarth et al., 2013; Romer et al., 2018). By histologically ‘staging’ a small tissue biopsy, we verified enrichment of desired cell types (Romer et al., 2018) and found that, in properly synchronized and staged (‘2S’) testes, preleptotene cells expressing the meiotic initiation marker STRA8 account for ~44% of all cells; they comprise only an estimated ~1.4% of cells in unperturbed adult testes (Figure 1B,C). Synchronization thus yields 31-fold enrichment in vivo of meiosis-initiating cells, enabling biochemical analyses of meiotic initiation with improved signal and decreased background noise. Importantly, preleptotene-enriched samples are not contaminated with any later stage germ cells, which might complicate efforts to understand meiotic initiation. By adding a sorting step to the 2S protocol — together called ‘3S’ — we can isolate preleptotene cells with >90% purity (Figure 1D) (Romer et al., 2018).

**Figure 1.**
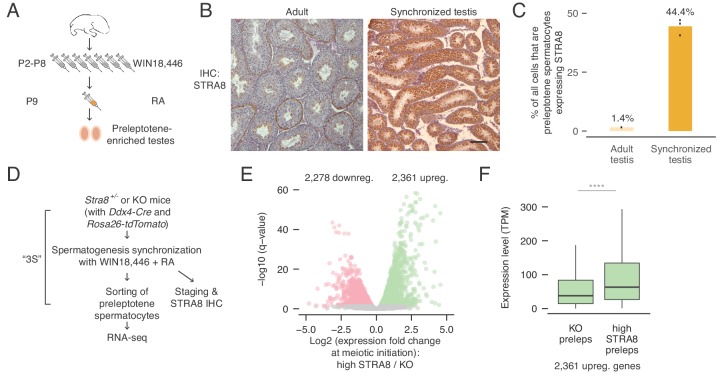
Transcriptional changes in the preleptotene stage population at meiotic initiation. (**A**) Schematic for synchronization of spermatogenesis by WIN18,446 and retinoic acid (RA) to enrich for preleptotene cells. (**B**) STRA8 immunohistochemistry (IHC) of an unperturbed adult testis, left, and a synchronized and staged (2S) testis, right. The synchronized testis is highly enriched for meiosis-initiating preleptotene spermatocytes that express STRA8. Scale bar = 100 μm. (**C**) Percent of all cells that are STRA8-expressing preleptotene cells, in adult testes or in 2S testes. Synchronization results in a 31-fold increase in the proportion of these cells. (**D**) Schematic for collection of pure preleptotene populations by synchronization, staging, and sorting (3S) for RNA-seq. Germ-cell lineage tracing allows for sorting of pure preleptotene populations from *Stra8^+/-^* or *Stra8-*deficient ('KO’) testes. See Figure 1—figure supplement 1 for cell sorting schematic. (**E**) Transcriptional changes associated with meiotic initiation. Volcano plot represents gene expression changes between *Stra8^+/-^* preleptotene cells with high levels of STRA8 (high STRA8) and *Stra8* KO preleptotene cells. Genes that are significantly (FDR < 0.05) downregulated or upregulated at meiotic initiation are in pink or green, respectively. Shown are 12,545 genes expressed in at least one preleptotene sample at transcripts per million (TPM) level ≥ 1. (**F**) Expression levels of genes upregulated at meiotic initiation, in KO and high-STRA8 preleptotene cells. Boxplots show sample medians and interquartile ranges (IQRs), with whiskers extending no more than 1.5 × IQR and outliers suppressed. ****p<2.2×10^−16^, one-tailed Mann-Whitney *U* test. See Figure 1—source data 1. 10.7554/eLife.43738.005Figure 1—source data 1.Source data for RNA-seq analyses.

**Figure 1—figure supplement 1.**
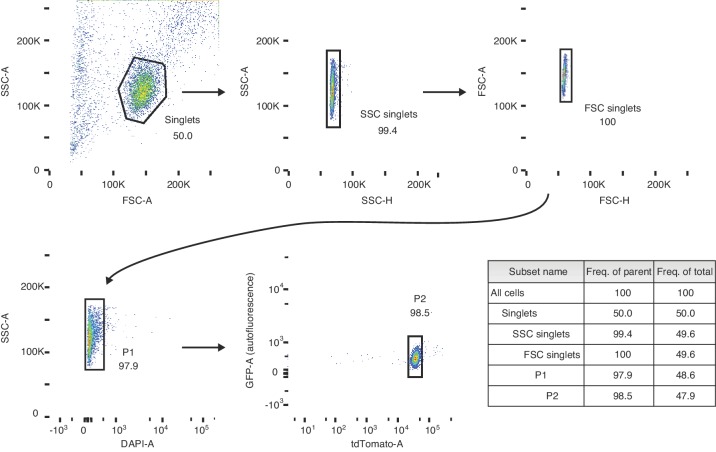
Gating strategy for sorting preleptotene cells. Schematic depicting the sorting strategy used in the 3S (synchronization, staging, and sorting) method. Preleptotene spermatocyes are sorted from preleptotene-enriched 2S testes. P1 represents the live cell fraction, and P2 represents the preleptotene cell population that is collected for RNA-seq.

**Figure 1—figure supplement 2.**
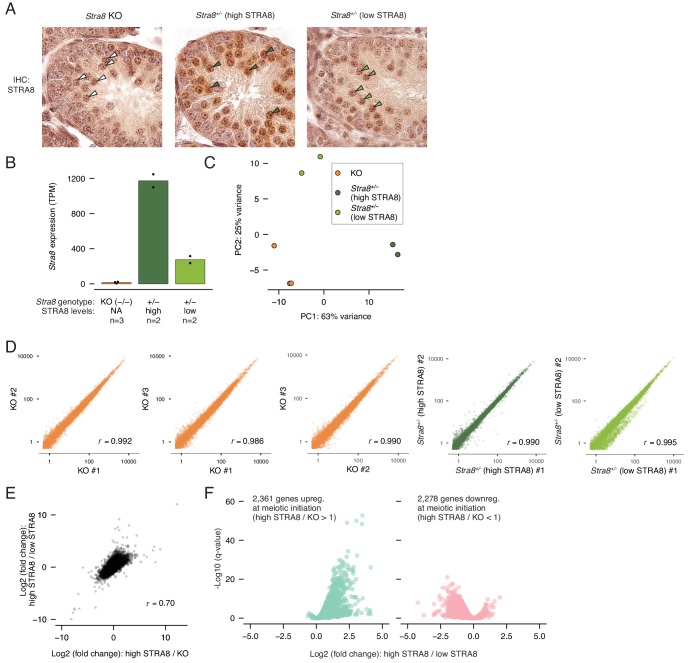
RNA-seq analysis to identify transcriptional changes at meiotic initiation. (**A**) Staging of testis samples from which sorted ‘3S’ preleptotene cells were isolated for RNA-seq. IHC for STRA8 (antibody ab49405) reveals synchronized *Stra8^+/-^* testes with ‘high’ and ‘low’ (almost indistinguishable from background staining) levels of STRA8. Shown are tubule cross sections. Select preleptotene cells are labeled with arrowheads: white, *Stra8-*deficient; dark green, high STRA8; light green, low STRA8. (**B**) *Stra8* expression levels (TPM) in individual RNA-seq samples from sorted *Stra8* KO (n = 3), high-STRA8 (n = 2), or low-STRA8 (n = 2) preleptotene cells. Horizontal bars represent the mean level per sample type, and dots indicate values in individual replicates. (**C**) Principal component analysis of the RNA-seq data. The first two components are shown. (**D**) Correlations between biological replicates of expression values (TPM) for all protein-coding genes. Pearson’s correlation coefficients are shown. (**E**) Correlation between gene expression changes between high-STRA8 and *Stra8* KO preleptotene cells and expression changes between *Stra8^+/-^* preleptotene spermatocytes with high or low levels of STRA8. Pearson’s correlation coefficient is shown. (**F**) Volcano plot showing gene expression differences between preleptotene cells with high or low STRA8 expression. Shown are the genes that are significantly up or downregulated at meiotic initiation between high-STRA8 and KO preleptotene cells (see Figure 1E).

We utilized *Stra8-*deficient mice as a genetic tool to reveal changes associated with meiotic initiation. Because cells deficient for *Stra8* reach the preleptotene stage but fail to initiate meiosis (Anderson et al., 2008), we can use RNA-seq to characterize the expression profiles of preleptotene cells with and without *Stra8* to identify gene expression changes at meiotic initiation. To do this, we purified preleptotene cells from *Stra8*-deficient and *Stra8^+/-^* testes using the 3S method (Figure 1D and Figure 1—figure supplement 1) (Romer et al., 2018); preleptotene cells from *Stra8^+/-^* testes were further categorized as displaying ‘low STRA8’ (early preleptotene stage, directly before meiotic initiation) or ‘high STRA8’ levels (mid or late preleptotene stage, after meiotic initiation) (Figure 1D and Figure 1—figure supplement 2A). 

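Poly(A) RNA libraries were made with a stranded kit from preleptotene cells sorted from 3S testes, in which spermatogenesis is synchronized by blocking retinoic acid synthesis with WIN from postnatal day 2 to 8 and injecting retinoic acid on day 9. Testes were collected 6.75 days after that injection, and the libraries of the 3 Stra8-deficient, 2 low-STRA8 and 2 high-STRA8 samples were pooled and sequenced together. The authors estimated counts and normalized levels (TPM) for each transcript with kallisto, summed protein-coding transcripts by gene and rescaled the TPM of these genes. The estimated counts summed to 29165632, 30015072 and 26889698 in the Stra8-deficient libraries, to 26694098 and 25049625 in the low-STRA8 libraries and to 29184349 and 27434543 in the high-STRA8 libraries. Here, transcripts were joined to genes on mm10, and each join was accepted when the summed TPM matched the authors' gene value within 0.2% or 0.003 TPM, which gave counts for 12530 genes over 1 TPM in at least 1 library. Counts were rounded and tested with edgeR's quasi-likelihood test after TMM normalization, in a single fit over the 7 libraries, with p-values adjusted by the Benjamini-Hochberg method. The fit had 4 residual degrees of freedom and a common biological coefficient of variation of 0.173. Replicates differed by more than the sampling noise of the counts, with a chi-square per degree of freedom of 28.0, 32.3 and 38.2 for the pairs of Stra8-deficient libraries, 36.1 for the low-STRA8 pair and 9.27 for the high-STRA8 pair. Levels are given as mean TPM ± SD over the libraries of a group, and fold changes come from the fit.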

In total, we profiled three biological replicates of *Stra8-*deficient, two of ‘low-STRA8,’ and two of ‘high-STRA8’ preleptotene samples. 

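Stra8 (ENSMUSG00000029848) lies on chromosome 6 of mm10 from 34920163 to 34939344. Its mRNA was lowest in Stra8-deficient cells, intermediate in low-STRA8 cells and highest in high-STRA8 cells, and no library of one group overlapped another group. The high-STRA8 libraries held 1099 and 1248 TPM (mean 1173 ± 105, SD, n = 2) and the low-STRA8 libraries 315 and 236 TPM (mean 276 ± 56.2, SD, n = 2), a 3.95-fold difference (log2 fold change 1.98, standard error 0.434, adjusted p = 0.00867, edgeR). That call ended without high-STRA8 replicate 2 (adjusted p = 0.0984) and with no filter on low TPM (adjusted p = 0.0561). Stra8-deficient cells held 15.3 ± 9.12 TPM (SD, n = 3), from 18.0, 22.8 and 5.16 TPM and 350, 429 and 103 estimated counts. High-STRA8 cells exceeded them by 6.31 on the log2 scale (standard error 0.449, adjusted p = 6.69e-05), and low-STRA8 cells by 4.33 (standard error 0.419, adjusted p = 0.00149), both from edgeR. Estimated counts do not show which exons the reads covered.

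**Figure D1:**
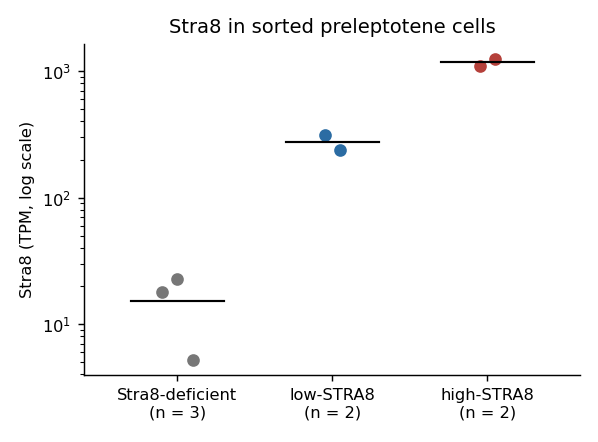
Stra8 mRNA in TPM on a log scale for each library of the 3 groups, with a line at the mean of each group. The Stra8-deficient libraries lie between 5.16 and 22.8 TPM, the low-STRA8 libraries at 236 and 315 TPM and the high-STRA8 libraries at 1099 and 1248 TPM.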

STRA8 protein level differences in the preleptotene samples paralleled *Stra8* mRNA level differences (average expression in ‘low-STRA8’ samples = 275 transcripts per million [TPM], and in ‘high-STRA8’ samples = 1,173 TPM; Figure 1—figure supplement 2B). 

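Between 11084 and 11852 of the 22419 genes in the authors' tables exceeded 1 TPM in a single library, and 12545 did so in at least 1 of the 7 libraries. The ribosomal protein gene Rps24 was the most abundant gene in every library but low-STRA8 replicate 1, where Rps28 led, and the 10 most abundant genes took 5.42% to 7.67% of the TPM of a library. Markers of cells other than germ cells were among the genes over 1 TPM in some library: 21 of 22 listed for Sertoli cells, 8 of 13 for Leydig cells, 13 of 20 for peritubular and endothelial cells and 16 of 18 for macrophages and blood cells. In each of these lists, the most abundant gene was Ctsl, which encodes a lysosomal protease (332 TPM in Stra8-deficient, 263 in low-STRA8 and 370 in high-STRA8 cells), Fabp3 (11.9, 6.45 and 8.95 TPM), Egfl7 (49.4, 36.4 and 48.8 TPM) and the hemoglobin gene Hbb-bs (6.88, 24.9 and 1.44 TPM). Of markers of undifferentiated spermatogonia, 13 of 20 exceeded 1 TPM in at least 1 library, and of markers of pachytene and later germ cells, 7 of 24.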

Altogether, 12,545 genes were expressed at greater than one TPM in at least one preleptotene sample (Supplementary file 1).

To identify transcriptional changes at meiotic initiation, we first identified genes differentially expressed between high-STRA8 and *Stra8-*deficient preleptotene cells. The initiation of meiosis coincided with profound changes in transcript levels within the preleptotene population. Among expressed genes, 2,361 genes were upregulated, showing significantly higher expression in high-STRA8 cells compared to *Stra8-*deficient preleptotene cells; another 2,278 genes were significantly downregulated (FDR < 0.05; Figure 1E; Supplementary files 1 and 2). 

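Of the 12530 genes tested, 2360 were higher and 2287 lower in high-STRA8 than in Stra8-deficient cells at an adjusted p under 0.05 from edgeR. Of 15 genes of meiotic cohesins and the synaptonemal complex, 11 were higher, 1 was lower and 3 did not pass the test. Rad21l, a meiotic cohesin subunit, rose 4.55-fold, from 45.9 ± 5.67 to 199 ± 11.7 TPM (SD, n = 3 and 2; adjusted p = 5.48e-05). Of 32 genes of meiotic double-strand breaks and recombination, 25 were higher and 1 was lower, and Ccdc36, which encodes a protein needed for double-strand breaks, rose from 17.4 ± 1.97 to 95.6 ± 3.92 TPM (adjusted p = 4.72e-05, edgeR). Of 8 genes of meiotic telomere attachment, 7 were higher and none was lower. Of 10 post-transcriptional and cell-cycle regulators of meiotic prophase, 8 were higher and none was lower. Of 28 genes of replication origin licensing and firing, 21 were higher and none was lower, with Ticrr, which helps load CDC45 at origins, at 13.3 ± 1.49 and 71.2 ± 1.56 TPM (adjusted p = 2.97e-05, edgeR). Of 39 genes of replication forks and polymerases, 30 were higher and 2 lower, and the primase gene Prim1 rose from 31.7 ± 1.03 to 324 ± 8.33 TPM (adjusted p = 5.48e-05, edgeR). Of 30 G1-S regulators, 15 were higher and 3 lower, the latter including the cyclin gene Ccnd1 (276 ± 18.5 to 65.4 ± 5.53 TPM, adjusted p = 6.14e-05, edgeR). Genes of G2-M and mitosis went both ways, with 18 of 42 higher and 12 lower. The proliferation marker Mki67 rose from 17.3 ± 1.36 to 53.8 ± 6.61 TPM (adjusted p = 6.60e-05, edgeR), whereas the mitotic cyclin gene Ccnb1 fell from 54.7 ± 8.26 to 11.3 ± 0.673 TPM and the mitotic kinase gene Plk1 from 22.0 ± 3.01 to 3.49 ± 0.665 TPM (adjusted p = 8.27e-05 and 0.000111, edgeR). Adjusted over the list alone, 11, 26, 7, 8, 22, 31, 17 and 19 genes of these 8 lists were higher. Camera with its preset correlation gave adjusted p-values of 2.53e-09, 2.75e-21, 1.51e-07, 5.86e-07, 6.80e-23, 4.14e-24, 0.00961 and 0.178 for them, and no list passed with an estimated correlation, the smallest adjusted p being 0.0777. Without high-STRA8 replicate 1, 1415 genes were higher and 1015 lower, and without replicate 2, 1254 and 730. With limma on log2(TPM + 1), 2053 genes were higher and 3016 lower, so that 40.5% of the calls were increases against 50.8% from edgeR.

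**Figure D2:**
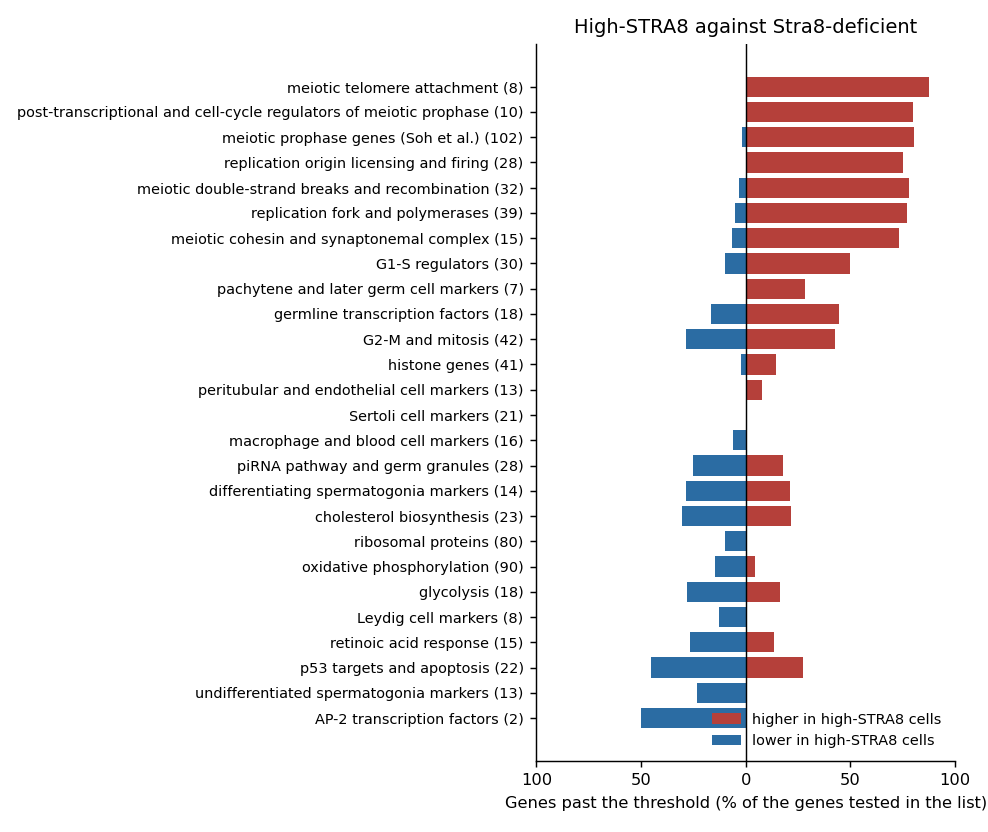
Share of the tested genes of each list, in percent, that were higher (right) or lower (left) in high-STRA8 than in Stra8-deficient cells at an adjusted p under 0.05 from edgeR, with the number of genes tested in parentheses. The list of meiotic telomere attachment (7 of 8 higher) stands at the top, and the AP-2 list, with 1 of 2 genes lower, at the bottom.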

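Among single genes with a mean of at least 5 TPM in the higher group, the 10 largest increases between Stra8-deficient and high-STRA8 cells included Cd209c, which encodes a C-type lectin (23.0-fold, from 12.2 ± 7.05 to 270 ± 26.3 TPM, adjusted p = 0.000220) and Klhdc7a (18.7-fold, from 0.394 ± 0.143 to 6.93 ± 1.01 TPM, adjusted p = 0.000116), both from edgeR (SD, n = 3 and 2). Larger fitted increases included those of Pparg (510-fold), Rad51ap2 (172-fold) and Stra8 itself (79.3-fold). Gm21704, on the Y chromosome, exceeded Pparg, with a log2 fold change of 12.7 (adjusted p = 0.00112, edgeR). Hist1h2br exceeded Cd209c, with a log2 fold change of 5.18 (adjusted p = 0.00948, edgeR). The levels of Gm21704 and Hist1h2br varied widely in high-STRA8 cells, at 51.3 ± 43.9 and 6.12 ± 5.89 TPM (SD, n = 2). Among the largest decreases were Sema6b (17.8 ± 1.11 to 1.92 ± 0.0565 TPM), Gm1141 (86.0 ± 7.24 to 11.1 ± 0.794 TPM) and Cyba, a subunit of the NADPH oxidase (66.9 ± 17.4 to 10.5 ± 1.84 TPM), with adjusted p-values of 5.48e-05, 7.08e-05 and 0.000473 from edgeR. Of 13 markers of undifferentiated spermatogonia, 3 were lower and none was higher. The transcription factor genes Zbtb16 (18.5 ± 1.96 to 4.98 ± 0.518 TPM, adjusted p = 0.000142, edgeR) and Sall4 (19.8 ± 8.08 to 6.28 ± 0.706 TPM, adjusted p = 0.00297, edgeR) fell, as did Foxo1, whose call ended without high-STRA8 replicate 1 or 2 (adjusted p = 0.0544 and 0.205). Stra8-deficient replicate 3 stood apart from replicates 1 and 2 in the median log2 CPM, against the mean of all libraries, of the markers of undifferentiated spermatogonia (0.655 against -0.0559 and 0.211) and of macrophage and blood cell markers (1.48 against -0.457 and -0.308). Of 18 germline transcription factors, 8 were higher and 3 lower. Of 14 markers of differentiating spermatogonia, 3 were higher and 4 lower, and of 7 markers of pachytene and later germ cells, 2 were higher and none was lower. Of 22 p53 targets and apoptosis genes, 6 were higher and 10 lower, with Trp53 itself at 51.9 ± 2.70 and 21.2 ± 0.132 TPM (adjusted p = 0.000219, edgeR). Of 28 genes of the piRNA pathway and germ granules, 5 were higher and 7 lower, of 23 genes of cholesterol biosynthesis, 5 and 7, of 18 glycolysis genes, 3 and 5, of 15 retinoic acid response genes, 2 and 4, and of 41 histone genes, 6 and 1. Of 80 ribosomal protein genes, 8 were lower and none was higher, and of 90 genes of oxidative phosphorylation, 13 were lower and 4 higher. None of 21 Sertoli cell markers passed the test, and among Leydig, peritubular and endothelial, and macrophage and blood cell markers, 1 of 8 was lower, 1 of 13 was higher and 1 of 16 was lower. Adjusted over the list alone, the counts of the lists from undifferentiated spermatogonia to oxidative phosphorylation were 0 higher and 3 lower, 8 and 3, 3 and 4, 2 and 1, 6 and 10, 5 and 7, 7 and 9, 3 and 6, 2 and 5, 5 and 0, 0 and 1, and 2 and 3, and those of the 4 other lists 0 and 0, 0 and 0, 1 and 0, and 0 and 0.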

We verified that these changes were due to differences in developmental progression through the preleptotene stage by comparing the genes’ expression in *Stra8^+/-^* preleptotene samples with low and high STRA8 levels (Supplementary file 2). 

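Between low- and high-STRA8 cells, 2676 genes were higher and 2290 lower in high-STRA8 cells by edgeR. Mki67, the proliferation marker, rose 19.6-fold (2.57 ± 0.267 to 53.8 ± 6.61 TPM, SD, n = 2 and 2, adjusted p = 2.29e-05), and Cenpf, which encodes a kinetochore protein, 11.3-fold (6.30 ± 0.304 to 75.8 ± 6.17 TPM, adjusted p = 0.000418). Of 42 genes of G2-M and mitosis, 24 were higher and 10 lower (25 and 11 adjusted over the list alone). Of 15 genes of meiotic cohesins and the synaptonemal complex, 12 were higher and none was lower (12 and 0 adjusted over the list alone), and of 39 genes of replication forks and polymerases, 22 were higher and 2 lower (23 and 4). Camera with the preset correlation gave adjusted p-values of 0.000581 for G2-M and mitosis, 4.11e-06 for cohesins and 1.01e-05 for replication forks. With an estimated correlation it was 0.415 for each, so that none of them passed. Of 80 ribosomal protein genes, 66 were lower and none was higher (69 and 0 adjusted over the list alone), and of 90 genes of oxidative phosphorylation, 61 were lower and none was higher (70 and 0), but neither list passed camera with an estimated correlation. These genes have short transcripts (median effective length 524 bases), and Mki67 and Cenpf have long ones (9534 and 9681 bases). In this comparison the median log2 fold change was -0.340 in the shortest and 0.418 in the longest of 5 classes of genes by length, a test chosen after the result was seen, so that a bias by length may add to the decreases of the former and the increases of the latter. Rps2 went from 2394 ± 72.7 to 1060.0 ± 110 TPM (adjusted p = 0.00178) and Atp5c1, a subunit of the ATP synthase, from 808.5 ± 34.9 to 452 ± 12.4 TPM (adjusted p = 0.00191), both from edgeR. For ribosomal protein and oxidative phosphorylation genes the adjusted p from camera was 3.33e-19 and 6.39e-15 with the preset correlation and 0.415 and 0.416 with an estimated correlation, and with limma on log2(TPM + 1) the median of all genes in this comparison was 0.11 on the log2 scale. Of 16 macrophage and blood cell markers, 4 were lower and none was higher, whereas 1 of 21 Sertoli and 2 of 13 peritubular and endothelial markers were higher. Sertoli cell markers stood apart between low-STRA8 replicates 1 and 2 (median log2 CPM 0.671 and -1.21 against the mean of all libraries). A difference in other cells between the libraries therefore stays open. Across the 12530 genes, the fold change from low-STRA8 cells and that from Stra8-deficient cells had a Pearson's r of 0.681 (bootstrap 95% interval over genes 0.655 to 0.705) and a Spearman's rho of 0.713. Genes are not independent replicates. Both comparisons use the same high-STRA8 libraries, which alone gave a mean r of 0.558 in 20 simulated data sets of unchanged groups. The covariance of the fold changes was 0.518 in the data and 0.0846 in those simulations. On log2 CPM, r was 0.711 with both high-STRA8 libraries in both comparisons and 0.585 or 0.652 with a different high-STRA8 library in each. Without high-STRA8 replicate 1, 1598 genes were higher and 1015 lower than in low-STRA8 cells, and without replicate 2, 1154 and 484.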

Overall, expression fold-changes in the low-STRA8/high-STRA8 comparison strongly correlated with expression fold-changes in the *Stra8-*deficient/high-STRA8 comparison (Pearson’s *r*, 0.70; Figure 1—figure supplement 2E). In addition, of the genes up or downregulated at meiotic initiation, 93.9% and 89.2% were also up or downregulated, respectively, between *Stra8^+/-^* preleptotene cells expressing low or high levels of STRA8 (Figure 1—figure supplement 2F). These results confirm dramatic changes in the preleptotene stage transcriptome at meiotic initiation.

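Of the 2360 genes higher in high-STRA8 than in Stra8-deficient cells, 2240 (94.9%, Wilson 95% interval 94.0% to 95.7%) also had a higher fitted level in high- than in low-STRA8 cells, and 1512 of them passed the test in that comparison too. Of the 2287 lower genes, 2035 (89.0%, 87.6% to 90.2%) were also lower than in low-STRA8 cells, 1391 of them past the threshold. Without high-STRA8 replicate 1, the genes past the threshold in both comparisons fell from 1512 to 786 higher and from 1391 to 549 lower, and without replicate 2 to 540 and 271. Ccdc36 rose from both backgrounds, with a log2 fold change of 2.54 from Stra8-deficient and 1.26 from low-STRA8 cells (adjusted p = 4.72e-05 and 0.000708, edgeR), and so did the claspin gene Clspn (1.74 and 1.43, adjusted p = 5.12e-05 and 0.000418). Ccnd1 fell from both, by 1.99 and 1.34 on the log2 scale (adjusted p = 6.14e-05 and 0.000631, edgeR). Zbtb16 and Sall4, markers of undifferentiated spermatogonia, were lower than in Stra8-deficient cells but had log2 fold changes of 0.22 and 0.12 from low-STRA8 cells (adjusted p = 0.330 and 0.779, edgeR). The same high-STRA8 libraries stand in both comparisons. In simulated data sets of unchanged groups, 80.9% of increases and 82.2% of decreases shared their direction, among as many genes taken by smallest p. On average 0.55 genes passed the threshold in those data sets, against 4647 in the data. These shares are therefore not a baseline for genes past the threshold.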

To further characterize changes in the preleptotene cells, we asked how many of the upregulated genes were ‘off’ in the absence of meiotic initiation. To our surprise, we discovered that 97% of upregulated genes were expressed (at TPM levels greater than one; median expression level 38 TPM) in *Stra8-*deficient preleptotene cells that had not initiated meiosis (Figure 1F). This suggests that transcriptional upregulation at meiotic initiation mostly entails amplification of gene expression, rather than ‘turning on’ genes that were previously not expressed.

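Of the 2360 upregulated genes, 2255 (95.6%, Wilson 95% interval 94.6% to 96.3%) had a mean over 1 TPM in the Stra8-deficient libraries. Their median level was 36.8 TPM in Stra8-deficient and 61.6 TPM in high-STRA8 cells. Genes with high levels in both groups included Tex12, a synaptonemal complex protein gene (238 ± 38.6 and 617 ± 28.2 TPM, SD, n = 3 and 2, adjusted p = 0.000150) and Gmnn, the geminin gene (107 ± 10.9 and 320.0 ± 12.7 TPM, adjusted p = 6.46e-05), both from edgeR. In each of the 3 Stra8-deficient libraries, 2231 of the upregulated genes (94.5%) exceeded 1 TPM, and 2040 (86.4%) had a mean over 5 TPM.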

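The other 105 upregulated genes had a mean of 1 TPM or less in Stra8-deficient cells. They include the 15 genes that the paper describes as turned on by STRA8, a list chosen on these samples, all of which were higher in high-STRA8 than in Stra8-deficient cells and had a summit at the promoter in at least 2 FLAG/FLAG libraries. Of all 1339 upregulated genes bound by that criterion, 1320 had a mean over 1 TPM in Stra8-deficient cells. Most of the 105 genes were therefore not bound by it. Traf5, which encodes a signaling adaptor, was at 0.384 ± 0.146 and 6.00 ± 0.512 TPM (SD, n = 3 and 2, adjusted p = 0.000492), and Hykk, which encodes hydroxylysine kinase, at 0.725 ± 0.362 and 5.56 ± 0.782 TPM (adjusted p = 0.000486), both from edgeR. The estimated counts of Rad51ap2 were 3, 1 and 1 in the Stra8-deficient libraries, and its level in high-STRA8 cells was 9.88 ± 0.293 TPM. Rhox11, a homeobox gene, had no counts in the Stra8-deficient libraries and 4.55 ± 0.503 TPM in high-STRA8 cells. From the expression of most upregulated genes before meiotic initiation, the paper proposes that upregulation mostly amplifies genes that are already expressed, rather than turning on silent ones.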

### Identifying the targets of a meiotic initiation factor

We sought to determine whether the transcriptional changes we discovered at meiotic initiation were direct consequences of STRA8 action. STRA8 has been hypothesized to be a transcription factor (Baltus et al., 2006; Soh et al., 2015) and displays transcriptional activity in vitro; in cultured HEK293 cells, mouse STRA8 fused to a GAL4 DNA binding domain will activate transcription of a reporter gene (Tedesco et al., 2009). However, whether STRA8 directly regulates transcription in vivo remains unknown. To facilitate biochemical analyses of STRA8, we generated an N-terminal epitope-tagged allele, which we verified encodes a functional STRA8 protein (*Stra8^FLAG^*; Figure 2—figure supplement 1) that is readily detected by the FLAG antibody (Figure 2A). Both male and female *Stra8^FLAG/FLAG^* mice were fully fertile and produced viable offspring, and their gonads displayed normal histology (Figure 2—figure supplement 1D,F).

**Figure 2.**
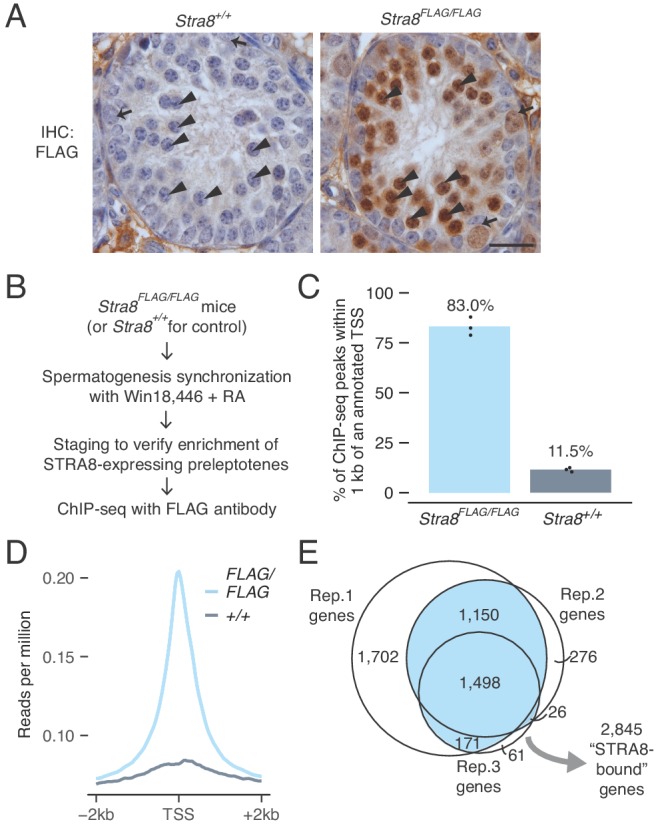
Identification of genes bound at meiotic initiation by STRA8. (**A**) FLAG IHC of preleptotene-enriched tubules in wild-type or *Stra8^FLAG/FLAG^* 2S testes. Preleptotene germ cells are marked by arrowheads, and spermatogonia by arrows. Scale bar = 20 μm. (**B**) Schematic for STRA8 ChIP-seq experiments using preleptotene-enriched testes. (**C**) Percent of ChIP-seq peaks at protein-coding gene promoters, defined as the window within 1 kb of annotated transcription start sites (TSS). Bar heights represent the average of three replicates, and dots indicate values in individual replicates. For comparison, 2.3% of the mouse genome lies within these regions. See also Figure 2—figure supplement 4. (**D**) Average *Stra8^FLAG/FLAG^* and *Stra8^+/+^* ChIP seq profiles over the TSS of genes. Sequencing reads were pooled from three ChIP replicates. See Figure 2—figure supplement 4 for profiles of individual replicates. (**E**) Overlap of promoter-bound genes identified in *Stra8^FLAG/FLAG^* ChIP-seq replicates. Genes identified in at least two of the three replicates are considered ‘STRA8-bound genes’. See Figure 2—source data 1. 10.7554/eLife.43738.011Figure 2—source data 1.Source data for STRA8 binding at promoters.

**Figure 2—figure supplement 1.**
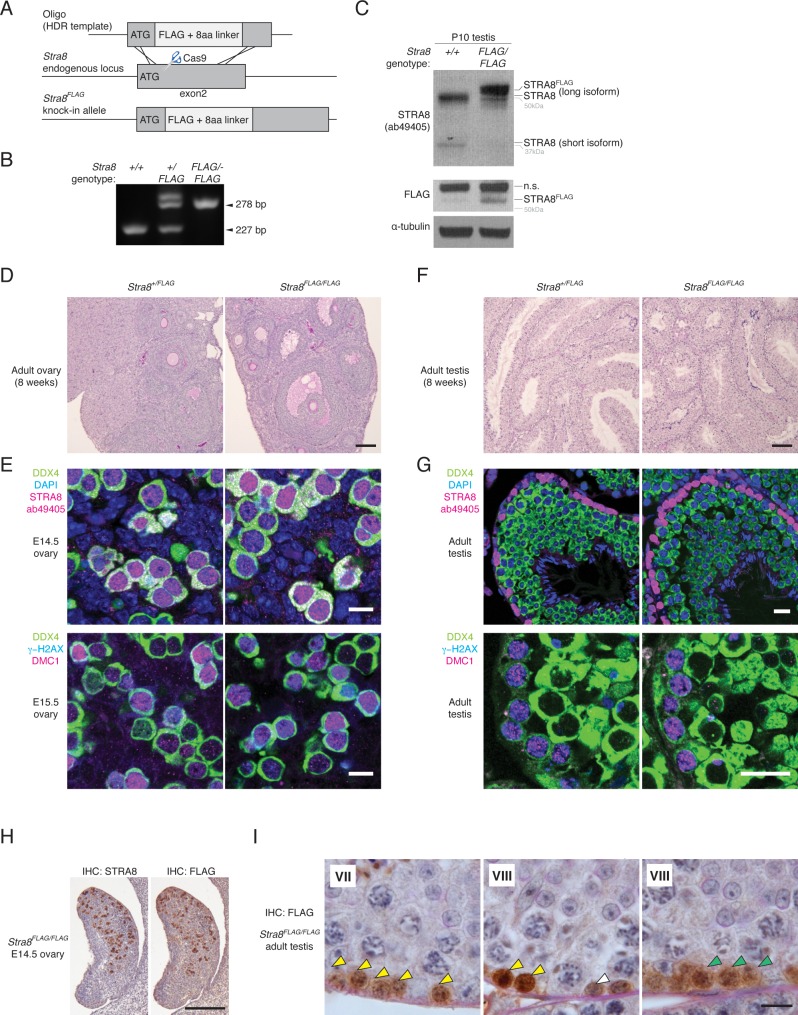
Generation and characterization of the *Stra8^FLAG^* knock-in mouse. (**A**) Schematic for generation of the *Stra8^FLAG^* allele. The FLAG sequence was inserted directly after the ATG in exon 2. (**B**) PCR genotyping for the *Stra8^FLAG^* allele. (**C**) Western blot showing STRA8 (ab49405) and FLAG signal in protein lysates prepared from P10 wild-type and *Stra8^FLAG/FLAG^* testes. α-tubulin was used as a loading control. The long STRA8 isoform, which is required for meiosis (see Figure 2—figure supplement 2), is tagged by FLAG. *Stra8^FLAG/FLAG^* testes show reduced expression of the shorter STRA8 isoform, perhaps due to splicing changes caused by the FLAG insertion close to the start of exon 2. (**D**) Hematoxylin and periodic acid-Schiff (He/PAS)-stained sections from an 8 week *Stra8^+/FLAG^* ovary, left, and a *Stra8^FLAG/FLAG^* ovary, right. Scale bar = 100 μm. (**E**) Immunofluorescence (IF) staining for meiotic markers in E14.5 and E15.5 ovaries. Germ cells (marked by DDX4/VASA) in both *Stra8^+/FLAG^* (left) and *Stra8^FLAG/FLAG^* (right) ovaries express STRA8 and initiate meiosis; they show robust DMC1 and γ-H2AX staining. Scale bar = 10 μm. (**F**) He/PAS-stained testes from 8 week *Stra8^+/FLAG^* and *Stra8^FLAG/FLAG^* testes. Scale bar = 100 μm. (**G**) IF for meiotic markers in *Stra8^+/FLAG^* and *Stra8^FLAG/FLAG^* adult testes. In both genotypes, germ cells (marked by DDX4) initiate meiosis; they show STRA8, DMC1, and γ-H2AX staining. Scale bar = 20 μm. (**H**) IHC for STRA8 and FLAG, with hematoxylin counterstaining, of consecutive serial sections from an E14.5 *Stra8^FLAG/FLAG^* fetal ovary. Scale bar = 200 μm. (**I**) FLAG IHC of the adult *Stra8^FLAG/FLAG^* testis, with He/PAS counterstaining. Roman numerals indicate the seminiferous tubule stage. STRA8^FLAG^ is robustly expressed in preleptotene stage spermatocytes (yellow arrowheads) and in leptotene stage spermatocytes (green arrowheads). STRA8^FLAG^ is also expressed in spermatogonia (white arrowheads). Scale bar = 10 μm.

**Figure 2—figure supplement 2.**
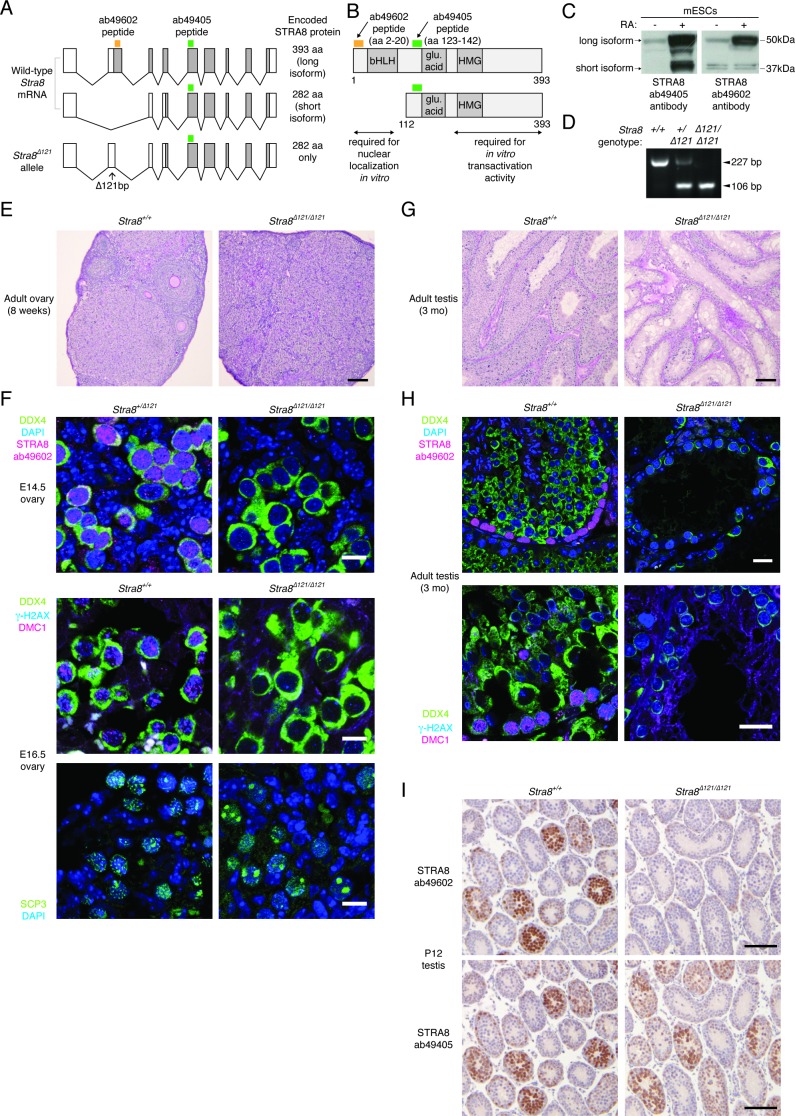
The longer STRA8 protein isoform is required for meiotic initiation in both males and females. (**A**) Two *Stra8* splice isoforms in wild-type mice. The *Stra8*^Δ*121*^ allele cannot express the longer protein isoform. The locations of peptides against which STRA8 antibodies were raised are marked. (**B**) STRA8 has a putative basic helix-loop-helix (bHLH) domain, a glutamic acid-rich region, and a putative high-mobility group (HMG) box domain (see Appendix 1). Shown are peptides recognized by antibodies, and regions required for nuclear localization and transactivation activity in vitro, as characterized by Tedesco et al. (2009). (**C**) Western blots showing isoforms detected by STRA8 antibodies. Lysates were prepared from murine embryonic stem cells treated with DMSO (-) or RA (+) to induce STRA8 expression. (**D**) PCR genotyping of the *Stra8*^Δ*121*^ allele. (**E**) He/PAS-stained 8 week wild-type and *Stra8^Δ121/Δ121^* ovaries. Scale bar = 100 μm. (**F**) IF staining, in control (*Stra8^+/+^* or *Stra8^+/Δ121^*) and *Stra8^Δ121/Δ121^* embryonic ovaries, for the long STRA8 isoform (antibody ab49602), germ cell marker DDX4, and meiotic markers γ-H2AX, DMC1 and SCP3. Control germ cells express the long STRA8 isoform, are marked by γ-H2AX and DMC1 staining, and load the synaptonemal complex protein SCP3 onto condensed chromosomes. *Stra8^Δ121/Δ121^* germ cells, which do not express the long isoform, do not show these signs of meiotic initiation. Scale bars = 10 μm. (**G**) He/PAS staining of 3 month wild-type and *Stra8^Δ121/Δ121^* testes. Scale bar = 100 μm. (**H**) IF with antibodies for STRA8 (ab49602), γ-H2AX, DMC1, and DDX4 in adult testes (3 months). Scale bars = 20 μm. (**I**) STRA8 IHC, with hematoxylin counterstaining, of wild-type and *Stra8^Δ121/Δ121^* P12 testes. Staining of consecutive serial sections with the ab49602 and ab49405 antibodies indicates that *Stra8^Δ121/Δ121^* testes express only the shorter STRA8 isoform. Scale bar = 100 μm.

**Figure 2—figure supplement 3.**
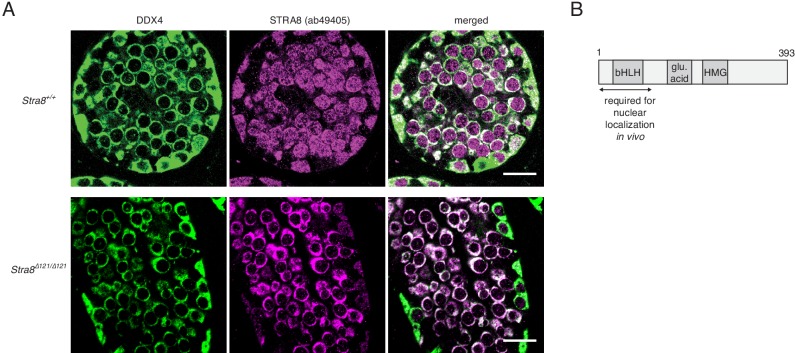
Nuclear localization of STRA8 requires its N terminus. (**A**) IF staining of P12 testes using an antibody for the cytoplasmic germ cell marker DDX4 (VASA) and the STRA8 ab49405 antibody, which detects both STRA8 isoforms. Shown are images from a wild-type testis, which expresses both isoforms, and from a *Stra8^Δ121/Δ121^* testis, which expresses only the short isoform that is missing the first 111 amino acids. Scale bar = 20 μm. (**B**) Model representing the region of the longer STRA8 protein (393 aa) that is required for STRA8’s nuclear localization.

**Figure 2—figure supplement 4.**
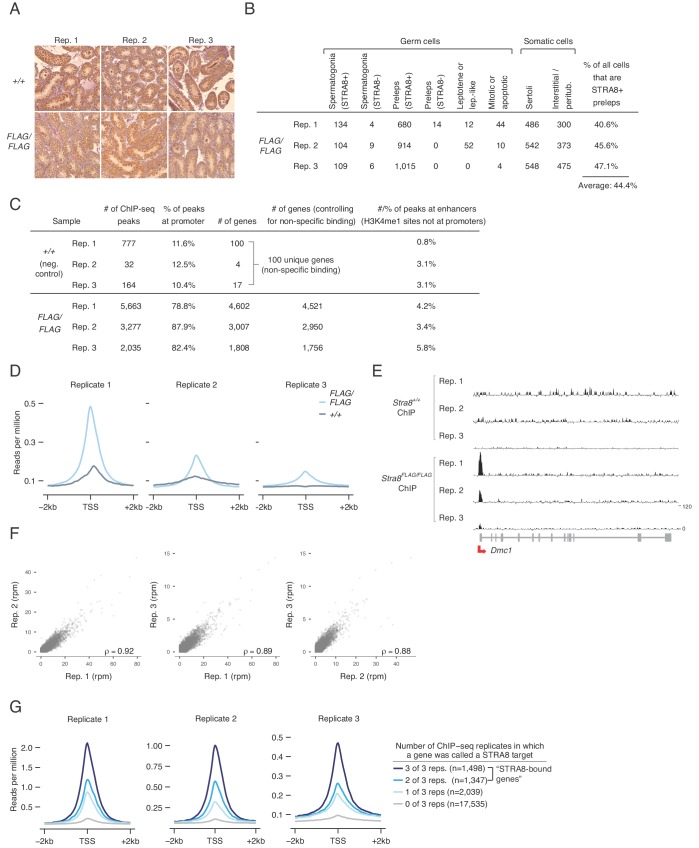
ChIP-seq analysis to determine sites of STRA8 binding. (**A**) Staging of samples used for ChIP-seq. 2S testes were analyzed by IHC, using STRA8 antibody ab49405. See Figure 1B for another image of *Stra8^+/+^*, replicate 2. (**B**) Cellular composition of the 2S samples used for *Stra8^FLAG/FLAG^* ChIP-seq, and calculation of the percent of all cells that are STRA8-expressing preleptotene cells. See also Figure 1C. See Materials and methods for description of cell counting method. (**C**) ChIP-seq analyses of the six biological replicates (three each of *Stra8^FLAG/FLAG^* and *Stra8^+/+^*). ChIP-seq peaks were identified by MACS. A peak was assigned to a gene promoter if it was within 1 kb of an annotated TSS for that gene. Genes that were identified in any of the three *Stra8^+/+^* replicates (likely a result of non-specific binding) were filtered out of the list of promoter-bound genes in the *Stra8^FLAG/FLAG^* replicates. A peak was assigned to an enhancer if it overlapped an H3K4me1 peak not at a gene promoter; a total of 39,272 enhancers were identified. (**D**) Average ChIP-seq profile from *Stra8^FLAG/FLAG^* and *Stra8^+/+^* samples over the TSS of genes, indicating an enrichment of reads at the TSS. Each replicate is shown separately. See Figure 2D for profiles with reads from all replicates pooled together. (**E**) Input-subtracted ChIP-seq signal at *Dmc1* in all six replicates. Track heights are the same for all samples. (**F**) Correlations between biological replicates of normalized, input-subtracted *Stra8^FLAG/FLAG^* ChIP-seq signal (in reads per million, rpm) at the promoters of all genes. The 100 genes that were STRA8-bound in any of the negative control replicates were excluded from this analysis. Pearson’s correlation coefficients are shown. (**G**) Average ChIP-seq signal over the TSS in each *Stra8^FLAG/FLAG^* replicate. Genes were binned by number of replicates that exhibited STRA8 binding.

Our N-terminal epitope tags only the longer of two STRA8 isoforms, which we found is the one critical for meiotic initiation. We generated a *Stra8* allele that selectively eliminates the longer isoform (Figure 2—figure supplement 1A–D). Mice homozygous for this new allele retained expression of the shorter STRA8 isoform but phenocopied *Stra8-*deficient mice, which express neither isoform (Figure 2—figure supplement 2E–I) (Anderson et al., 2008; Baltus et al., 2006). Although STRA8 is both nuclear and cytoplasmic in wild-type preleptotene cells, the protein was predominantly cytoplasmic in mice expressing only the short isoform (Figure 2—figure supplement 3A,B). Thus, the first 111 amino acids, unique to the long isoform, are required for STRA8’s function and nuclear localization in vivo (see Appendix 1). This critical region contains the putative bHLH domain, suggesting that STRA8 regulates transcription.

To test whether STRA8 regulates transcription through direct binding of genomic regulatory elements, we performed ChIP-seq, using the FLAG antibody to immunoprecipitate chromatin from *Stra8^FLAG/FLAG^* testes (Figure 2B). For ChIP, we used 2S testes in which >90% of tubules contained STRA8-expressing preleptotene cells (Figure 2—figure supplement 4A). We sequenced three biological replicates, each representing chromatin from one mouse. 

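FLAG ChIP-seq was carried out on chromatin from testes synchronized by the 2S method, with WIN and retinoic acid given on the same days as for the sorted cells and 1 mouse per library. Each of the 3 FLAG/FLAG libraries was prepared in a batch with 1 wild-type library of the same replicate number. Replicates 1 and 2 were made with a TruSeq kit and replicate 3 with an Accel-NGS kit. The authors aligned the reads to mm10 with Bowtie, called peaks in each library against its own input with MACS2, removed peaks in regions of the ENCODE blacklist, assigned peaks within 1 kb of a TSS to protein-coding genes, and dropped genes with a peak in any wild-type library. The positions and scores (-log10 p) of the peak summits were used here. These lists precede the removal of blacklisted regions, which was not repeated, and the read depth behind them is unknown. Summits were assigned to protein-coding genes by 39878 TSS positions of 21858 genes in the GENCODE M21 annotation, with the same distance, and genes with a summit in any wild-type library were left out. Overlaps between libraries were computed over 21845 genes with a TSS. Groups of 3 libraries were compared by an exact permutation test, which cannot give a two-sided p below 0.1 for 3 against 3 libraries. The input libraries were not used here.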

We also sequenced three FLAG ChIP replicates using chromatin from 2S wild-type (*Stra8^+/+^*) testes, which controls for non-specific antibody binding. [Note that STRA8 is also expressed in type A spermatogonia, where it plays a role in spermatogonial differentiation (Endo et al., 2015). However, our 2S testis samples were carefully selected following IHC and staging to ensure that most of the STRA8 ChIP-seq signal comes from cells at meiotic initiation. Of all cells that express STRA8 in our in our 2S samples, ~88% are initiating meiosis and ~12% are spermatogonia. As seen in Figure 2A, STRA8 levels are also much higher in preleptotene cells than in spermatogonia. The cellular compositions of 2S samples used for ChIP-seq are described in Figure 2—figure supplement 4B.]

Our ChIP-seq analyses reveal that, in preleptotene cells, STRA8 binds genomic regulatory regions. Peaks of heightened read density, reflecting likely STRA8 binding sites, were abundant in *Stra8^FLAG/FLAG^* samples but not in wild-type controls (Figure 2—figure supplement 4C). 

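The FLAG/FLAG libraries held 5687, 3299 and 2035 summits and the wild-type libraries of the same batches 798, 45 and 164, so that each FLAG/FLAG library exceeded every wild-type library. The 10 promoters with the highest scores among those with a summit in all FLAG/FLAG libraries were led by Iqsec1, which encodes an exchange factor for ARF GTPases, with summits at 90989034, 90989047 and 90989045 of chromosome 6 and scores of 336, 288 and 233. The next were Dip2c on chromosome 13 (scores 372, 244 and 215), Sgpl1, the sphingosine-1-phosphate lyase gene, on chromosome 10 (250.0, 272 and 164) and the homeobox gene Cux1 on chromosome 5 (259, 154 and 224). Pparg, 4930447C04Rik, Gm4969 and Eaf2 followed, and Pigp and Ttc3 share 1 summit between their start sites on chromosome 16. Each of these 10 genes was higher in high-STRA8 than in Stra8-deficient cells by edgeR, Iqsec1 1.79-fold, Dip2c 3.24-fold, Sgpl1 3.44-fold and Cux1 1.82-fold (adjusted p = 0.000874, 5.22e-05, 8.27e-05 and 0.000655). The median score of all summits was 14.4, 13.5 and 14.0 in the FLAG/FLAG and 11.2, 15.2 and 16.8 in the wild-type libraries.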

83.0% of such peaks were within 1 kb of an annotated transcription start site (TSS), and across all genes, ChIP-seq read density was highest at the TSS (Figure 2C,D and Figure 2—figure supplement 4C,D), suggesting that STRA8 binds primarily at promoters. This promoter enrichment was not a consequence of non-specific antibody binding, because only 11.5% of ChIP-seq peaks in wild-type control were at promoters, and TSS read density was low in these controls (Figure 2C,D and Figure 2—figure supplement 4C–E). 

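Summits of the FLAG/FLAG libraries lay mostly at promoters, and those of the wild-type libraries mostly did not. Within 1 kb of a TSS were 4471 of 5687 (78.6%, Wilson 95% interval 77.5% to 79.7%), 2891 of 3299 (87.6%, 86.5% to 88.7%) and 1679 of 2035 (82.5%, 80.8% to 84.1%) summits in FLAG/FLAG replicates 1 to 3. In wild-type replicates 1 to 3 the counts were 99 of 798 (12.4%, 10.3% to 14.9%), 9 of 45 (20.0%, 10.9% to 33.8%) and 16 of 164 (9.76%, 6.09% to 15.3%). The windows cover 1.94% of the genome. The mean share was 82.9% ± 4.52 (SD, n = 3) in FLAG/FLAG and 14.1% ± 5.32 (SD, n = 3) in wild-type testes, a difference of 68.9 percentage points (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 libraries allow). With libraries paired by batch, the exact two-sided p was 0.25, again the smallest possible. The summit with the highest score of any library lay at the promoter of Dip2c.

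**Figure D3:**
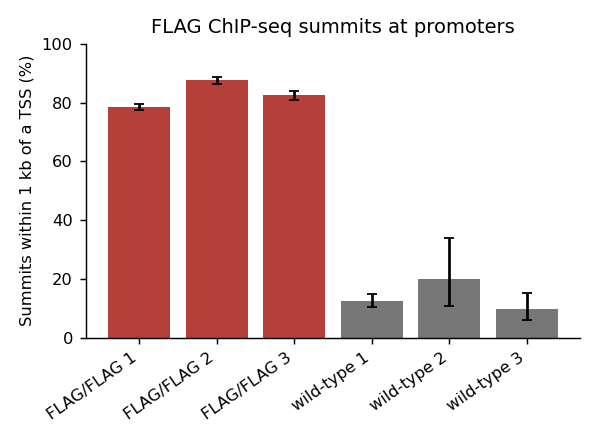
Share of summits within 1 kb of a TSS, in percent, in each FLAG/FLAG and wild-type library, with Wilson 95% intervals. The FLAG/FLAG libraries lie between 78.6% and 87.6% and the wild-type libraries between 9.76% and 20.0%.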

We explored whether the remaining STRA8 binding sites (in *Stra8^FLAG/FLAG^* samples) could be at enhancers, which are also sites of transcriptional regulation. Here we cross-referenced ENCODE consortium adult testis ChIP-seq data for H3K4me1, an enhancer-associated histone modification (Heintzman et al., 2009). Only 4.8% of STRA8 binding sites overlapped with H3K4me1-marked regions not at gene promoters (Figure 2—figure supplement 4C). Altogether, these results reveal that STRA8 primarily acts as a promoter-proximal transcriptional regulator.

To define the scope of the STRA8-regulated transcriptional program, we catalogued the STRA8-bound genes. We identified 4,884 protein-coding genes with a STRA8 peak (Figure 2E and Figure 2—figure supplement 4C). 

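After removal of 86 genes that also had a summit in a wild-type library, 4522, 2952 and 1760 genes had a summit within 1 kb of a TSS in FLAG/FLAG replicates 1 to 3. Together these are 4886 genes, of which 2038 had a summit in exactly 1 library, 1348 in exactly 2 and 1500 in all 3. Among the last are Prdm9, which encodes a histone methyltransferase that marks recombination sites (highest score 37.2 in replicate 2, with the summit at 15564180 of chromosome 17), and the recombinase gene Dmc1 (score 44.1 in replicate 1, with the summit at 79605032 of chromosome 15). In the wild-type libraries, 107, 8 and 16 genes had a summit at the promoter.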

Even genes that were bound in only one replicate are likely true STRA8 targets; their promoters display ChIP-seq signal (Figure 2—figure supplement 4G). However, to ensure robust conclusions regarding the effects of STRA8 binding, we focus our analyses on target genes that overlapped between ChIP-seq biological replicates (p<1×10^−320^ for all pairwise overlaps between replicates, one-tailed hypergeometric tests). 

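Replicates 1 and 2 shared 2649 genes, 4.33 times the number expected by chance, and these are 89.7% of the genes of replicate 2. Replicate 3, made with another kit, shared 1672 genes with replicate 1 (4.59 times the chance number) and 1527 with replicate 2 (6.42 times), or 95.0% and 86.8% of its own genes. The log10 of the one-sided hypergeometric p was -1764, -1125 and -1226 for the 3 pairs, against 21845 genes with a TSS.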

We refer to the 2,845 genes with peaks in at least two replicates as ‘STRA8-bound genes’ (Figure 2E), of which 2,809 were expressed in preleptotene cells.

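A summit in at least 2 FLAG/FLAG libraries was found at 2848 genes, of which 2813 were among the genes over 1 TPM. Genes of meiosis, and of the entry into the cell cycle, were over-represented. Bound were 13 of 15 tested genes of meiotic cohesins and the synaptonemal complex (p = 2.37e-07, one-sided hypergeometric, that is Fisher's exact, test), 23 of 32 of double-strand breaks and recombination (p = 3.61e-09), 6 of 8 of telomere attachment (p = 0.00233), 15 of 28 of origin licensing and firing (p = 0.000324), 15 of 30 G1-S regulators (p = 0.000846), 11 of 18 germline transcription factors (p = 0.000463), 16 of 39 of replication forks and polymerases (p = 0.00713) and 10 of 42 of G2-M and mitosis (p = 0.476). None of the tested markers of Sertoli cells (21), Leydig cells (8), peritubular and endothelial cells (13) or macrophages and blood cells (16) was bound. Of ribosomal protein genes, 8 of 80 were bound (one-sided exact p = 0.00317 for fewer than expected). Without FLAG/FLAG replicate 1 or 2, the genes bound in both remaining libraries were 1527 and 1672.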

### A broad gene expression program upregulated at meiotic initiation is directly bound by a common factor

To determine whether transcriptional changes at meiotic initiation are directly regulated by STRA8, we asked whether STRA8 binding could account for the up- and downregulation of gene expression at meiotic initiation; we tested for significant overlap between the differentially expressed genes and the STRA8-bound genes. Genes upregulated at meiotic initiation significantly overlapped with the upregulated STRA8-bound genes (p<6.8×10^−322^, one-tailed hypergeometric test; Figure 3A): 1,351 of the 2,361 upregulated genes (57.2%) were STRA8-bound (Supplementary file 1). 

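Of the 2360 upregulated genes, 1339 (56.7%, Wilson 95% interval 54.7% to 58.7%) were STRA8-bound, against 530 expected by chance among the 12530 genes tested (odds ratio 7.74, 95% interval 7.00 to 8.55, log10 of the one-sided hypergeometric p = -370.7). Bound in all 3 libraries were Ddb2, which encodes a DNA damage binding protein (5 motifs at the promoter, 33.7 ± 3.44 to 184 ± 18.5 TPM, SD, n = 3 and 2, adjusted p = 5.48e-05), and Kif23, which encodes a kinesin of cytokinesis (34.7 ± 2.31 to 166 ± 10.9 TPM, adjusted p = 5.75e-05), both from edgeR. Upregulated genes with no summit at the promoter in any library included Rad21l, Ccdc36 and Cd209c. The overlap was 846 genes without high-STRA8 replicate 2 and 890 without FLAG/FLAG replicate 1.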

If we relax our ChIP-seq criterion to include all genes with a STRA8 peak in any of the ChIP-seq replicates, 72.8% of upregulated genes may be directly activated by STRA8. Conversely, genes downregulated at meiotic initiation were significantly depleted for STRA8 binding (p<7.5×10^−99^, one tailed hypergeometric test; Figure 3B). 

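With a summit in any of the 3 FLAG/FLAG libraries as the criterion, 1713 of the 2360 upregulated genes (72.6%, Wilson 95% interval 70.7% to 74.3%) were bound, against 901 expected by chance. The genes added by this criterion include Prim1, with a summit in 1 library. A summit in all 3 libraries was found at 882 (37.4%).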

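Of the 2287 downregulated genes, 160 (7.00%, Wilson 95% interval 6.02% to 8.12%) were STRA8-bound, against 513 expected by chance (odds ratio 0.215, 95% interval 0.181 to 0.254, one-sided Fisher's exact p = 1.25e-103). Trp53, which encodes p53, is among them, with a summit in all 3 libraries. Ccnd1, Ccnb1, Plk1, Zbtb16, Sall4 and Sema6b had none. Without high-STRA8 replicate 1 or 2, 55 and 38 downregulated genes were bound, and without FLAG/FLAG replicate 1 or 2, 57 and 73.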

Altogether, these analyses reveal a strong association between the program upregulated at meiotic initiation and STRA8 binding.

**Figure 3.**
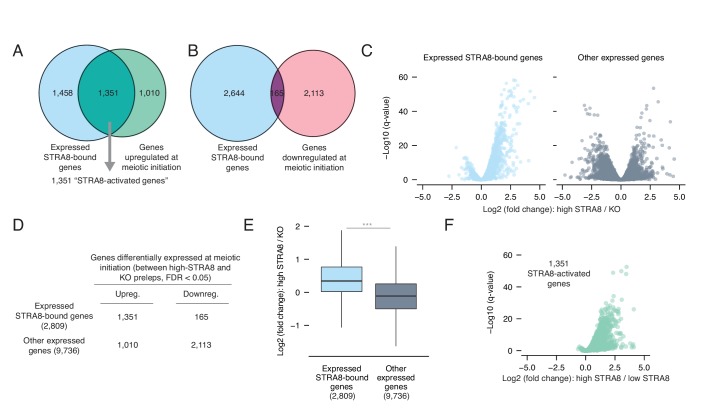
Most genes upregulated at meiotic initiation are bound by STRA8. (**A**) Overlap between the genes upregulated at meiotic initiation (see Figure 1E) and the STRA8-bound genes (see Figure 2E). The two gene lists significantly overlap, with 1,351 ‘STRA8-activated genes’ that are directly bound and upregulated at meiotic initiation by STRA8 (p<6.8×10^−322^; one-tailed hypergeometric test). (**B**) Overlap between genes downregulated at meiotic initiation (see Figure 1E) and STRA8-bound genes. Downregulated genes are significantly depleted for STRA8-bound genes (p<7.5×10^−99^; one-tailed hypergeometric test). (**C**) Volcano plots, for STRA8-bound genes and all other genes, representing gene expression changes at meiotic initiation. Only expressed genes are shown. (**D**) Overlap between expressed STRA8-bound genes and genes differentially expressed at meiotic initiation. STRA8-bound genes are primarily upregulated; p<2.2×10^−16^, Fisher’s exact test. (**E**) Gene expression fold changes at meiotic initiation. Boxplots show sample medians and interquartile ranges (IQRs), with whiskers extending no more than 1.5 × IQR and outliers suppressed. ***p<2.2×10^−16^, one-tailed Mann-Whitney *U* test. (**F**) Volcano plot showing expression changes of ‘STRA8-activated genes’ in *Stra8^+/-^* preleptotene cells with high or low STRA8 levels. See Figure 3—source data 1. 10.7554/eLife.43738.014Figure 3—source data 1.Source data for RNA-seq and ChIP-seq analyses.

**Figure 3—figure supplement 1.**
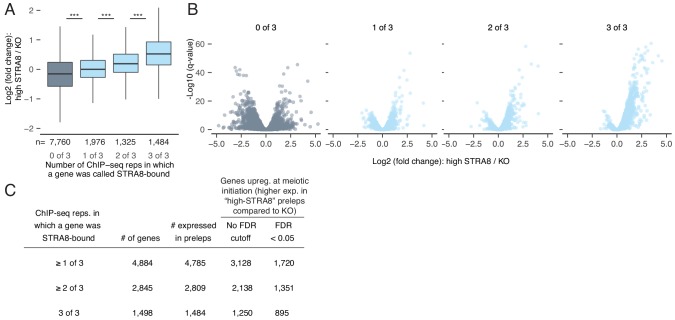
The breadth of the gene expression program directly upregulated at meiotic initiation by STRA8. (**A**) Gene expression changes at meiotic initiation, represented as the fold change of gene expression (log2 scale) in high-STRA8 preleptotene cells compared to KO preleptotene cells. Genes are binned by the number of ChIP-seq replicates in which their promoters were bound by STRA8. Only expressed genes are shown. ***p<2.2×10^−16^, two-tailed Mann-Whitney *U* test. (**B**) Volcano plots for the gene groups in (**A**) showing the expression fold changes at meiotic initiation. (**C**) Number of STRA8-bound and STRA8-activated genes identified at different cutoffs for ChIP-seq (the number of replicates in which a STRA8 peak was observed) and RNA-seq (FDR cutoff to compare gene expression changes).

Inverting the analysis, our data provide evidence that STRA8 functions primarily as a transcriptional activator. 

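Among STRA8-bound genes that changed between Stra8-deficient and high-STRA8 cells, 89.3% were higher (Wilson 95% interval 87.7% to 90.8%). Bound genes that rose include Gins3, a subunit of the GINS replication complex (2.91 on the log2 scale, adjusted p = 5.22e-05, edgeR), and Pola2, a subunit of DNA polymerase alpha (1.49, adjusted p = 5.48e-05). Bound genes that did not pass the test include Ybx2, which encodes a germ cell RNA-binding protein (0.39, adjusted p = 0.115, edgeR), which passed only without Stra8-deficient replicate 2 (adjusted p = 0.0112).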

Of expressed STRA8-bound genes that were differentially expressed at meiotic initiation, 89% were upregulated. In contrast, among the set of differentially expressed genes that were not STRA8-bound, only 32.4% were upregulated (Figure 3C,D). 

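Of the genes that changed and were not STRA8-bound, 1021 were higher and 2127 lower (32.4% higher, Wilson 95% interval 30.8% to 34.1%). The former include Cyp51 and Idi1, which encode enzymes of cholesterol synthesis, at 40.6 ± 2.41 and 64.4 ± 16.0 TPM in Stra8-deficient and 81.6 ± 0.221 and 180.1 ± 11.6 TPM in high-STRA8 cells (SD, n = 3 and 2, adjusted p = 0.000116 and 0.000417, edgeR), and the latter Dnmt3b, a DNA methyltransferase gene (22.9 ± 4.38 to 6.57 ± 0.0651 TPM, adjusted p = 0.000471, edgeR).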

STRA8-bound genes are thus strongly biased towards upregulation at the start of meiosis (odds ratio = 17.1, 95% confidence interval 14.3–20.6, p<2.2×10^−16^, two-tailed Fisher’s exact test; Figure 3D). In addition, expressed STRA8-bound genes, compared to a control set of other expressed genes, were more significantly upregulated (p<2.2×10^−16^, one-tailed Mann Whitney *U*; Figure 3E).

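The odds ratio of an increase, for bound against other changed genes, was 17.4 (95% interval 14.52 to 20.9993, two-sided Fisher's exact test, p = 3.97e-318). It was 33.4 (24.9 to 45.7) without high-STRA8 replicate 1 and 37.7 (26.5 to 54.9) without replicate 2, with fewer genes called, 14.6 with limma on log2(TPM + 1), and 10.2 with genes bound in at least 1 of 3 FLAG/FLAG libraries, so that its sign did not change but its size was not stable. From this bias and from the presence of STRA8 at the promoters, the paper reasons that STRA8 acts mainly as a transcriptional activator of the genes that it binds.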

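Fold changes rose with the number of FLAG/FLAG libraries that had a summit at the promoter. Genes left out for a wild-type summit were counted as having none. The median log2 fold change, high-STRA8 against Stra8-deficient, was -0.16 for 7740 genes with a summit in none, -0.0055 for 1972 genes with a summit in 1, 0.18 for 1327 genes in 2 and 0.53 for 1486 genes in all 3. The shares of these genes that were higher by edgeR were 8.35%, 19.0%, 34.4% and 59.4%, and the shares that were lower 23.5%, 15.7%, 7.84% and 3.77%. Msh5, a meiotic mismatch repair gene bound in 3 libraries, rose from 3.10 ± 0.500 to 23.9 ± 2.34 TPM, and Hspa2, a chaperone gene of spermatocytes bound in 2, from 18.1 ± 1.79 to 41.8 ± 0.431 TPM (SD, n = 3 and 2, adjusted p = 6.46e-05 and 0.000168, edgeR). All STRA8-bound genes together had a median of 0.34 and the other 9717 genes a median of -0.12, a difference of 0.47 (permutation test over genes, two-sided p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates.

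**Figure D4:**
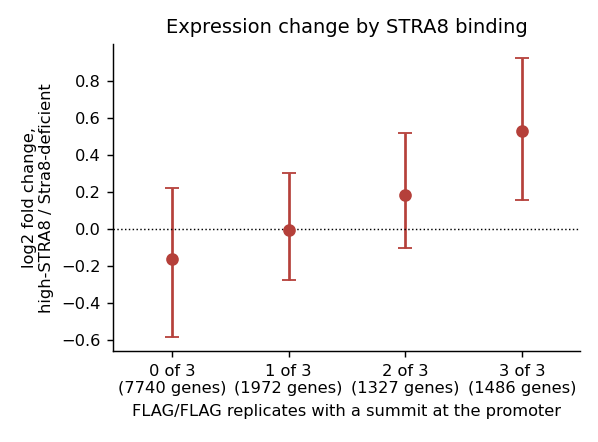
Median log2 fold change between high-STRA8 and Stra8-deficient cells, with lower and upper quartiles, for genes by the number of FLAG/FLAG libraries with a summit within 1 kb of a TSS. Genes left out for a wild-type summit count as having none. The median goes from -0.16 with none to 0.53 with all 3.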

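Under relaxed criteria, a summit in at least 1 FLAG/FLAG library and a log2 fold change above 0 with no test, 3112 genes qualified. With an adjusted p under 0.05 from edgeR this number was 1713, with 0.1 it was 1932 and with 0.2 it was 2194. With a summit in at least 2 libraries the corresponding numbers were 2138 with no test, and 1339, 1493 and 1638. Genes that qualify only under the relaxed criteria include E2f4, a transcription factor gene with a summit in 1 library (70.7 ± 4.39 to 114 ± 4.397 TPM, SD, n = 3 and 2, adjusted p = 0.000617, edgeR).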

Our data reveal the breadth of the gene expression program robustly upregulated at meiotic initiation by a common factor: as many as 3128 genes may be directly activated by STRA8, if we use relaxed ChIP-seq and RNA-seq criteria (Figure 3—figure supplement 1). However, we focused subsequent analyses on a stringently validated set of 1,351 genes that displayed STRA8 binding in at least two of the three ChIP-seq replicates, with significantly higher expression in high-STRA8 compared to *Stra8-*deficient preleptotene cells (Figure 3A). 96% of these genes were also upregulated between low-STRA8 and high-STRA8 preleptotene cells (Figure 3F), corroborating their upregulation at meiotic initiation. 

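Of the 1339 genes that were STRA8-bound and upregulated, 1295 (96.7%, Wilson 95% interval 95.6% to 97.54%) had a higher fitted level in high- than in low-STRA8 cells, 936 of them past the threshold, and 2 were lower past the threshold. The high-STRA8 libraries are the same in both comparisons. In simulated data sets of unchanged groups, 80.9% of increases shared their direction, among as many genes as were upregulated, taken by smallest p. Hardly any of those passed the threshold, so that this value is not a baseline for the 1339 genes. It was not computed for bound genes. The median log2 fold change of the 1339 genes was 0.78 from Stra8-deficient, 0.61 from low-STRA8 and, for low-STRA8 against Stra8-deficient cells, 0.24. Spdya, which encodes a CDK2 activator at meiotic telomeres, was at 6.91 ± 0.792, 17.3 ± 7.80 and 78.9 ± 5.18 TPM in Stra8-deficient, low-STRA8 and high-STRA8 cells (SD, n = 3, 2 and 2, adjusted p of high- against low-STRA8 cells = 0.00123, edgeR). Of the paper's 1351 genes, 1302 are among the 1339.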

We consider these 1,351 genes to be the set of ‘STRA8-activated genes’.

### Mechanisms of gene activation at meiotic initiation

We sought to better understand how gene expression is upregulated at meiotic initiation. First, we asked whether STRA8 turns on genes that are otherwise silent. 

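Of 2846 STRA8-bound genes with a TPM value, 2777 (97.6%, Wilson 95% interval 96.9% to 98.1%) had a mean over 1 TPM in Stra8-deficient cells. Their median was 53.4 TPM (quartiles 22.5 and 111) and their mean 103 TPM. Of the 19573 genes that were not bound, 9049 (46.2%) exceeded 1 TPM, with a median of 0.541 TPM. In high-STRA8 cells the medians were 66.7 and 0.483 TPM. Bound genes with abundant mRNA in Stra8-deficient cells include Stk31, which encodes a germ cell kinase-like protein (158 ± 20.1 TPM, SD, n = 3), Rnf17, a piRNA pathway gene (98.9 ± 12.4 TPM), and Cdc25a, which encodes a phosphatase that activates CDK2 (25.9 ± 3.53 TPM). Bound genes with little include Rhox11 (0 TPM), Pparg (0.0807 ± 0.0726 TPM) and Rad51ap2 (0.0563 ± 0.0403 TPM).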

We found that 98% of STRA8-bound genes were expressed (at TPM levels greater than one; median expression level 104 TPM) even in *Stra8-*deficient cells that had not initiated meiosis (Figure 4A). Thus, STRA8 likely binds open chromatin regions and is unlikely to be a pioneer factor that initiates transcription of unexpressed genes. Rather, STRA8 functions to amplify transcriptional levels. This finding echoes our earlier analyses (Figure 1F), which revealed that upregulation at meiotic initiation primarily involves amplification of gene expression.

**Figure 4.**
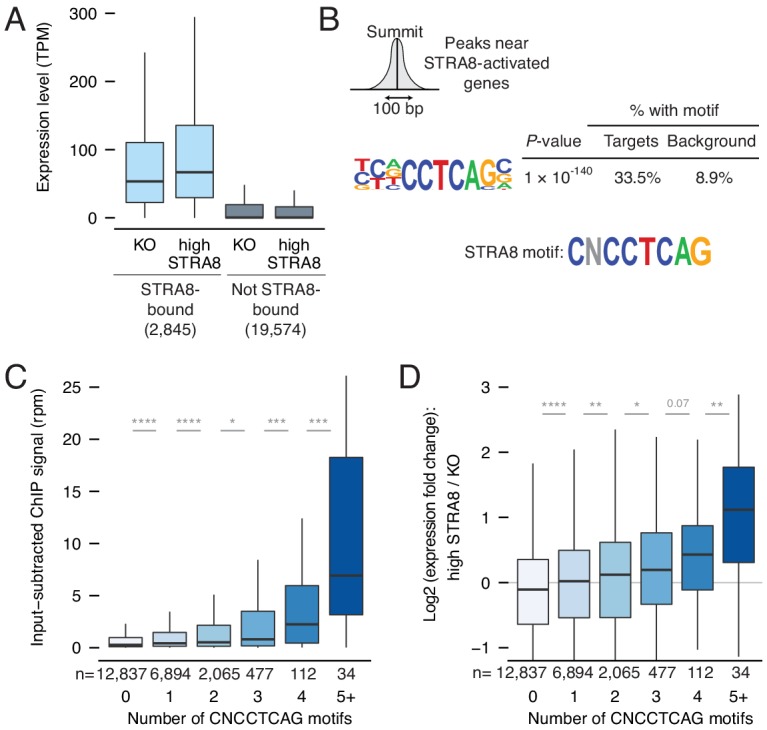
Mechanisms of gene activation at meiotic initiation. (**A**) Expression levels of genes in *Stra8* KO and high-STRA8 preleptotene cells. Genes are binned by whether they are STRA8-bound or not. (**B**) Identification of potential STRA8 binding sequences by HOMER de novo motif analysis. We searched the STRA8 binding peaks within promoters of STRA8-activated genes. Shown is a graphical depiction of the input to the motif-finding algorithm: the 100 bp windows surrounding the summits of ChIP-seq peaks. The top enriched motif has the consensus sequence CNCCTCAG. See Figure 4—figure supplement 1 for other enriched motifs. (**C**) STRA8 ChIP-seq signal at gene promoters, with genes grouped by the number of promoter CNCCTCAG (perfect match) motifs. Boxplots show sample medians and interquartile ranges (IQRs), with whiskers extending no more than 1.5 × IQR; outliers are suppressed. *p<0.01, , ***p<1×10^−4^, ****p<1×10^−5^, two-tailed Mann-Whitney *U* tests. (**D**) The expression fold change of genes at meiotic initiation, with genes grouped by number of promoter CNCCTCAG (perfect match) motifs. *p<0.01, **p<0.001, ****p<1×10^−5^, two-tailed Mann-Whitney *U* tests. See Figure 4—source data 1. 10.7554/eLife.43738.018Figure 4—source data 1.Source data for Figure 4 panels.

**Figure 4—figure supplement 1.**
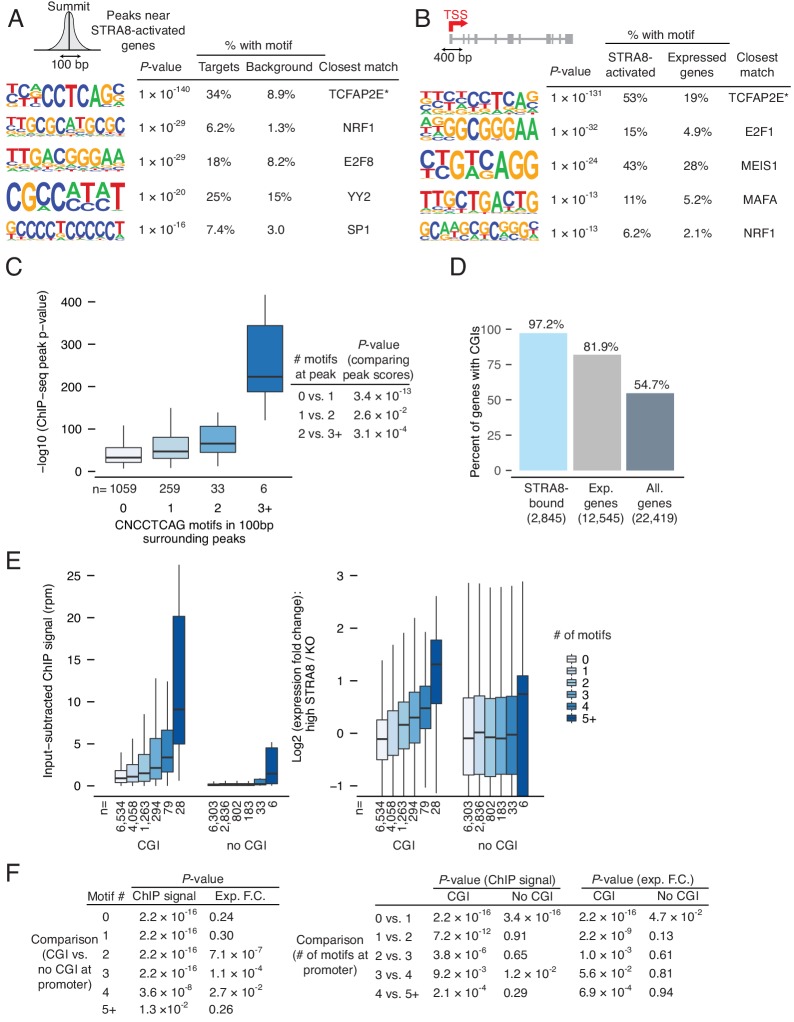
Identification of a binding motif for STRA8-mediated upregulation at meiotic initiation. (**A**) HOMER de novo motif analysis (as in Figure 4B) for identification of a STRA8 binding motif near ChIP-seq peaks at STRA8-activated gene promoters. Shown are the top five de novo motifs, with HOMER’s predictions for the closest motif. (**B**) The top five enriched motifs in the 400 bp surrounding the TSS of the 1,351 STRA8-activated genes, compared to the corresponding regions of all other preleptotene-expressed genes. The top motif is similar to the top enriched motif in (**A**). (**C**) The number of CNCCTCAG motifs in the 100 bp surrounding ChIP-seq peak summits is associated with the peak score (as represented by –log10 (peak *P*-value from MACS)). Only peaks at the promoters of STRA8-activated genes are shown. Spearman’s correlation between the motif counts and peak scores is 0.24, p<1×10^−6^ by permutation testing. The addition of CNCCTCAG motifs at the peak results in statistically significant changes in the peak score, as determined by two-tailed Mann-Whitney *U* tests. (**D**) Percent of genes with annotated CpG islands (CGI) at their promoters. (**E**) ChIP-seq signal at promoters and the log2 expression fold change at meiotic initiation. Genes are binned by whether the promoter contains a CpG island (CGI) and by the number of promoter CNCCTCAG motifs. (**F**) Comparison of gene groups in (**E**). *P*-values were calculated by two-tailed Mann-Whitney *U* tests.

**Figure 4—figure supplement 2.**
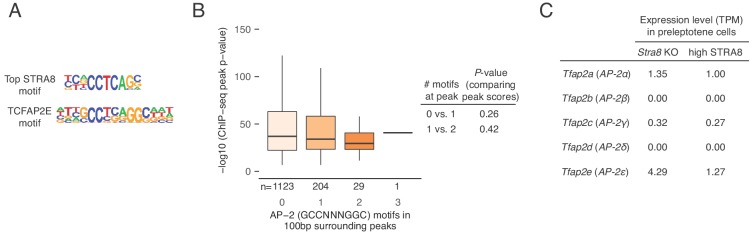
STRA8 binding is not associated with AP-2 transcription factor motifs. (**A**) Comparison of the top enriched motif at STRA8 binding sites (see Figure 4A and Figure 4—figure supplement 1A) with the closest known motif, that of TCFAP2E (also known as TFAP2E, or AP-2E; motif PB0088.1 in the Jaspar database). TCFAP2E is an AP-2 family transcription factor. Note that the AP-2 binding motif is palindromic, while the STRA8 motif is not. (**B**) The consensus AP-2 family motif (GCCNNNGGC; Eckert et al., 2005) is not enriched at STRA8 binding sites. The number of consensus AP-2 family motifs (GCCNNNGGC) in the 100 bp surrounding STRA8 ChIP-seq peak summits is not associated with the peak score (as represented by –log10 (peak *P*-value from MACS)). Only peaks at the promoters of STRA8-activated genes are shown. Spearman’s correlation between the motif counts and peak scores is −0.04, p<0.93 by permutation testing. *P-*values between groups were determined by two-tailed Mann-Whitney *U* tests. Compare with Figure 4—figure supplement 1C, which depicts CNCCTCAG motif enrichment at STRA8 binding sites. (**C**) Expression level, in TPM units, of AP-2 transcription factor genes. Note that none of the AP-2 transcription factors is highly expressed in preleptotene cells.

We then tested whether gene expression is upregulated in a sequence-specific manner. We searched for de novo motifs at the peaks of ChIP-seq read density near STRA8-activated promoters. The most enriched motif was concentrated at such peaks (p<1×10^−140^; Figure 4B and Figure 4—figure supplement 1A), and a similar sequence was the most enriched motif in the 400 bp window surrounding the TSS of STRA8-activated genes (Figure 4—figure supplement 1B). This motif features the core sequence CNCCTCAG. [Although the motif most closely resembles that of AP-2 family transcription factors (Eckert et al., 2005), the consensus AP-2 motif is not enriched at STRA8 binding sites, and AP-2 factors are not highly expressed in preleptotene cells (Figure 4—figure supplement 2A–C).]

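Of the 5 AP-2 genes, Tfap2e was the most abundant, at 4.29 ± 0.466 TPM (SD, n = 3) in Stra8-deficient and 1.27 ± 0.171 TPM (SD, n = 2) in high-STRA8 cells, and fell by 1.68 on the log2 scale (standard error 0.271, adjusted p = 0.00196, edgeR). Tfap2a was at 1.35 ± 0.136 and 1.00 ± 0.233 TPM (adjusted p = 0.786, edgeR), Tfap2c at 0.320 and 0.270 TPM, and Tfap2b and Tfap2d were listed at 0 in both groups. Adjusted over the list alone, 1 of the 2 genes tested was lower. None of the 5 was STRA8-bound. The AP-2 consensus was present in the 100 bp around 14.1%, 13.9% and 14.2% of the summits at promoters of the paper's STRA8-activated genes in FLAG/FLAG replicates 1 to 3, and its count was not related to the score (Spearman's rho across summits -0.021, 0.0022 and -0.029, two-sided permutation p = 0.444, 0.935 and 0.369).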

If the CNCCTCAG motif mediates activation by STRA8 at meiotic initiation, then it should satisfy several predictions. First, motif density within the genome should correlate with STRA8 binding levels. This prediction was met: the motif count at ChIP-seq peak ‘summits’ correlated with the peak score (Spearman's ρ = 0.23, p<1×10^−6^ by permutation; Figure 4—figure supplement 1C). 

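Summits with more CNCCTCAG matches in the surrounding 100 bp had higher scores in each FLAG/FLAG library. Over 1397, 1371 and 946 promoter summits of the paper's STRA8-activated genes, Spearman's rho of match count and score was 0.211, 0.252 and 0.136 in replicates 1 to 3 (permutation test across summits, two-sided p = 1e-05, 1e-05 and 2e-05, where 1e-05 is the smallest that 100000 permutations can give). Adjusted over the 15 such relations computed, these p-values were 1.5e-05, 1.5e-05 and 2.73e-05. Of these summits, 258, 269 and 180 (18.5%, 19.6% and 19.0%) had at least 1 match. Around the Pparg summit of replicate 1 on chromosome 6 (115361196 to 115361295, score 248), the sequence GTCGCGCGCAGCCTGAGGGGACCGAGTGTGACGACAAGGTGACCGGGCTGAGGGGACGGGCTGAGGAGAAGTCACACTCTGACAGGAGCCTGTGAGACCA holds 3 matches on the reverse strand. Around the Dmc1 and E2f1 summits of replicate 1 (scores 44.1 and 27.0) there was none.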

We observed as many as eight CNCCTCAG motifs in the 100 bp region surrounding a peak summit. 

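The largest number of CNCCTCAG matches in the 100 bp around a summit was 7, at the promoter of Dip2c in FLAG/FLAG replicates 2 and 3, where the summits lie at 9276734 and 9276750 of chromosome 13. In replicate 1, whose Dip2c summit lies at 9276726, it was 6. As many as 7 matches were also found at 2 summits with no TSS within 1 kb, at 8380617 of chromosome 8 in replicate 2 (score 13.5) and 128959730 of chromosome 7 in replicate 1 (score 8.21).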

Second, looking gene by gene, motif numbers should correlate with ChIP-seq binding levels. This prediction was also met: each additional motif at the promoter, from zero to five motifs total, was associated with increased STRA8 binding (Figure 4C). 

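The share of STRA8-bound genes rose with the number of CNCCTCAG matches in the 2 kb around the TSS. Bound were 16.0% of 6733 genes with no match, 25.7% of 4074 with 1, 36.2% of 1289 with 2, 45.2% of 303 with 3, 59.1% of 93 with 4 (Wilson 95% interval 48.98% to 68.57%) and 81.8% of 33 with 5 or more (65.6% to 91.4%). Sgpl1 had 17 matches, Dip2c 12 and Iqsec1 11, and all were bound in the 3 libraries. The rank correlation of match count and binding was 0.175 over 12525 genes (permutation test across genes, two-sided p = 1e-05, the smallest that 100000 permutations can give). The motif read in reverse order, which has the same base composition, gave 0.0137 (p = 0.127, permutation test). The paper found CNCCTCAG at summits of these FLAG/FLAG libraries, at promoters of genes bound and upregulated in the same data. A part of this relation may therefore be built in by that choice, for which the reversed motif is no control.

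**Figure D5:**
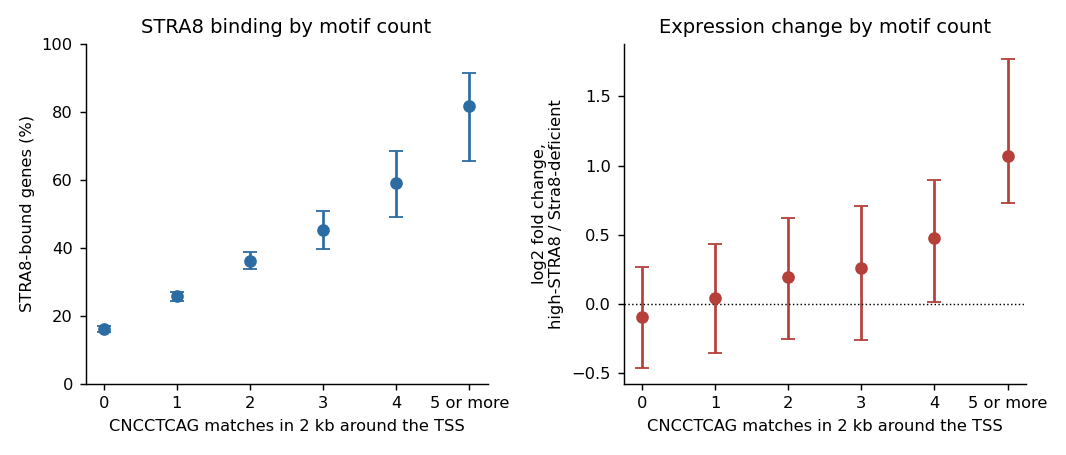
Share of STRA8-bound genes in percent with Wilson 95% intervals (left), and median log2 fold change between high-STRA8 and Stra8-deficient cells with quartiles (right), by the number of CNCCTCAG matches in the 2 kb around the TSS. The share goes from 16.0% with no match to 81.8% with 5 or more, and the median from -0.096 to 1.07.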

Third, genes with more motifs should be more highly upregulated at meiotic initiation. This third prediction was met: greater numbers of CNCCTCAG motifs were associated with greater fold-changes in expression at meiotic initiation (Figure 4D). 

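The median log2 fold change between high-STRA8 and Stra8-deficient cells was -0.096 with no match, 0.042 with 1, 0.19 with 2, 0.26 with 3, 0.48 with 4 and 1.07 with 5 or more matches at the promoter. By edgeR, 13.4% of genes with no match and 75.8% of those with 5 or more were upregulated. M1ap, a meiosis gene with 7 matches, rose 7.31-fold, from 115 ± 6.08 to 798 ± 23.8 TPM (SD, n = 3 and 2, adjusted p = 5.12e-05, edgeR). Across 12525 genes, Spearman's rho was 0.163 (permutation test across genes, two-sided p = 1e-05, the smallest that 100000 permutations can give), and it was 0.234 among the 1486 genes bound in all 3 libraries and 0.0531 among the 7740 bound in none. For the motif read in reverse order rho was -0.0074 (p = 0.408, permutation test). As with binding, a part of this relation may be built in, because the motif was found at promoters of upregulated genes.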

Altogether, these observations provide strong evidence that binding of STRA8 to the CNCCTCAG motif leads to upregulation of gene expression.

We note that upregulation at meiotic initiation is associated with CpG islands (CGI), stretches of DNA with high CpG dinucleotide frequency. 97% of STRA8-bound genes have CGI promoters, and the effect of the CNCCTCAG motif on transcriptional upregulation is accentuated in the vicinity of a CGI (Figure 4—figure supplement 1D–F).

### Amplification of a broad gene expression program at meiotic initiation

To understand the biological ramifications of the transcriptional changes at meiotic initiation, we explored the functions of the upregulated genes. We performed Gene Ontology (GO) analysis to identify cellular processes that were overrepresented among the 1,351 STRA8-activated genes, relative to all other expressed genes. Given our focus on meiotic initiation, we expected that meiosis-specific processes would be the most enriched. Meiosis-related categories (e.g. ‘meiotic nuclear division,’ ‘meiosis I,’ and ‘meiotic cell cycle process’) were indeed among the top categories, but the most significantly enriched category was ‘cell cycle process’ (2.2-fold enrichment, p<2.7×10^−17^, one-tailed binomial test with Bonferroni correction; Figure 5A).

**Figure 5.**
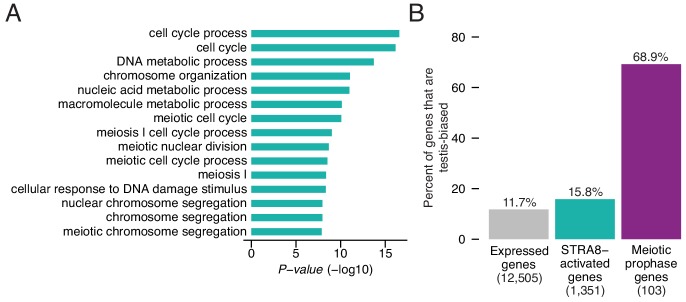
Upregulation of a broad gene expression program at meiotic initiation by STRA8. (**A**) The top 15 enriched Gene Ontology biological processes among the 1,351 STRA8-activated genes, compared to all preleptotene-expressed genes. *P*-values are from binomial tests with Bonferroni correction. (**B**) Fraction of genes that are testis-biased. See Figure 5—source data 1. 10.7554/eLife.43738.020Figure 5—source data 1.Source data for Figure 5 analyses.

This led us to investigate whether genes upregulated at meiotic initiation have functions outside of germ cells. We asked whether STRA8-activated genes are expressed predominantly in the testis, because testis-specific gene expression in the adult can serve as a proxy for germ cell-specific function. Using a published RNA-seq dataset spanning nine adult male mouse tissues (eight somatic tissues plus testis) (Merkin et al., 2012), we considered a gene to be ‘testis-biased’ if its testis expression constituted more than half of its total expression summed across all nine tissues. As expected, the majority of catalogued meiotic prophase genes (Soh et al., 2015) are testis-biased (70%; Figure 5B). In contrast, only 16% of STRA8-activated genes are testis-biased, a percentage similar to that of all preleptotene-expressed genes, of which 12% are testis-biased (Figure 5B). Thus, this factor plays a key role in amplifying a program that includes but is not limited to meiosis genes.

### Transcriptional amplification of meiotic prophase factors at meiotic initiation

Our analyses suggested that a common factor upregulates the program orchestrating meiotic chromosomal events. Although the *Stra8* gene is known to be required for robust expression of canonical meiotic genes (Anderson et al., 2008; Baltus et al., 2006; Soh et al., 2015), it was previously unknown whether the STRA8 protein directly activates their expression. To address this question, we compared STRA8 binding data against a published list of meiotic prophase genes, comprising 103 protein coding genes upregulated during meiotic prophase I in fetal ovarian germ cells (Soh et al., 2015). 

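The list from fetal ovaries holds 104 names, of which 103 have a promoter here and 102 were tested. Of these, 82 were higher, 2 lower and 18 neither in high-STRA8 than in Stra8-deficient cells (84 higher and 3 lower adjusted over the list alone), with a median log2 fold change of 1.19 (camera adjusted p = 3.13e-46 with the preset correlation, and adjusted p = 0.0777 with an estimated correlation). The 2 lower genes were Rec8 (adjusted p = 0.0104, edgeR), whose call ended without high-STRA8 replicate 1 (adjusted p = 0.0885), and Syn2 (adjusted p = 0.0351, edgeR), whose call ended without Stra8-deficient replicate 1 or 3 (adjusted p = 0.0854 and 0.0832) and without high-STRA8 replicate 1 or 2 (adjusted p = 0.157 and 0.218). STRA8-bound were 76 genes (one-sided Fisher's exact p = 4.87e-29), 86 had a summit in at least 1 FLAG/FLAG library, and 68 were both bound and higher (p = 6.93e-42). Ugt8a, a glycosyltransferase gene, rose 5.62-fold, from 45.0 ± 7.47 to 239 ± 6.30 TPM, and was bound in 3 libraries (adjusted p = 5.75e-05). Fbxo47, an F-box protein gene, rose from 5.48 ± 1.48 to 31.0 ± 2.24 TPM and was bound in 3 (adjusted p = 0.000135). Cntd1, whose product acts at crossovers, rose from 12.6 ± 2.35 to 36.9 ± 0.275 TPM with no summit (adjusted p = 0.000195), all from edgeR (SD, n = 3 and 2). Of the list, 83 genes were higher and 2 lower in high- than in low-STRA8 cells.

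**Figure D6:**
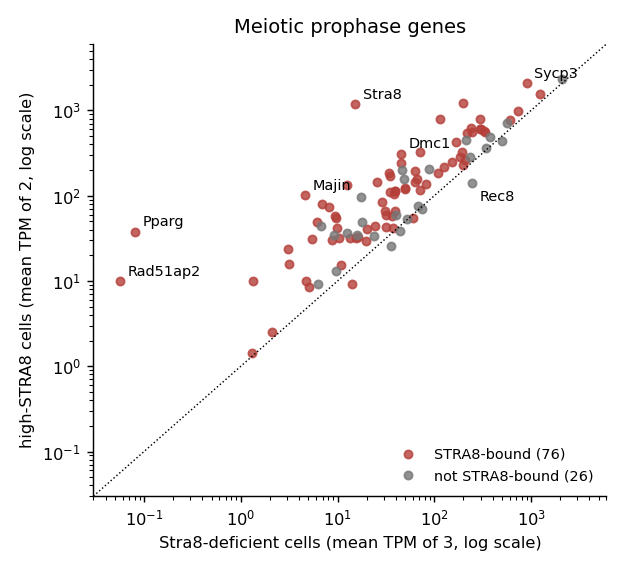
Mean level of each meiotic prophase gene in Stra8-deficient cells (x axis) and high-STRA8 cells (y axis), in TPM on log scales, for 76 STRA8-bound and 26 other genes, with a line where both are equal. Most genes lie above the line. Rec8 and Syn2 are among the genes below the line.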

We find that, in males, 76 of these 103 genes are STRA8-bound, and 68 are STRA8-activated (p<1.2×10^−28^ and p<8.2×10^−38^, respectively, one-tailed hypergeometric test; Figure 6A; Supplementary file 3). STRA8 therefore directly upregulates this transcriptional program. 

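The 68 bound and upregulated prophase genes had a median fold change of 2.66 and a geometric mean of 3.79, with log2 fold changes from 0.39 to 8.99. In Stra8-deficient cells, 66 of them exceeded 1 TPM, and the others were Pparg and Rad51ap2. All 68 had a higher fitted level in high- than in low-STRA8 cells. They were chosen as higher in the same high-STRA8 libraries, which favors a shared direction. The 80.9% found in simulated data sets of unchanged groups is for genes that hardly ever passed the threshold. How far the shared libraries add to the result for these 68 genes was not tested. Hormad1, which encodes a protein of meiotic chromosome axes, was at 197 ± 76.0 TPM in Stra8-deficient and 1228 ± 114 TPM in high-STRA8 cells (SD, n = 3 and 2, log2 fold change 2.69, adjusted p = 0.000379, edgeR).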

Although the 68 STRA8-activated factors were robustly amplified, with a median fold-change of 3.8, 66 were expressed even in *Stra8*-deficient preleptotene cells (Figure 6B). These results are consistent with our earlier finding that nearly all upregulated genes are expressed even in the absence of meiotic initiation (Figure 1F), and with published reports of meiotic gene expression even in mitotically dividing germ cells (Evans et al., 2014; Wang et al., 2001).

**Figure 6.**
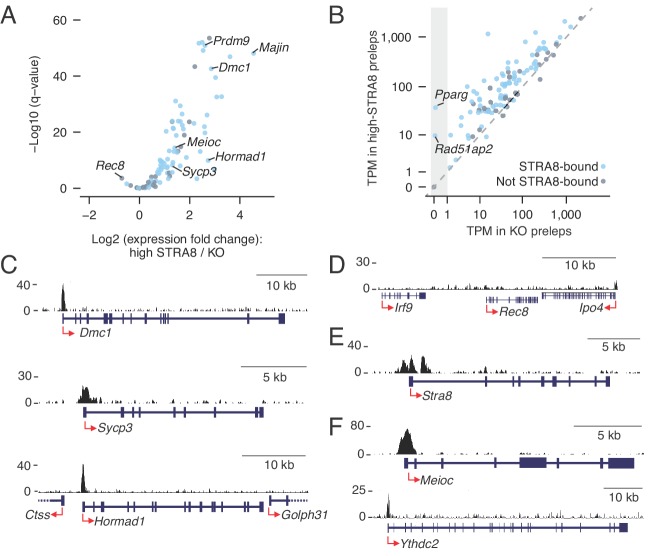
Coordinated upregulation of the meiotic prophase I gene expression program by STRA8. (**A**) Volcano plot depicting gene expression differences between high-STRA8 and *Stra8* KO preleptotene cells. Shown are 103 genes associated with meiotic prophase I in the fetal ovary (Soh et al., 2015), with 76 STRA8-bound genes shaded light blue. (**B**) Comparison of expression levels of meiotic prophase genes in high-STRA8 and KO preleptotene cells. The light gray region identifies genes that are not expressed in the KO. (**C**) Input-subtracted STRA8 ChIP-seq signal at promoters of key meiotic genes. Sequencing reads were pooled from three *Stra8^FLAG/FLAG^* ChIP replicates. Red arrows mark the TSS. (**D**) Lack of STRA8 ChIP-seq signal at *Rec8* gene. (**E**) STRA8 ChIP-seq signal at its own promoter. (**F**) STRA8 ChIP-seq signal at promoters of *Meioc* and *Ythdc2.*. 10.7554/eLife.43738.024Figure 6—source data 1.Source data for CNCCTCAG motif enrichment at meiotic genes.

**Figure 6—figure supplement 1.**
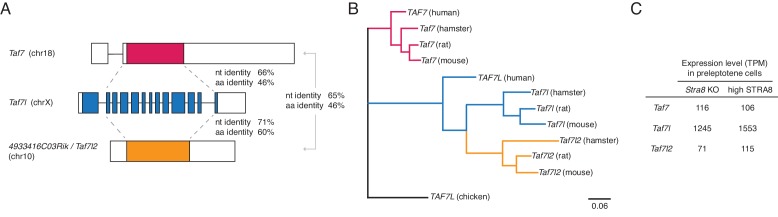
*Taf7l2* (*4933416C03Rik*) is a functional retrogene of *Taf7l.* (**A**) Comparison of the gene structures of the mouse *Taf7*, *Taf7l*, and *4933416C03Rik* (now called *Taf7l2*) genes. Coding regions are colored, and the 5’ and 3’ untranslated regions are shown in white. Shown are the percent identities, in the coding region, of the nucleotide (nt) and amino acid (aa) sequences. *Taf7* is a known functional retrogene of *Taf7l* (Cheng et al., 2007), and *Taf7l2* also appears to be a retrogene of *Taf7l.* The *Taf7l* sequence is more similar to that of *Taf7l2* than to the *Taf7* sequence. (**B**) Maximum likelihood phylogenetic tree showing evolutionary relationships among genes of the *Taf7l* family in human, mouse, rat, and hamster. The rodent *Taf7l2* genes cluster with rodent *Taf7l* genes, and no *Taf7l2* ortholog was found in human, indicating that *Taf7l2* arose from a retrotransposition event in the rodent lineage. (**C**) Expression level, in TPM units, of *Taf7*, *Taf7l*, and *Taf7l2* genes in sorted mouse preleptotene cells. All three genes are robustly expressed.

**Figure 6—figure supplement 2.**
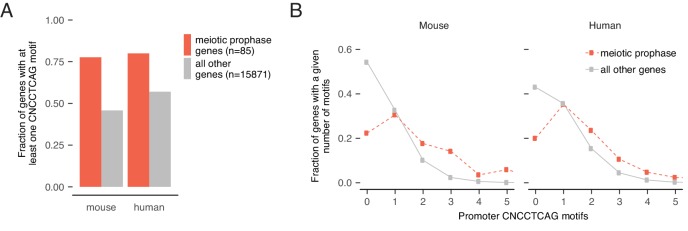
Enrichment and conservation of STRA8 (CNCCTCAG) motifs at promoters of meiotic genes. (**A**) The fraction of genes with at least one STRA8 motif (CNCCTCAG) at the promoter, at meiotic prophase I genes (Soh et al., 2015) and at all other genes. In both mouse and human, the majority of meiotic genes have CNCCTCAG motifs (exact match) at their promoters. Only genes with known 1:1 orthologs between mouse and human are shown. (**B**) Comparison of distributions of promoter STRA8 motifs between meiotic prophase I genes and all other genes, in mouse and in human. Meiotic genes are significantly enriched for CNCCTCAG motifs (p<3.5×10^−16^ and 1.1×10^−8^ in mouse and human, respectively). *P-*values between groups were determined by two-tailed Mann-Whitney *U* tests.

Previous data from fetal ovaries suggested a regulatory logic for the meiotic transcriptional program, with upregulation of most meiotic prophase genes being ‘*Stra8-*dependent,’ but a select few being completely ‘*Stra8-*independent’ (Soh et al., 2015). This model predicted STRA8’s direct upregulation of *Stra8-*dependent genes (e.g. *Dmc1, Sycp3,* and *Hormad1*) but not of *Stra8-*independent genes (e.g. *Rec8*). We tested these predictions with our STRA8 ChIP-seq data, in the context of male meiosis. All nine genes that had been validated, by single-cell experiments, as *Stra8-*dependent in female meiosis (Soh et al., 2015) were STRA8-bound in male meiosis, and eight were significantly upregulated at male meiotic initiation. 

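Of the 9 genes that were Stra8-dependent in single-cell experiments on fetal ovaries, 8 were higher in high-STRA8 than in Stra8-deficient cells, and all 9 had a summit at the promoter in at least 2 FLAG/FLAG libraries. Sycp3, which encodes a protein of the synaptonemal complex, rose from 899 ± 283 to 2092 ± 158 TPM (SD, n = 3 and 2, adjusted p = 0.00267), and Stag3, a meiotic cohesin gene, from 334 ± 31.3 to 564 ± 55.7 TPM (adjusted p = 0.000832), both from edgeR.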

In fact, *Dmc1* was directly upregulated 7.3-fold, to 309 TPM (Figure 6C; Supplementary file 3). 

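Dmc1, which encodes the meiotic recombinase, was at 45.4 ± 8.03 TPM in Stra8-deficient, 114 ± 45.995 TPM in low-STRA8 and 309 ± 11.1 TPM in high-STRA8 cells (SD, n = 3, 2 and 2), a 7.21-fold rise from the first to the last (log2 fold change 2.85, standard error 0.220, adjusted p = 8.27e-05, edgeR). Its promoter, with 2 CNCCTCAG matches in 2 kb, had summits in all 3 FLAG/FLAG libraries, with scores of 44.1, 23.7 and 21.4.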

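Sycp1, which encodes the transverse filament of the synaptonemal complex, was at 734 ± 262 TPM in Stra8-deficient (SD, n = 3) and 971 ± 41.8 TPM in high-STRA8 cells (SD, n = 2), a 1.41-fold difference that did not pass the test (adjusted p = 0.135, edgeR). It passed without Stra8-deficient replicate 1 (adjusted p = 0.0103). In low-STRA8 cells Sycp1 was at 346 ± 1.74 TPM. Summits lay at its promoter in FLAG/FLAG replicates 1 and 2, with scores of 12.1 and 12.4.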

(The ninth gene, *Sycp1*, was upregulated by 1.4-fold at FDR q-value = 0.056.) In contrast, the *Stra8-*independent gene *Rec8* (Koubova et al., 2014; Soh et al., 2015) did not have a STRA8 ChIP-seq peak anywhere within 10 kb of its TSS (Figure 6D) and was significantly downregulated (1.6-fold) at meiotic initiation, as was observed in the embryonic ovary (Soh et al., 2015). 

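Rec8, a meiotic cohesin gene, fell 1.62-fold, from 245 ± 54.5 TPM in Stra8-deficient to 142 ± 9.99 TPM in high-STRA8 cells (SD, n = 3 and 2, log2 fold change -0.70, standard error 0.162, adjusted p = 0.0104, edgeR). The call ended without high-STRA8 replicate 1 (adjusted p = 0.0885). Low-STRA8 cells were at 131 ± 3.50 TPM. The nearest summits to its start sites in FLAG/FLAG replicates 1 to 3 were 25248, 25571 and 204603 bp away.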

*Rec8* expression thus appears to be completely independent of STRA8. Together, our ChIP-seq and RNA-seq data corroborate the nuanced control of the meiotic prophase transcriptional program, and suggest a similar regulatory logic in female (Soh et al., 2015) and male meiotic transcriptional programs: most but not all of the program is directly amplified by STRA8. We also found that STRA8 directly bound its own promoter (Figure 6E), suggesting a positive feedback loop in upregulation of this gene expression program.

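At the promoter of Stra8 itself, with 1 CNCCTCAG match in 2 kb, summits lay at 34920832 of chromosome 6 in FLAG/FLAG replicate 1 (score 31.98) and at 34920879 in replicate 3 (score 18.8). Replicate 2 had none within 1 kb of its TSS.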

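Among genes of chromosome axes and synapsis with a summit in all 3 FLAG/FLAG libraries, the cohesin gene Smc1b rose from 298 ± 82.5 to 790 ± 69.1 TPM (adjusted p = 0.000761), Syce1 from 195 ± 13.0 to 324 ± 14.6 TPM (adjusted p = 0.000375), Syce2 from 373 ± 53.6 to 800 ± 22.3 TPM (adjusted p = 0.000227) and Sycp2 from 62.4 ± 23.6 to 145 ± 29.7 TPM (adjusted p = 0.00766), all from edgeR between Stra8-deficient and high-STRA8 cells (SD, n = 3 and 2). The call for Sycp2 ended without high-STRA8 replicate 2 (adjusted p = 0.111), as did that for 4930447C04Rik (71.3 ± 43.8 to 324.5 ± 37.4 TPM, adjusted p = 0.00259 and, without that library, 0.0509). Of the telomere genes, Majin rose 22.8-fold, from 4.5996 ± 1.51 to 101 ± 1.90 TPM (adjusted p = 0.000102, edgeR), and Terb1 4.498-fold, from 9.91 ± 1.89 to 41.9 ± 3.12 TPM (adjusted p = 0.00012, edgeR).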

STRA8 directly upregulates meiotic prophase genes with diverse functions, including meiotic cohesins (*Smc1b*, *Stag3*), synaptonemal complex proteins (*Syce1*, *Syce2*, *Sycp2*, *Sycp3, 4930447C04Rik*/*Six6os1*), and meiotic telomere complex proteins (*Majin*, *Terb1*) (Gómez-H et al., 2016; Handel and Schimenti, 2010; Shibuya et al., 2015) (Supplementary files 1 and 3). 

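Spo11 was at 2.08 ± 0.409 TPM in Stra8-deficient, 3.88 TPM in low-STRA8 and 2.52 ± 0.167 TPM in high-STRA8 cells (SD, n = 3 and 2), and the first and last did not differ past the threshold (adjusted p = 0.393, edgeR). Summits lay at its promoter in all 3 FLAG/FLAG libraries, with scores of 13.0, 10.7 and 9.47.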

*Spo11*, whose product catalyzes programmed meiotic double-strand breaks (DSBs) (Keeney et al., 1997), was STRA8-bound though not significantly upregulated in preleptotene cells. However, STRA8 upregulates *Top6bl* (*Gm960*), which encodes a protein that complexes with SPO11 (Robert et al., 2016), as well as *Prdm9,* which determines DSB sites (3.9- and 6.1-fold upregulation, respectively) (Baudat et al., 2010). 

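Gm960, whose product forms a complex with SPO11, rose 3.81-fold, from 3.83 ± 0.698 to 13.9 ± 0.769 TPM (SD, n = 3 and 2, adjusted p = 0.000292), and Prdm9 6.04-fold, from 25.4 ± 3.80 to 145 ± 18.0 TPM (adjusted p = 5.48e-05), both from edgeR between Stra8-deficient and high-STRA8 cells. Prdm9 did not differ between Stra8-deficient and low-STRA8 cells (log2 fold change 0.16, adjusted p = 0.513, edgeR). Around its summit in FLAG/FLAG replicate 2, the sequence from 15564130 to 15564229 of chromosome 17, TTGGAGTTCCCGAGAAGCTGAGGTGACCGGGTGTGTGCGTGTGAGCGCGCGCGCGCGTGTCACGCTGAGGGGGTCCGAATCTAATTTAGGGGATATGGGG, holds 2 CNCCTCAG matches on the reverse strand, CTGAGGTG and CTGAGGGG.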

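Some recombination genes that rose between Stra8-deficient and high-STRA8 cells had summits in all 3 FLAG/FLAG libraries. Of these, Mei1, which acts in break formation, rose 3.37-fold (from 35.1 ± 6.84 to 111 ± 11.8 TPM, SD, n = 3 and 2, adjusted p = 0.00021), Mei4 2.13-fold (adjusted p = 0.000417), Hormad2 2.63-fold (adjusted p = 7.59e-05), Brca2 2.73-fold (adjusted p = 0.00063) and Tex11 1.85-fold (adjusted p = 0.000955), all from edgeR. Ccdc36 rose with no summit in any of them, and Spo11 had summits in all 3 but did not pass the test (adjusted p = 0.393, edgeR).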

Many other key meiotic recombination genes are significantly upregulated by STRA8: *Mei1*, *Mei4*, *Hormad1*, *Hormad2*, *Dmc1*, *Rad51*, *Brca2*, *Msh5*, *Tex11*, and *Mlh1* (Baudat et al., 2013). Furthermore, STRA8 directly upregulates the expression of *Meioc* and *Ythdc2* (2.6- and 2.0-fold, respectively), which encode post-transcriptional regulators without which germ cells initiate meiosis but undergo a premature and abnormal metaphase before eventually undergoing apoptosis (Figure 6F) (Abby et al., 2016; Bailey et al., 2017; Jain et al., 2018; Soh et al., 2017). In addition, the meiosis-specific cyclin *Ccnb3*, which is expressed early in meiotic prophase I and prevents premature progression through the cell cycle (Nguyen et al., 2002), was STRA8-bound in one ChIP-seq replicate and was 6.9-fold upregulated at meiotic initiation (Supplementary files 1 and 3). 

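Meioc rose 2.62-fold, from 218.5 ± 49.3 to 542 ± 31.9 TPM (SD, n = 3 and 2, adjusted p = 0.000599), and Ythdc2, which encodes an RNA helicase, 2.02-fold, from 41.4 ± 7.62 to 78.4 ± 6.09 TPM (adjusted p = 0.00147), both from edgeR between Stra8-deficient and high-STRA8 cells. Meioc had summits in all 3 FLAG/FLAG libraries (scores 134, 108 and 44.5) and Ythdc2 in replicates 1 and 2 (both 17.5).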

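Ccnb3 rose 6.90-fold, from 6.76 ± 0.7503 TPM in Stra8-deficient to 43.8 ± 1.90 TPM in high-STRA8 cells (SD, n = 3 and 2, adjusted p = 5.22e-05, edgeR), with 12.4 TPM in low-STRA8 cells. A summit lay at its promoter in FLAG/FLAG replicate 1 (score 11.6).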

STRA8’s direct upregulation of all such genes explains why *Stra8-*deficient germ cells fail to initiate meiosis.

Some transcriptional regulators required for proper meiosis are also upregulated at meiotic initiation. 

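Mybl1 rose 5.43-fold, from 6.53 ± 1.34 TPM in Stra8-deficient to 29.8 ± 0.292 TPM in high-STRA8 cells (SD, n = 3 and 2, adjusted p = 0.000128, edgeR), and was at 7.70 TPM in low-STRA8 cells. Summits lay at its promoter in FLAG/FLAG replicates 1 and 2, with scores of 44.6 and 24.1.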

One such STRA8-activated gene encodes the testis-enriched transcriptional regulator MYBL1, without which males do not successfully complete meiosis (Bolcun-Filas et al., 2011). STRA8 amplifies the expression of *Taf7l* and *Taf4b*, which encode germ cell-specific or -enriched components of the TFIID complex that are needed for proper gametogenesis (Cheng et al., 2007; Falender et al., 2005; Grive et al., 2016; Zhou et al., 2013). 

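Taf4b rose 2.12-fold, from 99.6 ± 9.57 to 199 ± 1.16 TPM (SD, n = 3 and 2, adjusted p = 0.00016), and Taf7l 1.37-fold, from 1245 ± 231 to 1553 ± 117 TPM (adjusted p = 0.0354), both from edgeR and both with summits in all 3 FLAG/FLAG libraries. The call for Taf7l ended without Stra8-deficient replicate 1 or 3 (adjusted p = 0.0672 and 0.0612), without high-STRA8 replicate 1 or 2 (adjusted p = 0.0773 and 0.238), with limma on log2(TPM + 1) (adjusted p = 0.126) and with effective-length offsets (adjusted p = 0.0501). Taf7, which had no summit at its promoter, did not change (adjusted p = 0.746, edgeR).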

STRA8 also directly upregulates *4933416C03Rik* (now called *Taf7l2*), which appears to be a functional rodent-specific retrogene of *Taf7l*. 

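4933416C03Rik rose 1.70-fold, from 71.3 ± 10.8 TPM in Stra8-deficient to 115 ± 6.58 TPM in high-STRA8 cells (SD, n = 3 and 2, adjusted p = 0.00187, edgeR), with 69.8 TPM in low-STRA8 cells. Its promoter had summits in all 3 FLAG/FLAG libraries.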

The *Taf7l2* gene is robustly expressed in preleptotene cells (~70–115 TPM) and is highly testis-biased, with its testis expression comprising >99% of its total expression across different tissues (Figure 6—figure supplement 1A–C; Supplementary file 2). Additionally, STRA8 activates the transcription factor *Pparg*, whose function has been extensively studied in adipose tissue; it is not germ cell specific. Although *Pparg* was previously shown to be upregulated during meiotic prophase (Chen et al., 2018; Soh et al., 2015), its role in meiosis has not been probed. STRA8 strongly binds the *Pparg* promoter, which has eight STRA8 (CNCCTCAG) motifs, and activates its expression from ‘off’ (TPM < 0.01) in *Stra8-*deficient cells to robust expression (TPM of 38) in high-STRA8 preleptotene cells (Figure 6B). Thus, PPARG is a candidate to be an important transcriptional regulator during meiosis. 

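Pparg, which encodes a nuclear receptor, had estimated counts of 2, 0 and 3 in the Stra8-deficient libraries and was at 3.31 TPM in low-STRA8 and 37.7 ± 6.08 TPM (SD, n = 2) in high-STRA8 cells (adjusted p of high-STRA8 against Stra8-deficient cells = 0.00013, edgeR). With 8 CNCCTCAG matches in 2 kb, its promoter had summits in all 3 FLAG/FLAG libraries, with scores of 248, 170 and 207.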

STRA8’s upregulation of this and other transcriptional regulators may extend and reinforce the transcriptional programs on which meiosis depends.

Finally, we observed that, at meiotic initiation, STRA8 binds and upregulates the germ cell marker genes *Dazl* and *Gcna* (1.7- and 3.3-fold, respectively). 

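Dazl, which encodes a germ cell RNA-binding protein, rose 1.66-fold, from 1291 ± 293.5 to 2042 ± 21.1 TPM (SD, n = 3 and 2, adjusted p = 0.00762), and Gcna 3.30-fold, from 308 ± 35.7 to 955 ± 123 TPM (adjusted p = 6.46e-05), both from edgeR between Stra8-deficient and high-STRA8 cells. Dazl had summits in all 3 FLAG/FLAG libraries, the highest with a score of 78.4, and Gcna in replicate 1 alone, with a score of 9.32.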

(Note: *Gcna* was STRA8-bound in only one of three ChIP-seq replicates; Supplementary file 2). Both are robustly expressed in male and female germ cells from when they arrive at the gonad (Carmell et al., 2016; Hu et al., 2015), with *Dazl* functioning upstream of *Stra8* to provide competency to enter meiosis (Gill et al., 2011; Lin et al., 2008). Their STRA8-mediated upregulation hints at ongoing functions during meiosis.

Upregulation of meiotic genes likely depends on STRA8 binding to the CNCCTCAG motif. 

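The promoters of 103 meiotic prophase genes held a mean of 1.88 CNCCTCAG matches in 2 kb, against 0.582 at 21742 other promoters, a difference of 1.30 (permutation test across genes, two-sided p = 1e-05, the smallest that 100000 permutations can give). At least 1 match was present at 76.7% of the former and 42.8% of the latter. For the motif read in reverse order the difference was 0.10 (p = 0.092, permutation test). Many of these prophase genes are among the bound and upregulated genes at which the motif was found. That choice was not controlled for.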

We observed that most meiotic prophase genes have at least one CNCCTCAG motif at the promoter, and that meiotic gene promoters are significantly enriched for CNCCTCAG motifs compared to all other genes (p<3.5×10^−16^, two-tailed Mann Whitney *U* test; Figure 6—figure supplement 2A,B). 

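Promoters with many matches belong both to genes that rose and to genes that did not pass the test. Syce3, with 6 matches and summits in FLAG/FLAG replicates 1 and 2, was at 197 ± 17.9 TPM in Stra8-deficient and 229 ± 1.34 TPM in high-STRA8 cells (SD, n = 3 and 2, adjusted p = 0.625, edgeR). 4930447C04Rik, with 14 matches, rose 4.82-fold.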

Several meiotic genes had more than six STRA8 binding motifs at their promoters, including *4930447C04Rik*/*Six6os1* (14 motifs), *Pparg* (8), *M1ap* (7), *Prdm9* (6), *Syce3* (6), and *4933416C03Rik/Taf7l2* (6) (Supplementary file 3). Furthermore, human orthologs of meiotic genes were also enriched for CNCCTCAG motifs (p<1.1×10^−8^, two-tailed Mann-Whitney *U* test; Figure 6—figure supplement 2A,B), suggesting that upregulation of meiotic genes by STRA8 binding to the CNCCTCAG motif is conserved in humans.

### Upregulation of cell cycle-associated genes at meiotic initiation

The most enriched GO category in the ensemble of genes upregulated at meiotic initiation by STRA8 was ‘cell cycle,’ raising the possibility that STRA8 also amplifies the expression of general cell-cycle genes that function in both mitotic and meiotic cell cycles. To exclude the possibility that this enrichment was simply due to an enrichment of canonical meiotic prophase genes within the broader ‘cell cycle’ category, we tested this association in two ways. First, we asked whether STRA8-activated genes are enriched for cell-cycle genes after excluding genes associated with the term ‘meiotic cell cycle’. Indeed, non-meiotic cell-cycle genes were still overrepresented among STRA8-activated genes (p<5.0×10^−6^, one-tailed binomial test with Bonferroni correction; Figure 7A). Next, we compared the STRA8-activated genes with an independently curated list of ~200 genes associated with cellular division, which includes genes extensively studied in non-meiotic contexts that function in DNA replication, cell-cycle regulation, DNA damage, cytokinesis, or at the kinetochore (McKinley and Cheeseman, 2017). STRA8-activated genes were significantly enriched in this curated list (p<9.1×10^−9^, one-tailed hypergeometric test; Figure 7A), confirming STRA8’s direct role in upregulating a cell cycle-associated program.

**Figure 7.**
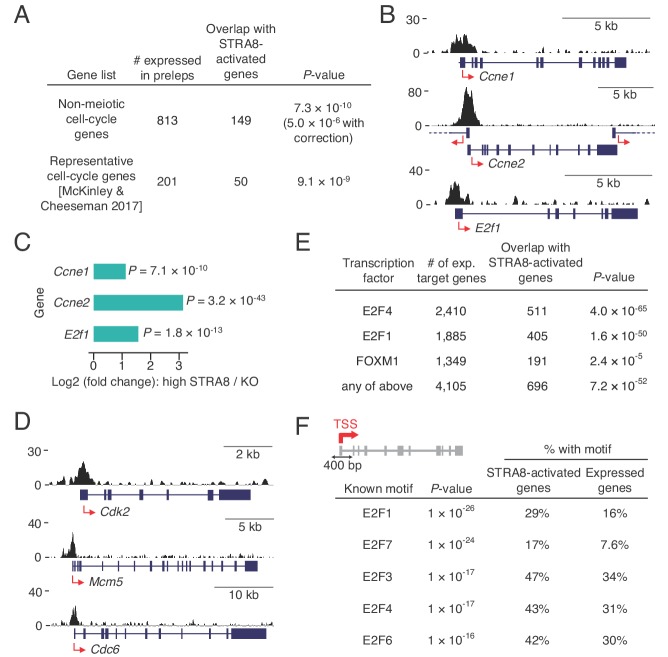
Coordinated upregulation of a transcriptional program for cell-cycle progression at meiotic initiation. (**A**) Overlap of STRA8-activated genes at meiotic initiation with cell-cycle associated gene lists. *P-*value for the non-meiotic cell cycle GO terms was calculated using a binomial test with Bonferroni correction. *P-*value for overlap with a list of representative cell-cycle genes was calculated using a one-tailed hypergeometric test. (**B**) Input-subtracted STRA8 ChIP signal showing STRA8 binding at promoters of key G1-S transition genes. Sequencing reads were pooled from the three *Stra8^FLAG/FLAG^* ChIP replicates. (**C**) Expression changes of key G1-S genes at meiotic initiation. (**D**) *Stra8^FLAG/FLAG^* ChIP-seq signal at promoters of other key cell-cycle genes. (**E**) Overlap of STRA8-activated genes with targets of known cell cycle-driving transcription factors. E2F4-, E2F1-, and FOXM1-bound genes were identified from ENCODE consortium ChIP-seq datasets. *P*-values were obtained by one-tailed hypergeometric tests. (**F**) Top five known motifs enriched near the TSS of STRA8-activated genes, compared to all other expressed genes. Enrichment of E2F transcription factor motifs suggests STRA8’s role in regulating a cell cycle-associated transcriptional program. Note that the E2F6 motif enrichment could also reflect the known role of E2F6, a non-canonical E2F factor, in regulating the expression of meiotic genes (Kehoe et al., 2008; Pohlers et al., 2005).

Motivated by previous findings that *Stra8* is genetically required for meiotic S phase (Baltus et al., 2006; Dokshin et al., 2013), we asked whether STRA8 directly regulates the G1-S transition of the cell cycle. We found evidence for its upregulation of G1-S regulators and DNA-replication genes. STRA8 bound and amplified by 3.0-fold the expression of *E2f1*, a key transcription factor that induces G1-S gene expression (Figure 7B,C) (Bracken et al., 2004). 

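E2f1 rose 2.96-fold, from 38.4 ± 10.9 TPM in Stra8-deficient to 107 ± 2.29 TPM in high-STRA8 cells (SD, n = 3 and 2, adjusted p = 0.000683, edgeR), with 54.1 TPM in low-STRA8 cells. Its promoter, with 1 CNCCTCAG match, had summits in all 3 FLAG/FLAG libraries, with scores of 27.0, 11.2 and 8.48.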

STRA8 binding also was associated with significant upregulation of *Ccne1* and *Ccne2* (Figure 7B,C and Supplementary file 2), which encode cyclins that regulate the cyclin dependent kinase CDK2 at the G1-S transition (Caldon and Musgrove, 2010); *Cdk2* itself is also STRA8-activated at meiotic initiation (Figure 7D). Furthermore, STRA8 upregulates components of the pre-replicative complex for DNA replication: members of the origin recognition complex (ORC4 and ORC6), subunits of the replicative helicase (MCM4, MCM5, and MCM6), and CDC6. 

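Between Stra8-deficient and high-STRA8 cells, Ccne2 rose 8.81-fold, from 90.6 ± 29.8 to 747 ± 9.70 TPM (SD, n = 3 and 2, adjusted p = 9.62e-05), Ccne1 2.16-fold, from 24.8 ± 3.45 to 51.0 ± 0.0289 TPM (adjusted p = 0.000617), and Cdk2 1.47-fold, from 105 ± 7.72 to 144 ± 2.91 TPM (adjusted p = 0.00227), all from edgeR. Ccne2 had summits in all 3 FLAG/FLAG libraries, Ccne1 in replicates 1 and 2, and Cdk2 in replicates 1 and 3.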

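Of 6 genes of the pre-replicative complex given here, Cdc6, which loads the helicase, had the largest fold change (6.77-fold, from 12.3 ± 0.979 to 78.8 ± 9.60 TPM, SD, n = 3 and 2, adjusted p = 5.12e-05). Mcm5 rose 2.88-fold (179 ± 31.4 to 484 ± 20.8 TPM, adjusted p = 0.000219), Mcm4 2.15-fold (adjusted p = 0.000185), Mcm6 1.93-fold (adjusted p = 0.000301), Orc6 2.17-fold (adjusted p = 0.000472) and Orc4 1.89-fold (adjusted p = 0.00647), all from edgeR between Stra8-deficient and high-STRA8 cells. Most of the rise of Cdc6 was present in low-STRA8 cells, at 54.9 TPM, and Cdc6, Mcm4, Mcm5, Mcm6 and Orc6 did not differ between low- and high-STRA8 cells past the threshold (adjusted p = 0.0588, 0.0907, 0.0722, 0.0688 and 0.294, edgeR).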

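Cdc7 rose 2.89-fold between Stra8-deficient and high-STRA8 cells, from 39.6 ± 4.58 to 106 ± 4.52 TPM (SD, n = 3 and 2, adjusted p = 0.000132, edgeR). Dbf4 was at 117 ± 12.7 and 126 ± 1.97 TPM, a 1.177-fold difference that did not pass the test (adjusted p = 0.107, edgeR), except without Stra8-deficient replicate 1 (adjusted p = 0.0313). Both had summits in all 3 FLAG/FLAG libraries, and neither promoter had a CNCCTCAG match in 2 kb.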

Genes that encode DBF4 and CDC7, which together stimulate the MCM complex to initiate DNA replication, are also upregulated by STRA8 (Figure 7D and Supplementary file 2).

These observations led us to test whether STRA8 regulates a broader cell cycle-associated transcriptional program. Specifically, we asked whether STRA8-activated genes also are targets of the transcription factors E2F1 and E2F4, which drive a broad gene expression program for dividing cells, including genes required for DNA replication, cell-cycle control, DNA damage repair, and chromosome segregation (Bracken et al., 2004); or targets of the FOXM1 transcription factor, which regulates many genes required for the G1-S and G2-M transitions (Laoukili et al., 2005; Wang et al., 2005). We identified targets of these factors by analyzing ENCODE consortium ChIP-seq data from various non-meiotic cell lines. We found that more than half of STRA8-activated genes were also targets of one or more of these other cell cycle transcription factors (Figure 7E). Furthermore, at the TSS of STRA8-activated genes, the most enriched known motifs were those for E2F transcription factors, which suggests that the genes are regulated in a cell cycle-dependent manner (Figure 7F). Together, our findings demonstrate that a broad cell cycle-associated transcriptional program is amplified by STRA8 at the onset of meiotic initiation.

## Discussion

Prior to the studies reported here, how germ cells in multicellular organisms initiate meiosis was not well understood. By specifically examining mouse germ cells entering meiosis in vivo (Romer et al., 2018), we now show that meiotic initiation entails the robust upregulation of a broad gene ensemble in the preleptotene stage. We demonstrate that STRA8, a transcriptional activator, triggers the unique meiotic cell cycle by amplifying the expression of meiotic prophase I genes, G1-S cell-cycle genes, and factors that specifically inhibit the mitotic program.

We were able to explore the switch to a meiotic cell cycle in unprecedented detail because we could measure transcriptional changes directly within the preleptotene population before and after meiotic initiation. We found that most genes upregulated at meiotic initiation, including canonical meiotic prophase genes, are also expressed in preleptotene cells in the absence of meiotic initiation, providing context for earlier, anecdotal reports of meiotic gene expression in pre-meiotic germ cells (Evans et al., 2014; Jan et al., 2017; Wang et al., 2001). Expression of these genes alone is therefore not enough to trigger meiotic initiation, and should not be taken as evidence of successful meiotic entry (Handel et al., 2014). Rather, what triggers meiotic initiation may be the coordinated upregulation of most canonical meiotic prophase I genes during the preleptotene stage. A common factor, STRA8, likely upregulates their expression past threshold levels required to support the events of homolog pairing, synapsis, and meiotic recombination (Figure 8A). We find, for example, that STRA8 upregulates key meiotic genes *Prdm9*, *Dmc1*, and *Hormad1* more than 4-fold, and the meiotic telomere complex factor *Majin* by 23-fold. Also critical for triggering meiosis may be the small subset of STRA8-activated genes that are initially ‘off’ in the absence of meiotic initiation, such as *Rad51ap2* and *Pparg*, whose meiotic functions remain unexplored. In addition, meriting further investigation are STRA8-activated, testis-biased genes of unknown function (Supplementary file 1).

**Figure 8.**
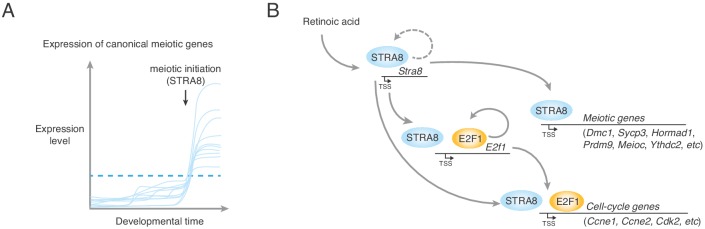
A model for upregulation of the transcriptional program that triggers the meiotic cell cycle. (**A**) Upregulation of meiotic prophase genes at meiotic initiation. Shown are hypothetical meiotic genes and their expression levels across developmental time. Many meiotic genes are expressed at detectable levels before meiotic initiation. We propose that their upregulation above a threshold level (dotted blue line) required for events such as synapsis and meiotic recombination triggers the execution of the chromosomal events of meiotic prophase I. In preleptotene spermatocytes, STRA8 directly upregulates this ensemble of genes. (**B**) A model of STRA8-mediated gene expression changes at meiotic initiation. First, retinoic acid induces expression of *Stra8.* STRA8 then activates a broad transcriptional program by directly binding promoters of both meiotic genes and cell-cycle genes. Among STRA8-activated cell cycle genes is *E2f1*, which is known to drive the G1/S transition. E2F1 upregulates its own expression as well as a broad ensemble of cell cycle-associated genes, including those involved in a positive feedback loop to reinforce cell-cycle entry. STRA8 also binds its own promoter, potentially establishing a feedback loop that further commits germ cells to the meiotic cell cycle.

Our work highlights STRA8 as a key transcriptional regulator for initiation of meiosis. Although its CNCCTCAG binding motif differs from the typical bHLH binding motif CANNTG (Massari and Murre, 2000), our results are consistent with STRA8 functioning as a bHLH transcription factor. We find that a STRA8 isoform lacking the bHLH domain (Baltus et al., 2006; Tedesco et al., 2009) cannot initiate meiosis or localize to the nucleus in vivo, paralleling a prior in vitro finding that its bHLH domain directs nuclear localization (see Appendix 1) (Tedesco et al., 2009). Because HLH domains mediate dimerization, we propose that STRA8’s HLH domain heterodimerizes with that of another HLH factor before it translocates to the nucleus to bind gene promoters. STRA8’s promoter specificity stands out; few transcription factors exhibit such a preponderance (84%) of binding at promoters (Neph et al., 2012). Perhaps it regulates transcription by releasing promoter-paused RNA polymerase II (RNAPII) into productive elongation, which in many developmental contexts facilitates rapid and synchronous gene upregulation (Adelman and Lis, 2012). Alternatively, STRA8 may facilitate transcription by recruiting RNAPII, the pre-initiation complex, or chromatin modifiers such as histone acetyltransferases. STRA8 is unlikely to be a pioneer transcription factor, because its preference for promoters of already-expressed genes indicates that it primarily binds open chromatin regions.

We suggest that meiotic initiation involves the amplification of a broad gene regulatory network that drives not only the chromosomal events of meiotic prophase I but also cell-cycle entry (Figure 8B). In mice, STRA8 activates DNA-replication and G1-S genes, corroborating and extending previous genetic evidence that meiotic initiation takes place upstream of meiotic S phase (Baltus et al., 2006; Dokshin et al., 2013). STRA8 directly activates *E2f1*, which drives the G1-S cell-cycle transition (Bracken et al., 2004). In primary human fibroblasts, activation of the E2F1-CCNE1/2-CDK2 positive feedback loop signals passage through the ‘restriction point’ (Schwarz et al., 2018), a point-of-no-return indicating commitment to the cell-cycle program (Bertoli et al., 2013). STRA8’s coordinated upregulation of these feedback-loop genes suggests that initiation of the meiotic program (encompassing meiotic DNA replication to the meiotic divisions) involves passage through a meiotic version of the ‘restriction point.’ STRA8 also binds its own promoter, suggesting potential positive feedback to promote robust upregulation of meiotic S-phase and prophase genes, together with cell-cycle transcription factors such as *E2f1*. As in mitotic G1-S, positive feedback during meiotic G1-S may be followed by negative feedback (Bertoli et al., 2013): fetal ovarian germ cells downregulate *Stra8* after meiotic entry (Soh et al., 2015), and STRA8 levels in male germ cells decline precipitously after the leptotene stage (Zhou et al., 2008).

The upregulation of general cell-cycle genes begs the question, how does the preleptotene cell know to induce a meiotic (and not a mitotic) program? Specificity for meiosis may result in part from upregulation of genes that ensure a meiosis-specific cell-cycle state. First, STRA8 directly upregulates the genes encoding the post-transcriptional regulators MEIOC and YTHDC2, which are critical for the unique meiotic cell cycle state; they prevent aberrant expression of mitotic genes during meiotic prophase I and help meiotic germ cells maintain the extended prophase unique to meiosis I (Abby et al., 2016; Bailey et al., 2017; Jain et al., 2018; Soh et al., 2017). [Note that our RNA-seq analyses provide no insight into post-transcriptional regulation of meiosis, which is known to be pervasive in yeast meiosis (Brar et al., 2012).] Second, we find that *Ccnb3,* a meiosis-specific cyclin that prevents precocious progression through meiotic prophase (Nguyen et al., 2002), is 6.9-fold upregulated at meiotic initiation. Finally, the STRA8-regulated genes *Ccne2* and *Cdk2*, which are considered ‘general’ cell-cycle genes, may have meiosis-specific roles. These genes are not strictly required for mitotic proliferation but are necessary for proper homolog pairing and synapsis in meiosis (Martinerie et al., 2014; Ortega et al., 2003).

The far-reaching role of a common factor – STRA8 – in coordinating broad transcriptional changes raises the possibility of whether it alone is sufficient to initiate the meiotic program. We would argue that it is not sufficient, and that triggering meiosis instead entails amplification of a transcriptional program that exists only in the early preleptotene stage. In fact, STRA8 is expressed in, but does not induce meiosis in, early (type A) spermatogonia (Zhou et al., 2008). Furthermore, ectopic STRA8 expression in intermediate type spermatogonia (Endo et al., 2015) (only two cell divisions prior to the preleptotene stage) or in vitro-derived germ cells (Miyauchi et al., 2017) is not alone sufficient to trigger meiosis. Competency for meiotic initiation may thus require a chromatin or transcriptional state established in preceding mitotic divisions (Zhang et al., 2014), including the observed lower-level expression of meiotic genes (Evans et al., 2014; Soh et al., 2015; Wang et al., 2001). We suggest that this preleptotene-specific competency intersects with STRA8’s function as a transcriptional activator to amplify and orchestrate the unique gene regulatory network that drives meiosis. In other multicellular organisms, transcriptional regulators of meiotic initiation remain to be identified (Kimble, 2011). However, the combination of pre-existing transcriptional programs together with a dramatic amplification of a broad meiosis-associated gene ensemble may be a common strategy to trigger the one meiotic cell cycle between successive generations with precision, only at the proper time and place.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Stimulated by* *retinoic acid 8* (*Stra8*)	Mouse Genome Informatics	MGI:107917	
Strain, strain background (*M. musculus*)	B6	Taconic	TAC: B6-F	C57BL/6NTac
Strain, strain background (*M. musculus*)	B6/129	Taconic	TAC: B6129-F	B6129F1/Tac
Strain, strain background (*M. musculus*)	CD-1	Charles River Laboratories	CRL: 022	Crl:CD1(ICR)
Genetic reagent (*M. musculus*)	*Stra8^FLAG^*	this paper		FLAG-tagged knock-in allelegenerated by CRISPR/Cas9
Genetic reagent (*M. musculus*)	*Stra8^Δ121^*	this paper		*Stra8* allele with a121-bp deletion generated by CRISPR/Cas9
Genetic reagent (*M. musculus*)	*Stra8-*deficient allele, *Stra8*^-^	The JacksonLaboratory	JAX: 023805; MGI:3622304	*Stra8^tm1Dcp^*
Genetic reagent (*M. musculus*)	*Ddx4-Cre*	PMID:23858447	MGI:5554579	*Ddx4^tm1.1(cre/mOrange)Dcp'^*
Genetic reagent (*M. musculus*)	*Rosa26-tdTomato*	The Jackson Laboratory	JAX: 007914	B6.Cg-Gt(ROSA)26Sor^t*m14(CAG-tdTomato)Hze*^/J
Cell line (*M. musculus*)	v6.5 embryonic stem cells	other	RRID:CVCL_C865	Jaenisch Lab, Whitehead Institute
Biological sample (*M. musculus*)	CF6Neo Mouse Embryonic Fibroblasts (MEF), Mitomycin C Treated	MTI-GlobalStem	GlobalStem:GSC-6105M	
Antibody	anti-STRA8 (rabbit polyclonal)	Abcam	Abcam:ab49405; RRID:AB_945677	(IF 1:250; IHC 1:500: WB 1:1000)
Antibody	anti-STRA8 (rabbit polyclonal)	Abcam	Abcam:ab49602; RRID:AB_945678	(IF 1:250; IHC 1:500: WB 1:1000)
Antibody	anti-FLAG M2 (mouse monoclonal)	MilliporeSigma	MilliporeSigma:F1804; RRID:AB_262044	(IHC 1:200)
Antibody	anti-FLAG M2, HRP-conjugated (mouse monoclonal)	MilliporeSigma	MilliporeSigma:A8592; RRID: AB_439702	(WB 1:1000)
Antibody	anti-DMC1 H100 (rabbit polyclonal)	Santa Cruz Biotechnology	SantaCruz:sc-22768; RRID:AB_2277191	(IF 1:250)
Antibody	anti-SCP3 D-1 (mouse monoclonal)	Santa CruzBiotechnology	SantaCruz:sc-74569; RRID:AB_2197353	(IF 1:250)
Antibody	anti-phospho-histone H2AX (Ser139), clone JBW301 (mouse monoclonal)	MilliporeSigma	MilliporeSigma:05–636; RRID:AB_309864	(IF1:250)
Antibody	anti-DDX4/MVH (goat polyclonal)	R and D Systems	R and D Systems:AF2030; RRID:AB_2277369	(IF 1:500)
Antibody	anti-alpha tubulin, HRP-conjugated (rabbit polyclonal)	Abcam	Abcam:ab40742; RRID:AB_880625	(WB 1:5000)
Antibody	anti-goat Alexa Flour 488 (donkey polyclonal)	JacksonImmunoResearch	JacksonImmunoResearch:705-546-147	(IF 1:250)
Antibody	anti-rabbit Rhodamine Red-X (RRX) (donkey polyclonal)	JacksonImmunoResearch	JacksonImmunoResearch:711-295-152	(IF 1:250)
Antibody	anti-mouse Cy5 (donkey polyclonal)	JacksonImmunoResearch	JacksonImmunoResearch:715-175-150	(IF 1:250)
Antibody	anti-rabbit, peroxidase -conjugated (donkey polyclonal)	JacksonImmunoResearch	JacksonImmunoResearch:711-035-152	(WB 1:5000)
Recombinant DNA reagent	pX330-U6-Chimeric_BB- CBh-hSpCas9 (plasmid)	Addgene	Addgene:42230	
Sequence- based reagent	primers and oligonucleotides used in this study	this paper		All primers and oligonucleotides used in this study are available in Supplementary file 6
Chemical compound, drug	N,N′-Octamethylenebis(2,2-dichloroacetamide) [Win18,446]	Santa Cruz Biotechnology	SantaCruz:sc-295819	
Chemical compound, drug	Retinoic acid	MilliporeSigma	MilliporeSigma:R2625	
Software, algorithm	FASTX Toolkit	other	RRID:SCR_005534	http://hannonlab.cshl.edu/fastx_toolkit/
Software, algorithm	Bowtie1 (v.1.2.0)	PMID:19261174	RRID:SCR_005476	http://bowtie-bio.sourceforge.net/index.shtml
Software, algorithm	Samtools (v1.5)	PMID:19505943	RRID:SCR_002105	http://samtools.sourceforge.net/
Software, algorithm	MACS2 (v2.1.1.20160309)	PMID:18798982	RRID:SCR_013291	https://github.com/taoliu/MACS
Software, algorithm	htseq count (v0.8.0)	PMID:25260700	RRID:SCR_011867	https://htseq.readthedocs.io
Software, algorithm	kallisto (v0.43.0)	PMID:27043002	RRID:SCR_016582	https://pachterlab.github.io/kallisto/about
Software, algorithm	DESeq2 (v1.18.1)	PMID:25516281	RRID:SCR_015687	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Software, algorithm	PANTHER (v13.1)	PMID:27899595	RRID:SCR_004869	http://www.pantherdb.org/
Software, algorithm	HOMER (v4.9.1)	PMID: 20513432	RRID:SCR_010881	http://biowhat.ucsd.edu/homer/index.html
Software, algorithm	deepTools (v2.5.3)	PMID:27079975	RRID:SCR_016366	http://deeptools.readthedocs.io/en/latest/index.html
Software, algorithm	RStudio v1.1.414	RStudio	RRID:SCR_000432	
Software, algorithm	PHYLIP (v3.66)	Other	RRID:SCR_006244	Distributed by J Felsenstein. http://evolution.genetics.washington.edu/phylip.html
Commercial assay or kit	Periodic Acid-Schiff (PAS) Kit	MilliporeSigma	MilliporeSigma:395B	
Commercial assay or kit	Mouse on Mouse ImmPRESS HRP (Peroxidase) Polymer Kit	VECTOR Laboratories	VectorLabs:MP2400	
Commercial assay or kit	ImmPRESS HRP Anti-Rabbit IgG (Peroxidase) Polymer Detection Kit, made in Horse	VECTOR Laboratories	VectorLabs:MP-7401	
Commercial assay or kit	mMESSAGE mMACHINE T7 Kit	Thermo Fisher Scientific	ThermoFisher:AM1344	
Commercial assay or kit	MEGAshortscript T7 Kit	Thermo Fisher Scientific	ThermoFisher:AM1354	
Commercial assay or kit	MEGAclear Kit	Thermo Fisher Scientific	ThermoFisher:AM1908	
Commercial assay or kit	ChIP DNA Clean and Concentrator Kit	Zymo Research	Zymo:D5205	
Commercial assay or kit	TruSeq ChIP Sample Preparation Kit	Illumina	Illumina:IP-202–1024	
Commercial assay or kit	Accel-NGS 2S Plus DNA Library Kit	Swift Biosciences	SwiftBio:21024	
Commercial assay or kit	TruSeq Stranded mRNA Library Prep Kit	Illumina	Illumina:20020594	
Other	Hematoxylin	Life Technologies	LifeTech:008011	
Other	2.5% Normal Horse Serum Blocking Solution	VECTOR Laboratories	VectorLabs:S-2012	
Other	ImmPACT DAB Peroxidase (HRP) Substrate	VECTOR Laboratories	VectorLabs:SK-4105	
Other	Normal donkey serum	Jackson ImmunoResearch	JacksonImmunoResearch:017000121	
Other	VECTASHIELD Antifade Mounting Media for Fluorescence	VECTOR Laboratories	VectorLabs:H-1000	
Other	Collagenase, Type I	Worthington Biochemical	Worthington:LS004196	
Other	Hyaluronidase	MilliporeSigma	MilliporeSigma:H3506	
Other	DNaseI	MilliporeSigma	MilliporeSigma:D5025	
Other	Benzonase Nuclease	MilliporeSigma	MilliporeSigma:70664–3	
Other	Protease inhibitor, EDTA Free	MilliporeSigma	MilliporeSigma: 11836170001	
Other	ESGRO Recombinant Mouse LIF Protein	MilliporeSigma	MilliporeSigma:ESG1107	
Other	Dynabeads Protein G for Immunoprecipitation	Thermo Fisher Scientific	ThermoFisher:10004D	
Other	Lumi-Light Western Blotting Substrate	MilliporeSigma	MilliporeSigma:12015200001	
Other	DirectPCR Lysis Reagent (Mouse Tail)	Viagen Biotech	Viagen:102 T	

### Mice

All mouse experiments were approved by the Massachusetts Institute of Technology (MIT) Division of Comparative Medicine, which is overseen by the MIT Institutional Animal Care and Use Committee (IACUC). For embryonic gonad collection, females were housed with males overnight, and 12:00 p.m. (noon) of the day the vaginal plug was observed was considered to be embryonic day 0.5. To generate *Stra8^FLAG/FLAG^* mice, we either mated *Stra8^FLAG/FLAG^* homozygous mice to each other or mated *Stra8^+/FLAG^* heterozygous mice to each other. To generate *Stra8 ^Δ121/Δ121^* mice, which do not express the long STRA8 isoform, *Stra8**^+^**^/Δ121^* heterozygous mice were mated to each other. *Stra8^FLAG^* and *Stra8 ^Δ121^* alleles used in phenotypic characterizations of *Stra8^FLAG/FLAG^* and *Stra8 ^Δ121/Δ121^* mice were backcrossed to C57BL/6NTac (B6) for at least seven generations (>99.5% B6); ChIP data were generated from mice that were >96% B6. For lineage sorting of germ cells, we used the *Ddx4^Cre^* allele (official allele name *Ddx4^tm1.1(cre/mOrange)Dcp^*) (Hu et al., 2013), backcrossed at least nine generations to B6, and the *Rosa26^tdTomato^* allele (B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*/J from the Jackson Laboratory, Bar Harbor, ME) (Madisen et al., 2010), backcrossed at least 10 generations to B6. The *Stra8^tm1Dcp^* allele (Baltus et al., 2006) was backcrossed to B6 at least 28 generations to generate *Stra8*-deficient (*Stra8^-/-^*) mice. B6 and B6129F1/Tac (B6/129) mice were obtained from Taconic Biosciences (Rensselaer, NY), and Crl:CD1(ICR) (CD-1) mice were obtained from Charles River Laboratories (Wilmington, MA).

### Mouse genotyping

An ear biopsy (for postnatal mice) or a tail piece (from embryonic samples) was lysed in DirectPCR Lysis Reagent (Mouse Tail) (Viagen Biotech, Los Angeles, CA) supplemented with 400 μg/mL Proteinase K at 55°C overnight and then incubated at 85°C for 45 min. This crude lysate was used for genotyping by PCR with the primers listed in Supplementary file 6.

### Generation of *Stra8^FLAG^* and *Stra8 ^Δ121^* alleles

Modified *Stra8* mouse alleles were generated by one-cell embryo injection of CRISPR/Cas9 reagents, following published protocols (Wang et al., 2013; Yang et al., 2013). Briefly, an oligonucleotide pair targeting exon 2 of *Stra8* was cloned into the guide RNA (gRNA) cassette of the vector pX330 (Addgene, Cambridge, MA), which also contains a Cas9 expression cassette (Cong et al., 2013). gRNA and Cas9 RNAs were transcribed in vitro using the MEGAshortscript T7 kit (Thermo Fisher, Waltham, MA) and mMESSAGE mMACHINE T7 ULTRA kit (Thermo Fisher), respectively, and purified using the MEGAclear kit (Thermo Fisher). RNAs were eluted in RNase free water. To obtain embryos for injection, superovulated female B6/129 mice (~9 weeks of age) were mated to B6 stud males. Fertilized one-cell embryos were injected cytoplasmically with a mixture of gRNA (50 ng/μL), Cas9 (50 ng/μL), and a 200 bp single-stranded oligo (100 ng/μL) for homology directed repair (HDR) following Cas9-mediated double-strand break (DSB) formation. This oligo, ordered as an Ultramer DNA oligo from Integrated DNA Technologies (Coralville, IA), encodes a FLAG peptide and an 8-aa linker sequence (GSGSGSGS), flanked on both sides by ~75 bp of sequence homologous to the *Stra8* locus. The injected embryos were cultured at 37°C under 5% CO_2_ until 3.5 days post coitum (dpc), at which time they were at blastocyst stage. These blastocysts were transferred into the uteri of 2.5-dpc pseudopregnant CD-1 females. Genotyping of post-natal mice was performed by PCR amplification followed by sequencing, which confirmed the generation of the mutant *Stra8* alleles: *Stra8^FLAG^* (by successful repair of the Cas9-mediated DSB by HDR with the oligo) and *Stra8^Δ121^* (by repair of the DSB with non-homologous end joining, resulting in a 121 bp deletion). See Supplementary file 6 for a list of oligos and primers used.

### Histological analysis

Dissected tissues were fixed in Bouin’s solution at room temperature (3 hr or overnight) or in 4% (wt/vol) paraformaldehyde at 4°C (overnight). Fixed tissues were embedded in paraffin and sectioned to 5 μm thickness. Slides were dewaxed in xylenes, rehydrated with an ethanol gradient, and heated in citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) in the microwave.

For fluorescent detection, slides were first blocked with 5% donkey serum (Jackson ImmunoResearch, West Grove, PA) and then incubated with primary antibodies diluted in 5% donkey serum. Primary antibodies were diluted 1:500 for DDX4/VASA (AF2030, R and D Systems, Minneapolis, MN) and 1:250 for all other antibodies (STRA8, ab49405, Abcam, Cambridge, UK; STRA8, ab49405, Abcam; DMC1, sc227268, Santa Cruz Biotechnology, Dallas, TX; SCP3, sc-74569, Santa Cruz; γ-H2AX (Ser139) clone JBW301, 05–636, Millipore Sigma, Burlington, MA). Slides were then incubated with secondary antibodies conjugated to fluorophores (donkey anti-goat Alexa Fluor 488, donkey anti-rabbit RRX, and donkey anti-mouse Cy5, all from Jackson ImmunoResearch) at a 1:250 dilution. Slides were counterstained with DAPI prior to mounting with VECTASHIELD Antifade Mounting Medium for Fluorescence (Vector Laboratories, Burlingame, CA).

For colorimetric detection of STRA8, slides were treated with 3% hydrogen peroxide for 10 min, blocked with 2.5% horse serum (Vector Laboratories), and incubated for 30 min at room temperature with primary antibodies (ab49405, Abcam; ab49602, Abcam) diluted 1:500 in 2.5% horse serum. The slides were then washed with PBS, incubated with ImmPRESS peroxidase-conjugated secondary antibodies (Vector Laboratories), and incubated with DAB substrate (Vector Laboratories). For detection with a mouse antibody, the Mouse on Mouse ImmPRESS kit (Vector Laboratories) was used following manufacturer’s instructions, with a 1:200 dilution of the FLAG M2 antibody (F1804, MilliporeSigma). Slides were counterstained with periodic acid-Schiff (MilliporeSigma), and/or with Mayer's hematoxylin (Thermo Fisher Scientific). Slides were dehydrated and mounted with Permount (Thermo Fisher Scientific).

### Spermatogenesis synchronization

Synchronization of spermatogenesis for 2S and 3S was performed following a synchronization protocol (Hogarth et al., 2013) that was subsequently modified (Romer et al., 2018). Briefly, male mice were injected daily from postnatal day (P) two to P8 with WIN18,446 (Santa Cruz Biotechnology; 0.1 mg/gram body weight) and on P9 with retinoic acid (RA) (MilliporeSigma; 0.0125 μg/gram body weight). All injections were performed subcutaneously over the shoulders. Mice were euthanized ~6.75 days (d) after the RA injection to obtain testes enriched for preleptotene cells. Each pair of synchronized testes yielded roughly five million cells. From each mouse, a small tissue biopsy was reserved for histology to confirm proper enrichment of preleptotene stage spermatocytes, and the rest was used for ChIP-seq or cell sorting followed by RNA-seq.

To quantify the extent of preleptotene cell enrichment, testis tissue was fixed in Bouin’s solution for 3 hr. Testis sections were stained with STRA8 antibody (Abcam ab49405) and counter-stained with hematoxylin. For each sample, all cells in five microscope fields (100X magnification) were counted and classified according to morphology (Russell, 1990) and STRA8 expression status. The fraction of all cells that are STRA8-expressing preleptotene cells was obtained by dividing the number of preleptotene cells with robust STRA8 staining by the total number of cells (somatic and germ cells combined).

### Estimating the fraction of cells initiating meiosis in the adult testis

The fraction of all cells in the unperturbed adult testis that are STRA8-expressing preleptotene spermatocytes was estimated using known parameters for testis cell-type composition and the duration of various states within germ-cell development. First, the total number of cells in an adult mouse testis was estimated by summing the numbers of individual testis cell types (from Tegelenbosch and de Rooij, 1993: 3×10^6^ Sertoli cells, 2.8×10^6^ spermatogonia, 25×10^6^ spermatocytes, 99×10^6^ spermatids; from Vergouwen et al., 1993: 3.5×10^6^ interstitial cells), yielding 133.3×10^6^ cells per testis. Spermatocytes comprise 18.8% of this total.

Next, the proportion of preleptotene spermatocytes among all spermatocytes was estimated by noting that, in an adult testis, this proportion is approximated by the length of time a cell spends as a preleptotene spermatocyte relative to the total time spent as a spermatocyte. The total spermatocyte lifespan is 326 hr (Oakberg, 1956). Preleptotene cells are present in the later half of stage VI, all of stage VII, and the first half of stage VIII in the cycle of the mouse seminiferous epithelium (Russell, 1990). Given the duration of these three stages (18.1 hr, 20.6 hr, and 20.8 hr, respectively (Oakberg, 1956)), the lifespan of a preleptotene spermatocyte is estimated to be ~40 hr. Thus, preleptotene cells comprise 40/326 = 12.3% of all spermatocytes and 2.3% of all cells in the testis, resulting in ~3.1×10^6^ preleptotene cells per testis.

Finally, the proportion of cells expressing STRA8 among all preleptotene cells was estimated. STRA8-positive spermatocytes are found in 0% of stage VI tubules, 71% of stage VII tubules, and 100% of stage VIII tubules (Endo et al., 2015). The duration of STRA8 expression can be estimated as (0.71 × (length of stage VII)) + (0.5 × (length of stage VIII)) = ~25 hr. Thus, STRA8-positive cells represent 25/40 = 62.5% of all preleptotene cells. The total number of STRA8-expressing preleptotene cells is therefore 0.625 × 3.0×10^6 ^= 1.88×10^6^ per testis. We use these numbers to estimate that STRA8-expressing preleptotene spermatocytes comprise 1.88×10^6 ^/133.3×10^6^ = ~1.4% of all cells in the adult testis.

### Isolation of sorted preleptotene cells

Purified preleptotene cell populations for RNA-seq were obtained following the ‘3S’ protocol (Romer et al., 2018). With this system, the estimated purity of sorted preleptotene cells is ~90%. Germ-cell lineage sorting was achieved with the *Ddx4^Cre^* and *Rosa26^tdTomato^* alleles: *Rosa26^tdTomato^* contains a loxP-STOP-loxP-tdTomato construct at the endogenous *Rosa26* locus, such that the STOP codon is excised in the presence of Cre recombinase. When combined with the *Ddx4^Cre^* allele, the *Rosa26^tdTomato^* allele yields mice with tdTomato expression only in germ cells. We mated *Ddx4^Cre^*^/+^*Stra8^+/-^ *mice with *Rosa26^tdTomato/tdTomato^ Stra8^+/-^* mice, and we then treated their male offspring with WIN18,446/RA to synchronize spermatogenesis. We used synchronized testes from *Ddx4^Cre^*^/+^*Rosa26^tdTomato/+^* mice that were either heterozygous (*Stra8^+/-^*) or homozygous (*Stra8^-/-^*) for the *Stra8*-deficient allele. Testes were collected ~6.75 d after injecting RA and reduced to a single-cell suspension using collagenase, trypsin, and DNaseI. DAPI was added to cells prior to cell sorting on the FACSAria SORP (BD Biosciences, San Jose, CA). Single cells were first gated based on light scatter (forward and side scatter), and high DAPI fluorescence (dead) cells were excluded. We then used tdTomato fluorescence intensity to sort only the preleptotene stage spermatocytes.

### Cell culture

v6.5 embryonic stem cells (ESCs) were cultured at 37°C in 5% CO_2_ in Dulbecco’s modified Eagle’s medium supplemented with 15% fetal bovine serum, 2 mM L-glutamine, 0.1 mM non-essential amino acids, 1% penicillin/streptomycin, 0.1 mM β–mercaptoethanol, and 1,000 U/mL leukemia inhibitory factor (ESGRO, MilliporeSigma). Cells were initially cultured on mitocyin C-treated CF6Neo mouse embryonic fibroblasts (MTI-GlobalStem). To induce STRA8 expression, ESCs were transferred to gelatin-coated culture dishes and treated with culture medium containing 10 μM retinoic acid dissolved in DMSO. For an uninduced negative control, an equivalent volume of DMSO was added to the culture medium.

### Immunoblotting

To prepare protein lysates, testes (snap frozen in liquid nitrogen and subsequently thawed) or ESCs were homogenized in lysis buffer [50 mM HEPES (pH 7.4), 1 mM EGTA, 1 mM MgCl_2_, 100 mM KCl, 10% glycerol, 0.05% NP-40] supplemented with EDTA-free protease inhibitor (Roche Diagnostics, Risch-Rotkreuz, Switzerland) and Benzonase nuclease (MilliporeSigma), incubated at 4°C with rotation for 30 min, and then centrifuged at 20000 *g* for 15 min at 4°C. The soluble fraction was used as the lysate. Proteins were denatured in sample buffer for 10 min at 70°C, resolved on a NuPAGE 4–12% Bis-Tris gel (Thermo Fisher Scientific), and transferred to a nitrocellulose membrane. The membrane was blocked in 5% BSA/Tris-buffered saline containing 0.1% Tween-20 (TBST) for 1 hr at room temperature and then incubated with a primary antibody solution prepared in 5% BSA/TBST. STRA8 antibodies (ab49602 or ab49405, Abcam) were used at a 1:1000 dilution with an overnight incubation at 4°C, followed by a 1 hr room-temperature incubation with a 1:5000 dilution of a peroxidase-conjugated anti-rabbit secondary antibody (Jackson ImmunoResearch). Primary antibody incubation with FLAG-HRP (1:1000; A8592, MilliporeSigma) was performed overnight at 4°C. Incubation with alpha tubulin-HRP (1:5000; ab40742, Abcam) was performed at room temperature for 1 hr. Proteins on the membranes were detected by addition of Lumi-Light Western Blotting Substrate (Roche).

### Chromatin immunoprecipitation

ChIP-seq was performed using a modification of a small-scale ChIP protocol described previously (Lesch et al., 2013). Synchronized testes were dissected into PBS and dissociated into a single-cell suspension in 0.25% trypsin + 0.1 mM EDTA with collagenase (type 1) (Worthington Biochemical, Lakewood, NJ) and 0.1% hyaluronidase (MilliporeSigma). Dissociated cells were washed in PBS and crosslinked for 8 min in 1% formaldehyde at room temperature. Crosslinking was quenched by addition of glycine (to a concentration of 0.125 M) for 5 min at room temperature. Cell pellets were frozen at −80°C. To perform ChIP, frozen cell pellets were thawed on ice for 5 min and resuspended in 100 μL of ChIP lysis buffer [1% SDS, 10 mM EDTA, 50 mM Tris-HCl (pH 8.1)]. ChIP dilution buffer [0.01% SDS, 1.1% (vol/vol) Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl (pH 8.1), 167 mM NaCl] was then added to achieve a total volume of 300 μL. Samples were sonicated in a Bioruptor (Diagenode, Liege, Belgium) for 12 min, 30 s on/30 s off. For each, the volume was then brought up to 1 mL with dilution buffer plus protease inhibitors, and 50 μL of this reaction was set aside as an input chromatin control. To prepare antibody-bound beads for ChIP, 25 μL of Dynabeads Protein G (Thermo Fisher) were washed three times in block solution (0.5% BSA in PBS), resuspended in 100 μL of block solution, and incubated with antibody [2.5 μg of FLAG M2 antibody (F1804, MilliporeSigma)] for 8 hr at 4°C with rotation. These beads were then washed three times in 200 μL of block solution, resuspended in 50 μL dilution buffer, and added to sonicated chromatin. The immunoprecipitation reactions were incubated overnight, rotating, at 4°C. After overnight incubation, beads were washed two times in 700 μL low-salt immune complex wash buffer [0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl], two times in LiCl wash buffer [0.25 M LiCl, 1% Nonidet P-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris·HCl (pH 8.1)], and two times in TE (10 mM Tris-HCl, 1 mM EDTA, pH 8.0). Unbound fractions were used to evaluate fragmentation. Bound chromatin was eluted twice (for 10 min each elution) in 125 μL elution buffer (0.2% SDS, 0.1 M NaHCO_3_, 5 mM DTT in TE) at 65°C. Crosslinking was reversed by incubation for 8 hr at 65°C with 400 rpm shaking. ChIP and input samples were treated with 0.2 mg/mL RNase A for 2 hr at 37°C and with 0.1 mg/mL proteinase K for 2 hr at 55°C. The DNA samples (from ChIP and input chromatin) were purified using the ChIP Clean and Concentrator kit (Zymo Research, Irvine, CA) and eluted in 13 μL of the kit’s elution buffer.

ChIP-seq with the FLAG antibody was performed on three biological replicates for each condition (*Stra8^+/+^* and *Stra8^FLAG/FLAG^*) with ~5 million cells for each replicate. For ChIP-seq, we chose our sample size of three replicates before beginning our study, because this number exceeds the suggested ENCODE guideline of two replicates. To minimize batch-specific variation, each *Stra8^FLAG/FLAG^* ChIP replicate was processed in parallel with a *Stra8^+/+^* ChIP replicate: the two ChIP experiments were performed in parallel, the sequencing libraries (from the two samples and their corresponding two input controls) were prepared in parallel, and a pool of the four barcoded libraries was run on a single flow cell. The three biological replicates were processed in three different batches. Libraries for ChIP samples and input controls were prepared using the TruSeq ChIP Sample Preparation Kit (Illumina, San Diego, CA) (replicates 1 and 2) or the Accel-NGS 2S Plus DNA Library Kit (Swift Biosciences, Ann Arbor, MI) (replicate 3) according to the manufacturer’s instructions. The sequencing libraries were sequenced with 40 bp or 80 bp single-end reads on an Illumina HiSeq 2500 machine.

### Data analysis: ChIP-seq

For ChIP-seq analysis, low-quality sequencing reads were filtered out using the FASTX-Toolkit v0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/index.html), and reads were trimmed to 40 bp. Remaining reads were aligned to the mm10 mouse genome using bowtie1 v1.2.0, allowing one mismatch per read (Langmead et al., 2009). For every ChIP-seq replicate, peaks of read density were identified using MACS2 v2.1.1.20160309 (Zhang et al., 2008) using the corresponding input chromatin as the control sample and the default *P-*value cutoff of 1×10^−5^. Peaks overlapping blacklist regions (Supplementary file 5) were then removed. To determine whether peaks were associated with transcript start sites (TSSs), TSS coordinates were downloaded from Ensembl (release 90, GRCm38.p5), considering only protein-coding transcripts on the reference chromosomes belonging to the ‘GENCODE basic’ annotation. The TSS for the germ-cell gene *Gcna* (Carmell et al., 2016) (Genbank accession number KX981576.1, TSS at chrX:101,695,571) was added. A peak was associated with a TSS if the summit of the peak (defined by MACS2) was located within one kilobase (kb) of the TSS (either upstream or downstream). If a peak summit was within 1 kb of multiple TSSs, the peak was assigned to all associated transcripts.

To identify a list of STRA8-bound genes, we first determined the genes whose promoters were associated with a STRA8 peak in each of the ChIP-seq replicates (*Stra8^+/+^* and *Stra8^FLAG/FLAG^).* We filtered out genes whose promoters might be non-specifically bound by the antibody by removing genes identified in any of the three *Stra8^+/+^* ChIP seq replicates. Genes that were STRA8-bound in multiple *Stra8^FLAG/FLAG^* ChIP-seq replicates were identified by overlapping the lists of genes identified in individual replicates.

To quantify the ChIP-seq read density at gene promoters, potential PCR duplicates were first removed using the rmdup function in Samtools v1.3.1 (Li et al., 2009). The number of reads at the promoter (within 1 kb of the TSS) of each transcript was determined using htseq-count (Anders et al., 2015); transcript count values were summed to obtain a count for each gene. The counts were normalized to reads per million (rpm) by scaling to the total number of unduplicated reads in each dataset, and the normalized input chromatin read count was subtracted from the normalized ChIP-seq read count.

To visualize the average ChIP-seq density at the TSS of genes, we employed ngs.plot v2.61 (Shen et al., 2014). We removed all potential PCR duplicates from bam files prior to plotting. To show average ChIP-seq read density across all replicates, the bam files from all three replicates were concatenated into a single file before plotting. We supplied either a list of all genes, or the lists of genes identified as STRA8-bound in specified numbers of replicates.

To visualize the input-subtracted normalized ChIP-seq signal, we generated a bigWig file with the input chromatin reads subtracted from the ChIP sample reads using the bamcompare tool v2.5.3 from deepTools (Ramírez et al., 2016) (options: --ratio subtract, --normalizeUsingRPKM, --ignoreDuplicates, --smoothLength 100, and --binSize 10). The ChIP-seq signal was visualized using the mm10 genome assembly on the UCSC Genome Browser (http://genome.ucsc.edu/). The ChIP-seq tracks shown represent individual replicates where indicated, or pooled signal from all three *Stra8^FLAG/FLAG^* ChIP-seq samples.

To determine whether the promoters of STRA8-bound genes were enriched for CpG islands (CGIs), the coordinates of CpG islands in the mouse genome (mm10) were downloaded using the UCSC Table Browser (Karolchik et al., 2004) at http://genome.ucsc.edu/. A gene was considered to have a CGI promoter if a CGI overlapped the 2 kb window surrounding the TSS for at least one of its transcripts.

### RNA-seq sample preparation

For RNA extraction, preleptotene cells were sorted into 500 μL of PBS with 1% BSA, plus 3.5 μL of RNAseOut (Thermo Fisher). RNA extraction was performed using a QIAshredder homogenizer (Qiagen, Hilden, Germany) and RNeasy Plus Micro kit (Qiagen), and RNA was eluted in 14 μL of RNase-free water. Prior to library preparation, RNA was stored at −80°C so that all RNA-seq libraries could be prepared together. RNA-seq libraries were prepared with the TruSeq Stranded mRNA kit (Illumina) with poly-A selection. To avoid batch effects, all seven barcoded libraries were pooled together, and this pool was sequenced with 40 bp single-end reads across two flow-cell lanes on an Illumina HiSeq 2500 machine. For each library, sequencing reads from the two lanes were combined prior to data analysis.

### Data analysis: RNA-seq

For RNA-seq analysis, high-quality reads were first filtered using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Expression levels of all transcripts in the Ensembl release 90 annotation (GENCODE basic subset, with the addition of mouse *Gcna* [Genbank accession KX981576.1]) were estimated using Kallisto v0.43.0 (Bray et al., 2016) with sequence-bias correction. Expression levels for protein-coding transcripts on reference chromosomes (mm10) were extracted, summed by gene using tximport v1.6.0 (Soneson et al., 2016), and re-normalized to transcript-per-million (TPM) units. To calculate fold-changes in expression level between different genotypes/conditions, the estimated count values from kallisto were supplied to DESeq2 v1.18.1 (Love et al., 2014) with default parameters. An FDR cutoff of *q* < 0.05 was used to determine statistically significant gene expression changes.

To calculate the degree of testis-biased expression for each gene, RNA-seq datasets from Merkin et al. (2012) were downloaded for nine adult mouse tissues: brain, colon, heart, kidney, liver, lung, skeletal muscle, spleen, and testis. Expression levels for all cDNA transcripts annotated in Ensembl release 84 were estimated with kallisto. Genes from Ensembl release 84 were matched to genes in release 90 by Ensembl gene ID. The expression level of each gene in each tissue was estimated as its median expression level (in TPM units) across three individuals. A gene was considered to be testis-biased if its expression level in the testis was greater than its summed expression level across the eight remaining tissues (i.e., TPM in the testis > 0.5 of summed TPM values across all tissues).

### Data analysis: ENCODE ChIP-seq datasets

To identify potential enhancer sites, we downloaded replicated H3K4me1 peaks from adult mouse testis from the ENCODE Consortium (ENCODE Project Consortium, 2012) and removed peaks that overlap blacklist regions. H3K4me1 peaks were called as enhancer sites if they did not overlap the promoters of protein-coding genes, which were defined as the 2 kb window surrounding the TSS. TSS coordinates were the same as those in the STRA8 ChIP-seq analysis.

To identify cell-cycle transcription factor targets, ENCODE ChIP-seq data for E2F4 (mouse), E2F1 (human), and FOXM1 (human) were used. To obtain a high-confidence list of target genes, we downloaded the coordinates of IDR-thresholded peaks (optimal or pseudoreplicated), removed any peaks that overlapped blacklist regions, and identified the transcripts whose promoters overlapped the summits of the ChIP-seq peaks. For human, all hg19 genome coordinates were first converted to GRCh38 coordinates using the UCSC Genome Browser LiftOver tool. Peaks were mapped to transcripts/genes using TSS coordinates downloaded from Ensembl release 90 (GRCh38.p10), limiting the analysis to protein-coding transcripts on the reference chromosomes in the ‘GENCODE basic’ annotation. One-to-one mouse orthologs of human genes were identified using the BioMart database (Smedley et al., 2015) (Ensembl release 90). See Supplementary file 5 for the list of ENCODE datasets used.

### Gene list analysis

Gene Ontology analysis was performed with PANTHER over-representation test v13.1 (Mi et al., 2017) to identify biological processes that are enriched among the 1,351 STRA8-activated genes compared to a background list of 12,545 preleptotene-expressed genes (all genes expressed at TPM > 1 in at least one of the seven preleptotene samples). *P*-values for overrepresentation were calculated using one-tailed binomial tests with Bonferroni correction. To determine whether non-meiotic cell cycle genes were overrepresented, a custom Gene Ontology category was generated by subtracting all terms that mapped to the process ‘meiotic cell cycle’ (GO: 0051321) from the terms that mapped to the process ‘cell cycle’ (GO: 0007049). To determine whether STRA8-activated genes are enriched for representative cell-cycle genes, we used the one-to-one mouse orthologs of the human cell-cycle genes in Table S2 from McKinley and Cheeseman (2017). The *P*-value for this enrichment was calculated using a one-tailed hypergeometric test.

### Motif analysis

DNA motifs enriched in target genomic regions were identified using the HOMER motif discovery software package v4.9.1 (Heinz et al., 2010) with the mm10 genome configuration v5.10. Motif scores were calculated using the binomial distribution. To identify motifs enriched at the STRA8 binding sites, we first pooled all sequencing reads from the three *Stra8^FLAG/FLAG^* ChIP-seq samples, identified peaks of binding using MACS2 (Zhang et al., 2008) v2.1.1.20160309 at a *P*-value cutoff of < 1×10^−5^, and then identified all peak summits that were at the promoter (within 1 kb of the TSS) of the 1,351 STRA8-activated genes. The findMotifsGenome tool was used to identify motifs de novo that were enriched among the 100 bp windows surrounding these summits (50 bp on each side of the summit); for this analysis, the background set consisted of 100 bp sequences that were matched for GC-content. For identification of motifs enriched near the TSS (−200 bp to +200 bp) of the STRA8-activated genes, the findMotifs.pl tool was used, using a target gene list of the 1,351 STRA8-activated genes and a background list of all other genes expressed in preleptotene samples. To determine the number of motifs at a gene’s promoter, we used the scanMotifGenomeWide.pl tool to determine all locations of the motif across the genome and counted the number of motif instances at the promoter (2 kb surrounding the TSS) for each annotated transcript. For genes associated with multiple transcripts, we used the motif count from the transcript with the most promoter motifs. To determine the number of promoter motifs at human genes, one-to-one human orthologs of mouse genes were identified using the BioMart database (Smedley et al., 2015) (Ensembl release 90).

### Statistical tests

Statistical tests were conducted using RStudio v1.1.414 as described here, unless otherwise noted. Overlaps of gene lists were computed using one-tailed hypergeometric tests. Analysis of contingency tables was conducted using Fisher’s exact tests. One- or two-sided Mann-Whitney *U* tests (Wilcoxon rank sum tests) were used to determine if values from one sample are higher or lower than values from a second sample. Correlations among ChIP-seq and RNA-seq biological replicates were assessed with the Pearson correlation coefficient. The correlation between motif count and ChIP-seq score was calculated using the Spearman correlation coefficient; the *P-*value for this correlation was obtained by permutation testing. All box plots show sample medians and interquartile ranges (IQRs), with whiskers extending no more than 1.5 × IQR and outliers suppressed.

### Phylogenetic analysis

Nucleotide and amino acid percent identities were calculated using BLAST (NCBI). Phylogenetic trees were constructed using open reading frame sequences. Sequences used for the tree are available in Supplementary file 4. Maximum likelihood tree lengths were calculated using the DNAML program from the PHYLIP package, version 3.66.

### Data availability

The ChIP-seq and RNA-seq data generated in this study are available at NCBI Gene Expression Omnibus (accession number GSE115928). Gene lists generated in this study, including lists of genes differentially expressed at meiotic initiation, STRA8-bound genes, and STRA8-activated genes are available in Supplementary file 1. RNA-seq results and STRA8 binding status for all protein-coding genes are available in Supplementary file 2, as are the numbers of CNCCTCAG promoter motifs for all genes. Data for a meiotic prophase gene list described previously (Soh et al., 2015) are available in Supplementary file 3.

## Data Availability

The ChIP-seq and RNA-seq data generated in this study are available at NCBI Gene Expression Omnibus (accession number GSE115928). Gene lists generated in this study, including lists of genes differentially expressed at meiotic initiation, STRA8-bound genes, and STRA8-activated genes are available in Supplementary file 1. RNA-seq results and STRA8 binding status for all protein-coding genes are available in Supplementary file 2, as are the numbers of CNCCTCAG promoter motifs for all genes. Data for a meiotic prophase gene list described previously (Soh et al., 2015) are available in Supplementary file 3. Source data files have been provided for Figures 1-6. The following dataset was generated: KojimaMLPageDC2018Characterization of molecular changes at meiotic initiation in miceNCBI Gene Expression OmnibusGSE115928 The following previously published datasets were used: MerkinJJBurgeCB2012Evolutionary dynamics of gene and isoform regulation in mammalian tissuesNCBI Gene Expression OmnibusGSE4163710.1126/science.1228186PMC356849923258891 RenB2012H3K4me1 ChIP-seq on 8-week mouse testisENCODEENCSR000CCV SnyderM2011E2F4 ChIP-seq on mouse CH12 produced by the Snyder labENCODEENCSR000ERU SnyderM2011E2F4 ChIP-seq on mouse MEL produced by the Snyder labENCODEENCSR000ETY WoldB2011E2F4 ChIP-seq on mouse C2C12 differentiated for 60 hoursENCODEENCSR000AII SnyderM2016E2F1 ChIP-seq on human K562ENCODEENCSR563LLO FarnhamP2011E2F1 ChIP-seq on human HeLa-S3ENCODEENCSR000EVJ SnyderM2017FOXM1 ChIP-seq on human K562ENCODEENCSR429QPP SnyderM2017FOXM1 ChIP-seq on human HEK293TENCODEENCSR831EIW

## Appendix 1

### Domains of the STRA8 protein

10.7554/eLife.43738.034 STRA8 was previously hypothesized to be a basic helix-loop-helix (bHLH) transcription factor, based on the presence of a stretch of basic amino acids followed by an HLH domain (Baltus et al., 2006; Tedesco et al., 2009) in amino acids (aa) 28-79 of the 393-aa STRA8 isoform. bHLH domains are found in transcription factors. Their HLH regions enable dimerization (either hetero-dimerization or homo-dimerization) with other HLH proteins, and this is required for protein activity. The basic residues preceding the HLH mediate DNA binding. Beyond the presence of this putative domain, there had been no *in vivo* evidence that STRA8 functions as a bHLH transcription factor. However, the region containing the bHLH domain is likely to be important for STRA8 function, as it is among the most highly conserved regions of the protein (Baltus et al., 2006). In addition, *in vitro* studies using cell lines transfected with STRA8 revealed that the first 84 amino acids (which includes the bHLH domain) were required for nuclear localization; nuclear localization was also impaired when arginines in the basic region were mutated to alanine residues (Tedesco et al., 2009). We now find *in vivo* that a STRA8 isoform that lacks the first 111 amino acids does not localize to the nucleus of preleptotene cells; germ cells that express only this shorter isoform of STRA8 are not able to initiate meiosis (Figure 2—figure supplement 3). These findings point to a critical role for the N terminus — presumably the HLH domain — in STRA8’s nuclear localization *in vivo* and its function in meiotic initiation. The mouse STRA8 amino acid sequence has a long stretch of glutamic acid residues (amino acids 143-193 of the longer isoform). However, this stretch of glutamic acids is not well conserved among different species. STRA8 may have another DNA binding domain in addition to the bHLH domain. Using the Phyre2 web portal (Kelley et al., 2015), which predicts domains and secondary structures from amino acid sequences, we found that that amino acids ~216-268 of the 393-aa STRA8 protein likely encode a high-mobility group (HMG) box domain. This domain is often used by transcription factors for DNA binding but has not yet been studied in the context of the STRA8 protein.

How the deposited data were processed for this re-analysis (not part of the article)

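Gene expression was measured by RNA-seq in preleptotene cells sorted from testes of mice synchronized with an inhibitor of retinoic acid synthesis (0.1 mg per g body weight, postnatal days 2 to 8) and retinoic acid (0.0125 ug per g, day 9), collected 6.75 days later. There were 3 Stra8-deficient, 2 low-STRA8 and 2 high-STRA8 libraries. STRA8 binding was measured by FLAG ChIP-seq in testes of 3 FLAG/FLAG and 3 wild-type mice on the same schedule. Each sample was assigned to its group from the authors' sample descriptions and not from its values.

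For RNA-seq, the authors quantified transcripts with kallisto 0.43.0, which gives estimated counts, effective lengths and levels normalized to transcript length and library size (TPM), summed protein-coding transcripts by gene and rescaled TPM to the same total in each library. The authors also made a signal for each gene, its estimated count divided by DESeq2's normalization factors. They tested genes with DESeq2 1.18.1. For ChIP-seq, they aligned reads with Bowtie 1.2.0, handled alignments with SAMtools 1.3.1 and called peaks with MACS2 2.1.1.20160309. The summit lists used here give the position of each summit and its score, -log10 p. The input libraries, which the authors used as controls for peak calling, and the list of blacklisted regions were not used here.

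Of 75737 transcripts, 75554 were matched to the GENCODE M21 annotation of mm10. Gene symbols of the authors' TPM tables were joined to transcripts by symbol (12225 of the expressed genes) or as a run of neighboring transcripts whose summed TPM gave the gene's value (305), within 0.2% or 0.003 TPM. Counts could not be assigned to 15 of 12545 expressed genes, which were left out of the tests. Between 90.7% and 93.4% of the estimated counts of a library lay on genes that were joined. Expressed genes are those over 1 TPM in at least 1 of 7 libraries.

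Counts were rounded and tested with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood F test) in R 4.3.3, with 3 contrasts from 1 fit and Benjamini-Hochberg adjustment over the 12530 genes at a threshold of 0.05. The depth of each library and the spread between replicates are given with the description of the libraries. On simulated data with known changes, edgeR recovered 23.7%, 60.9% and 85.1% of 1.5-, 2- and 4-fold changes between high-STRA8 and Stra8-deficient groups, 14.3%, 56.9% and 81.8% between high- and low-STRA8 groups and 22.3%, 59.5% and 82.9% between low-STRA8 and Stra8-deficient groups, with 7.10%, 7.91% and 8.48% false among the calls. In 2 draws of such data, against 10 for edgeR, DESeq2 1.42.0 gave 16.3%, 23.5% and 20.2% false calls and limma 3.58.1 gave 7.02%, 8.90% and 5.19%. In each draw 200 of 12530 genes were changed, far fewer than were called in the data. The adjustment is stricter with so few changes, so that these shares need not hold for the data. Lists of genes were tested with camera (limma), with the preset correlation of 0.01 and with a correlation estimated from the data, adjusted over 26 lists.

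Summits were assigned to a gene when they lay within 1 kb of the TSS of 1 of its protein-coding transcripts. Genes with a summit in any wild-type library were removed, and genes with a summit in at least 2 of 3 FLAG/FLAG libraries were called STRA8-bound. Matches to CNCCTCAG were counted on both strands in 100 bp around each summit and in the 2 kb around each TSS, taking the transcript with the most matches. Shares have Wilson 95% intervals. Overlaps were tested by one-sided hypergeometric tests and odds ratios by Fisher's exact test. Differences of medians and rank correlations across genes or summits were tested with 100000 permutations, and intervals of r come from 1000 bootstrap draws over genes. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

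The samples, tests, gene lists, alternatives and the rule for naming genes were set before the data were examined, apart from the exceptions given here. The tests of carried-over reads, normalization, somatic cells, the motif away from promoters and fold change by transcript length were chosen after the results were seen. Named are the genes that the paper names and its 15 off-to-on genes, whose values in the paper's tables had been seen. Also named are the 10 genes with the largest increase and the 10 with the largest decrease in each comparison, among genes past the threshold whose groups do not overlap and with a mean of at least 5 TPM in the higher group, up to 4 genes with the smallest adjusted p of each list, and the 10 promoters with the highest scores in all 3 FLAG/FLAG libraries. Some of the genes so chosen are not reported here. The lists cover meiotic cohesins and the synaptonemal complex, double-strand breaks and recombination, telomere attachment, regulators of meiotic prophase, germline transcription factors, origin licensing and firing, replication forks and polymerases, G1-S, G2-M and mitosis, germ cell stages, somatic cells of the testis, retinoic acid response, p53 targets, the piRNA pathway, cholesterol biosynthesis, glycolysis, AP-2 factors, ribosomal proteins, oxidative phosphorylation, histones and the prophase genes of fetal ovaries.

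The alternatives were DESeq2 on the same counts, RLE size factors, edgeR's filterByExpr or no filter, a fit to only the 2 groups compared, effective-length offsets, limma on log2(TPM + 1), the replicate number as a block, leaving out each library, thresholds of 1 TPM in each Stra8-deficient library and of 5 TPM, promoter windows of 500 bp and 2 kb, scores of at least 10, a summit in at least 1 or in all 3 FLAG/FLAG libraries, genes bound in wild-type testes kept, summits within 200 bp of each other between libraries, motif windows of 200 bp and 1 kb, all promoter summits, the motif read in reverse order the AP-2 consensus, exact sign flips within the 3 ChIP-seq batches and, for lists, adjustment over the list alone. DESeq2 over all genes with transcript lengths, neither of which the paper states for its own use of DESeq2, and the comparisons with a different high-STRA8 library in each contrast were added after the data were seen.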

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

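The tests of carried-over reads, normalization, somatic cells and the motif away from promoters were chosen after the results were seen.

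The paper does not report a comparison of low-STRA8 with Stra8-deficient cells. In it, 1272 genes were higher and 1742 lower in low-STRA8 cells by edgeR. The numbers fell to 619 and 1088 without Stra8-deficient replicate 2 and to 689 and 1139 without high-STRA8 replicate 2. Higher genes were 754 without low-STRA8 replicate 1 and 701 without high-STRA8 replicate 1. With limma on log2(TPM + 1), 498 genes were higher and 2712 lower, so that 15.5% of the calls were increases against 42.2% by edgeR, and the median of all genes was -0.153 on the log2 scale.

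Stra8 transcripts were present in the Stra8-deficient libraries, at a mean of 15.3 TPM, or 1.53%, 1.94% and 0.439% of the high-STRA8 level in replicates 1 to 3. Reads carried over from high-STRA8 libraries as the only source would leave every gene with at least that share of its high-STRA8 level, whichever high-STRA8 library they came from. In replicate 2, Pparg had 0 reads where at least 16.4 would have been carried over (one-sided exact binomial p = 9.87e-08, Bonferroni-adjusted over 6859 genes p = 0.000677), but this covers counting error only, and with 2 reads from each molecule assumed the exact p was 0.000320 (adjusted p = 1). In replicates 1 and 3, no gene passed (smallest exact p = 0.000188 and 0.196, adjusted p = 1 for both), and only 4 to 6 genes lay at the carried share in each of the 3 libraries. Carried-over reads and another source, such as the disrupted allele, cannot be told apart in the 3 libraries, because too few genes are that low in them.

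Ribosomal protein and oxidative phosphorylation genes had a median log2 fold change of 0.466 between Stra8-deficient and low-STRA8 cells, and 166 of 170 genes had a positive fold change, whether or not past the threshold, but neither list passed camera with an estimated correlation (0.608 and 0.552, adjusted p = 0.564 for both), so that the intervals over genes given here are too narrow. Under the scaling that lowered it most, limma on log2(TPM + 1), the median was 0.249 (95% interval 0.216 to 0.287), which argues against scaling as the whole source and leaves it open for a part. The 377 other genes nearest in length and level, which were still longer (median 797 against 524 bases) and less abundant (87.1 against 185.7 CPM), had a median of 0.299 (95% interval 0.260 to 0.321), so that a bias by transcript length may account for a part of the shift, whose size was not measured. Markers of somatic and blood cells had a median of -0.0439 (95% interval -0.309 to 0.140, 58 genes), but the 2 low-STRA8 libraries were opposite, with Sertoli, Leydig, and peritubular and endothelial markers at 0.671, 0.885 and 0.406 in replicate 1 and -1.21, -0.558 and -0.742 in replicate 2 against the mean of all libraries, where ribosomal proteins were at 0.266 and 0.524, which leaves other cells open, more so in replicate 1. The paper sorted for a fluorescent marker of the germ line, which would leave few other cells, and a difference in cell state with STRA8 level stays open and cannot be separated from these by the design.

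Among FLAG/FLAG summits more than 1 kb from any TSS, which the paper does not analyse for the motif, 79 of 1216 (6.50%) in batch 1 held CNCCTCAG in 100 bp, against 10 of 699 (1.43%) in wild-type testes.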

How the results depend on the processing

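Splits of the high-STRA8 libraries and DESeq2 over all genes with transcript lengths were chosen after the data were seen. Where a group was left with 1 library, that library was assumed to vary like those of the other groups. Causes were not tested except where fewer libraries or another motif is the change itself.

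Of 488 named genes and comparisons, 382 passed the threshold, 269 of them under every alternative run, and 113 lost the call under at least 1. Insl3 in low-STRA8 against Stra8-deficient cells, which did not pass (log2 fold change 1.14, adjusted p = 0.488, edgeR), passed in opposite directions with 1 low-STRA8 library left out. Its log2 fold change was -6.52 without low-STRA8 replicate 1 (adjusted p = 0.0478) and 2.13 without replicate 2 (adjusted p = 0.0263), and the adjusted p of Insl3 ranged from 0.0263 to 0.969 over all alternatives. The overlaps of bound with upregulated and downregulated genes, the higher fold change of bound genes and the share of summits at promoters kept their direction under each alternative. Bound were 37.7% to 67.5% of upregulated genes and 2.49% to 7.22% of downregulated genes when 1 library was left out, with differences of medians of 0.417 to 0.602.

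With 1 library left out, genes higher and lower in high-STRA8 than Stra8-deficient cells numbered 1254 to 2679 and 730 to 2633, lowest without high-STRA8 replicate 2. Those in high- against low-STRA8 cells numbered 1154 to 2950 and 484 to 2350, lowest without the same library. In low-STRA8 against Stra8-deficient cells they numbered 619 to 1429 and 1088 to 1694, lowest without Stra8-deficient replicate 2. The correlation of fold changes ranged from 0.586 to 0.721, the share of upregulated genes also higher than in low-STRA8 cells from 90.4% to 98.3% and that of downregulated genes from 83.4% to 96.0%. STRA8-bound genes numbered 1527 without FLAG/FLAG replicate 1 and 2649 without replicate 3. Prophase genes that were lower numbered 0 without high-STRA8 replicate 1 and 3 without low-STRA8 replicate 1. Lower genes among those the paper names numbered 1 without high-STRA8 replicate 1 and 2 otherwise. Lower gene lists numbered 1 to 4, 3 to 6 and 0 to 5 in the 3 comparisons.

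In low-STRA8 against Stra8-deficient cells, 674 genes were higher and 1129 lower with only these groups in the fit, and 498 and 2712 with limma. The correlation of fold changes was 0.609 with no filter, 0.730 with limma, and 0.585 and 0.652 with split high-STRA8 libraries, against 0.711 unsplit in the same calculation on log2 CPM. Upregulated genes shared their direction in 96.1% with no filter, 93.9% with only the 2 groups, 98.4% with limma and 93.9% with DESeq2 over all genes, and downregulated genes in 91.0% with filterByExpr and 83.5% with limma. Upregulated genes over 1 TPM in Stra8-deficient cells were 96.6% with DESeq2, 92.9% with filterByExpr, 91.97% with no filter, 94.3% with limma, 96.7% with DESeq2 over all genes, 94.5% when each library had to exceed 1 TPM and 86.4% at 5 TPM.

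With the replicate number as a block, which pairs libraries that share only a number (correlation of same-number libraries -0.196, -0.036 and -0.127), the correlation was 0.641, the share of downregulated genes with the same direction 85.6%, the share over 1 TPM 96.3%, lower prophase genes 1, and lower lists 0 in high-STRA8 and 1 in low-STRA8 against Stra8-deficient cells. Lower prophase genes were also 1 with no filter. Lower lists in high-STRA8 against Stra8-deficient cells were 1 with effective-length offsets, 1 with limma and 1 with DESeq2 over all genes, and in low-STRA8 against Stra8-deficient cells 1 with limma. With an estimated correlation, the lists past the threshold were 0 higher and 0 lower in each of the 3 comparisons.

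With a summit in at least 1 FLAG/FLAG library 4886 genes were bound, and with all 3, 1500. The motif read in reverse order gave -0.00737 for fold change, 0.0137 for binding and 0.100 for prophase promoters. The AP-2 consensus gave -0.0206, 0.00222 and -0.0292 for the score at summits of FLAG/FLAG replicates 1 to 3.

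With 4 residual degrees of freedom, changes of 1.5-fold were mostly missed on simulated data in which 200 of 12530 genes changed. The share missed in the data, with more genes called, was not measured. The read depth of the ChIP-seq libraries was not analysed here.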

Differences from the paper's values

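Of 67 values that the paper states and that were also computed here, 9 differ. A correlation or log2 fold change was counted if its sign was opposite or the gap was over 1 bootstrap standard error (1 SD over libraries for the motif count and peak score), and any other value if 1 was over 1.5 times the other and the gap was over the SD, where there was one. The paper's Pearson's r of the fold changes is 0.70, and it was 0.681 here. Of the alternatives set before the data were examined, it came within 1 bootstrap standard error of the paper's value, with the same sign, with filterByExpr (0.703) and without Stra8-deficient replicate 2 (0.688), and not under any other.

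The paper gives the median level of bound genes in Stra8-deficient cells as 104 TPM. The median here was 53.4 TPM and the mean 103 TPM, and the paper's source data give a median of 53.42 TPM. No alternative was set for this value.

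In the paper's source data, the median log2 fold change of genes with a peak in 0 of 3 replicates is -0.1539, against -0.162 here. It is within that error with filterByExpr (-0.155) and effective-length offsets (-0.160) and not under the others. For 1 of 3 replicates the paper's value is 0.001314, against -0.00551 here, which is within the error (0.0121) and differs only in sign. It has the paper's sign and is within the error with filterByExpr, with the replicate number as a block (0.003), without Stra8-deficient replicate 3 and without high-STRA8 replicate 2. Without Stra8-deficient replicate 1 (0.0180) and with limma (-0.0803) it is outside the error, and under the others only the sign differs.

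By number of motifs, the paper's medians are -0.1066 for 0, 0.0216 for 1, 0.12044 for 2 and 0.1932 for 3, against -0.0960, 0.0425, 0.192 and 0.263 here. For 0 motifs the value is within the error with no filter, with only the 2 groups compared, without Stra8-deficient replicate 2 and without high-STRA8 replicate 1. For 1 motif no alternative brought it there. For 2 motifs no filter and limma on log2(TPM + 1) did. For 3 motifs filterByExpr, no filter, effective-length offsets, limma, the replicate block, and leaving out Stra8-deficient replicate 3 or high-STRA8 replicate 2 did. The other alternatives did not.

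For wild-type replicate 2, the paper's source data put 12.5% of peaks at promoters, against 20.0% of 45 summits here. With a window of 500 bp it was 15.6%, within 1.5 times the paper's value, and not with 2 kb (33.3%) or scores of at least 10 (21.2%). The summits used here precede the removal of blacklisted regions.

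The paper counts Dbf4 among the upregulated genes. Here its adjusted p was 0.107 (edgeR, 1.177-fold). Dbf4 passed only without Stra8-deficient replicate 1 (adjusted p = 0.0313), over a range from 0.0313 to 0.441 under the alternatives. The paper describes Pparg as off in Stra8-deficient cells at a level below that found here, 0.0807 TPM from counts of 2, 0 and 3. The paper gives a median fold change for the bound and upregulated prophase genes that is nearer to the geometric mean here, 3.79, than to the median, 2.66. The paper's own supplementary file gives a geometric mean of 3.79 and a median of 2.68. The paper states a higher largest number of motifs around a summit than the 7 found here at summits of single libraries, whereas its search for motifs at summits used reads pooled from the FLAG/FLAG libraries. This median and this number are within 1.5 times the paper's and are not among the 9.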

Other observations

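The tests of the motif away from promoters and of transcript length were chosen after the results were seen.

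Of 28 genes of origin licensing and firing, 18 were higher and 1 lower in low-STRA8 than in Stra8-deficient cells by edgeR (21 and 1 adjusted over the list alone), and of 39 genes of replication forks and polymerases, 23 and 2 (28 and 2). Camera gave adjusted p-values of 4.46e-16 and 1.28e-13 with the preset correlation and 0.343 for both with an estimated correlation. The thymidine kinase gene Tk1 was higher in low-STRA8 cells by 5.97-fold (adjusted p = 0.00149), and Gmnn rose from 107 to 227 TPM (adjusted p = 0.00149), both from edgeR. Of single genes of G2-M and mitosis, Mki67 was at 17.3 ± 1.36 and 2.57 ± 0.267 TPM (SD, n = 3 and 2, adjusted p = 0.000507) and Cenpf at 39.1 ± 11.7 and 6.30 ± 0.304 TPM (adjusted p = 0.00149, edgeR) in Stra8-deficient and low-STRA8 cells. Of the 42 genes of that list, 3 were higher, 13 lower and 26 not past the threshold (4 higher and 15 lower adjusted over the list alone), and camera gave adjusted p-values of 0.00539 with the preset and 0.564 with an estimated correlation.

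Of 13 markers of undifferentiated spermatogonia, 3 were lower in low-STRA8 than in Stra8-deficient cells and none was higher (4 and 0 adjusted over the list alone), among them Zbtb16 (18.5 to 4.21 TPM, adjusted p = 0.00133) and Sall4 (19.8 to 5.03 TPM, adjusted p = 0.00535), both from edgeR. The median log2 CPM of the 13 markers against the mean of all libraries was -0.0559, 0.211 and 0.655 in the Stra8-deficient and 0.115 and -0.494 in the low-STRA8 libraries, so that the list as a whole did not separate the groups. Of 23 genes of cholesterol biosynthesis, 8 were higher and 1 lower in low-STRA8 than in Stra8-deficient cells, and 2 were higher and 10 lower in high- than in low-STRA8 cells. For these 2 comparisons camera gave adjusted p-values of 0.00551 and 0.00583 with the preset and 0.532 and 0.415 with an estimated correlation. Ribosomal protein genes were higher in 42 of 80 cases and oxidative phosphorylation genes in 41 of 90, with none lower (61 and 61 higher adjusted over the list alone, and an adjusted p of 0.564 from camera with an estimated correlation).

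That STRA8-bound genes are raised over other genes in low-STRA8 cells was tested by their fold change over Stra8-deficient cells. Bound genes had a median log2 fold change that was 0.0979 above that of other genes (95% interval 0.0764 to 0.120, two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). The interval and this p treat genes as independent replicates, which they are not. Bound genes past the threshold were 570 higher and 390 lower. These fell to 325 and 224 without low-STRA8 replicate 1, 362 and 252 without Stra8-deficient replicate 2, 362 and 295 without high-STRA8 replicate 1, and 357 and 267 without high-STRA8 replicate 2. With limma on log2(TPM + 1), the difference was 0.100, but bound genes had a median of -0.0765 and were 256 higher and 638 lower, so that an increase of bound genes by themselves depends on the scaling. The difference ranged from 0.0667 (without Stra8-deficient replicate 3) to 0.206 (no filter) over the alternatives. Relative to other genes, low STRA8 may already act at some promoters, as a hypothesis.

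More CNCCTCAG matches at a promoter went with a larger fold change. After GC content and CpG frequency were taken out, the rank correlation was 1.057 times its size before (95% interval 1.04 to 1.08), which argues against base composition. Among genes with no summit in any library it was 0.326 times its size over all genes (95% interval 0.199 to 0.436). Genes left out for a wild-type summit were counted here too. Binding at the motif would give such a ratio, but so may the choice of the motif. The paper found it at promoters of genes bound and upregulated in the same data, and these were not separated. Sequence features other than GC content and CpG frequency were not tested.

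Binding at the motif away from promoters was tested by the share of summits farther than 1 kb from a TSS that hold it. It was larger in FLAG/FLAG than wild-type testes in 3 of 3 batches, by 5.07, 8.68 and 10.8 percentage points (two-sided Fisher's exact p = 5.71e-08, 0.230 and 0.000374). Each p compares 1 FLAG/FLAG with 1 wild-type library and counts summits as replicates, which they are not. With libraries paired by batch, an exact two-sided p cannot be below 0.25. STRA8 may also bind outside annotated promoters, as a hypothesis, and unannotated start sites were not excluded.

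Fold changes that involve low-STRA8 cells followed transcript length. Across 12530 genes, Spearman's rho of effective length and log2 fold change was -0.424 in low-STRA8 against Stra8-deficient cells, 0.341 in high- against low-STRA8 cells and 0.0512 in high-STRA8 against Stra8-deficient cells. Against the mean of all libraries it was 0.349, 0.258 and -0.0587 in the Stra8-deficient, -0.433 and -0.367 in the low-STRA8 and 0.165 and 0.210 in the high-STRA8 libraries. Within 5 classes of length, bound genes exceeded other genes by 0.445 to 0.484 in high-STRA8 against Stra8-deficient cells and by 0.125 to 0.167 in low-STRA8 against Stra8-deficient cells.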
